# A δ-cell subpopulation with a pro-β-cell identity contributes to efficient age-independent recovery in a zebrafish model of diabetes

**DOI:** 10.7554/eLife.67576

**Published:** 2022-01-21

**Authors:** Claudio Andrés Carril Pardo, Laura Massoz, Marie A Dupont, David Bergemann, Jordane Bourdouxhe, Arnaud Lavergne, Estefania Tarifeño-Saldivia, Christian SM Helker, Didier YR Stainier, Bernard Peers, Marianne M Voz, Isabelle Manfroid

**Keywords:** pancreas, regeneration, insulin, zebrafish, diabetes, somatostatin, Zebrafish

## Abstract

Restoring damaged β-cells in diabetic patients by harnessing the plasticity of other pancreatic cells raises the questions of the efficiency of the process and of the functionality of the new *Insulin*-expressing cells. To overcome the weak regenerative capacity of mammals, we used regeneration-prone zebrafish to study β-cells arising following destruction. We show that most new *in*s*ulin* cells differ from the original β-cells as they coexpress Somatostatin and Insulin. These bihormonal cells are abundant, functional and able to normalize glycemia. Their formation in response to β-cell destruction is fast, efficient, and age-independent. Bihormonal cells are transcriptionally close to a subset of δ-cells that we identified in control islets and that are characterized by the expression of *somatostatin 1.1* (*sst1.1*) and by genes essential for glucose-induced Insulin secretion in β-cells such as *pdx1*, s*lc2a2* and *gck*. We observed in vivo the conversion of monohormonal *sst1.1-*expressing cells to *sst1.1+ ins* + bihormonal cells following β-cell destruction. Our findings support the conclusion that *sst1.1* δ-cells possess a pro-β identity enabling them to contribute to the neogenesis of Insulin-producing cells during regeneration. This work unveils that abundant and functional bihormonal cells benefit to diabetes recovery in zebrafish.

## Introduction

Insulin-producing β-cells reside in pancreatic islets where they are intermingled with other endocrine cells such as α-cells, secreting glucagon (Gcg), and δ-cells secreting somatostatin (Sst). Elevation of extracellular glucose concentration triggers glucose uptake by β-cells through the glucose transporter GLUT2 (*Slc2a2*). Glucose is then metabolized to generate ATP which will trigger the closure of the K_ATP_ channel formed by Kir6.2 (*Kcnj11*) and SUR1 (*Abcc8*), membrane depolarization, Ca^2+^ influx and release through exocytosis of insulin secretory granules into the blood. In mature β-cells, this process is further amplified by other molecules such as amino acids, fatty acids, hormones (incretins GLP-1, GIP), and neural factors (dopamine, adrenaline…) via the cAMP messenger. Dysfunction of these processes leads to impaired insulin secretion, chronic hyperglycemia, and diabetes. In Type 2 diabetes, chronic glucolipotoxic stress ultimately provokes β-cell failure and death. In Type 1 diabetes, on the other hand, the destruction of β-cells is mediated by autoimmune attack.

Human adult β-cells are quiescent and barely possess the capacity to compensate their destruction through increased proliferation. Alternative mechanisms inferred from studies in mice revealed the striking plasticity of other pancreatic endocrine cell types towards the β-cell phenotype. For example, Ins+ Gcg + bihormonal cells form after acute β-cell destruction mediated by transgenic expression of the diphteria toxin receptor (DTR) in adult mice (Thorel et al., 2010). These cells derive from a small fraction of α-cells that switch on the β-cell markers Pdx1, Nkx6.1 and Ins through direct conversion, leading to restoration of about 10% of the β-cell mass after 10 months. As this process is quite slow and inefficient, adult DTR mice do not survive without injection of insulin during the first months after ablation. In contrast, at juvenile stages, β-cell neogenesis occurs from transdifferentiation of δ-cells (Chera et al., 2014). In this case, δ-cells dedifferentiate, lose *Sst* expression, replicate and redifferentiate into β-cells. About 23% of the initial β-cell mass has recovered 4 months after ablation emphasising faster and more efficient improvement of glycemia than in adult mice. Very recently, a rare population of pancreatic polypeptide (Ppy)-expressing γ-cells has also been shown to display plasticity and to activate *Ins* expression in response to β-cell injury (Perez-Frances et al., 2021). Hence, various pancreatic islet cells possess a remarkable plasticity yet the regeneration potential is generally limited in adult mammals.

In contrast to the limited regeneration capacity of adult mammals, zebrafish are notorious for their potent, spontaneous and rapid regeneration of β-cells from larval to adult stages (Curado et al., 2007; Delaspre et al., 2015; Ghaye et al., 2015; Moss et al., 2009; Ninov et al., 2013; Pisharath and Parsons, 2009; Ye et al., 2015). In zebrafish, α-cells transdifferentiate into Ins-expressing cells after β-cell destruction (Ye et al., 2015). On the other hand, unlike mouse models in which regeneration via progenitors or precursors is debated, β-cell neogenesis is well recognised in zebrafish to involve regenerative processes from progenitor-like cells present in the ducts (Delaspre et al., 2015; Ghaye et al., 2015; Ninov et al., 2013). β-cell destruction is accomplished in zebrafish using a chemo-genetic system based on the transgenic expression of the bacterial nitroreductase (NTR) under the control of the *ins* promoter where cell death is induced by a nitroaromatic prodrug (Bergemann et al., 2018; Curado et al., 2007; Pisharath and Parsons, 2009). In adults, after a huge rise of glycemia within 3 days, the pancreas is replenished with new β-cells in 2–3 weeks which correlates to a return to normoglycemia.

De novo formation of β-cells in order to repair damaged islets constitutes a promising therapeutic perspective for diabetic patients. However, new β-cells could show differences in their number and identity impacting on their activity. For example, the presence in mice of Gcg+ Ins + cells, although apparently functional, should be considered cautiously as inappropriate differentiation of β-cells and impaired maturation or identity are common shortcoming in diabetes (Moin and Butler, 2019 for review).

Using the larval and adult zebrafish as regeneration models, we investigated the identity of regenerated β-cells and discovered that most new *in*s-expressing cells are Ins + Sst1.1+ bihormonal cells. We identified a specific δ-cell subpopulation distinct from the previously identified zebrafish *sst2* δ-cells that is characterized by the expression of *sst1.1* and of several important β-cell features. The transcriptomic profile of bihormonal cells is also very close to the *sst1.1* δ-cells, making them resemble β/δ hybrids. By in vivo imaging of larvae, we observed the appearance of *ins*-expressing bihormonal cells from monohormonal *sst1.1* δ-cells early after β-cell ablation. We also provide evidence that pancreatic ducts contribute to the pool of bihormonal cells. Furthermore, bihormonal cells are abundant in the regenerated pancreas and able to normalize glycemia after a glucose challenge. Our findings show the importance of bihormonal cells in the spontaneous recovery of diabetic zebrafish.

## Results

### Most regenerated β-cells in adult zebrafish coexpress Ins and Sst

To characterize the new β-cells after regeneration, we used 6- to 10-month-old *Tg(ins:NTR-P2A-mCherry*) (Bergemann et al., 2018) adult fish to first ablate β-cells. Basal blood glucose was monitored to evaluate ablation (3 days post treatment, dpt) and regeneration (20 dpt). As expected, fasting basal blood glucose dramatically raised at three dpt compared to CTL fish which reflected efficient ablation (Figure 1A and Figure 1—source data 1). After 20 days, glycemia was impressively improved though still slightly above control values. A preliminary RNAseq experiment on mCherry+ cells isolated from the main islet of *Tg(ins:NTR-P2A-mCherry*) adult fish 2 months after ablation revealed strong expression of the *sst1.1* gene in regenerated β-cells just below *ins* (Figure 1—source data 3), thereby suggesting that regenerated β-cells are bihormonal. As blood glucose is nearly normalized after 20 days, we characterized these cells at this time point. Immunofluorescence on regenerated 20 dpt islets showed many Ins + cells that also displayed Sst immunolabeling (Figure 1B). In contrast, control islets showed robust staining of the endogenous Ins and Sst hormones without appreciable overlap, thus demarcating monohormonal β- and δ-cells (Figure 1B). We next created a *Tg(sst1.1:eGFP*) reporter line driving GFP in *sst1.1*-expressing cells. This transgene was not active in β-cells of control islets (Figure 1—figure supplement 1). Similar to what was observed with the endogenous Sst and Ins proteins, regenerated 20 dpt islets of *Tg(sst1.1:eGFP); Tg(ins:NTR-P2A-mCherry*) fish contained many cells coexpressing GFP with mCherry, while GFP and mCherry-labeled distinct cells in control islets (Figure 1C). Strikingly, double positive cells could already be detected 3 days after ablation, although they displayed low levels of mCherry.

**Figure 1.**
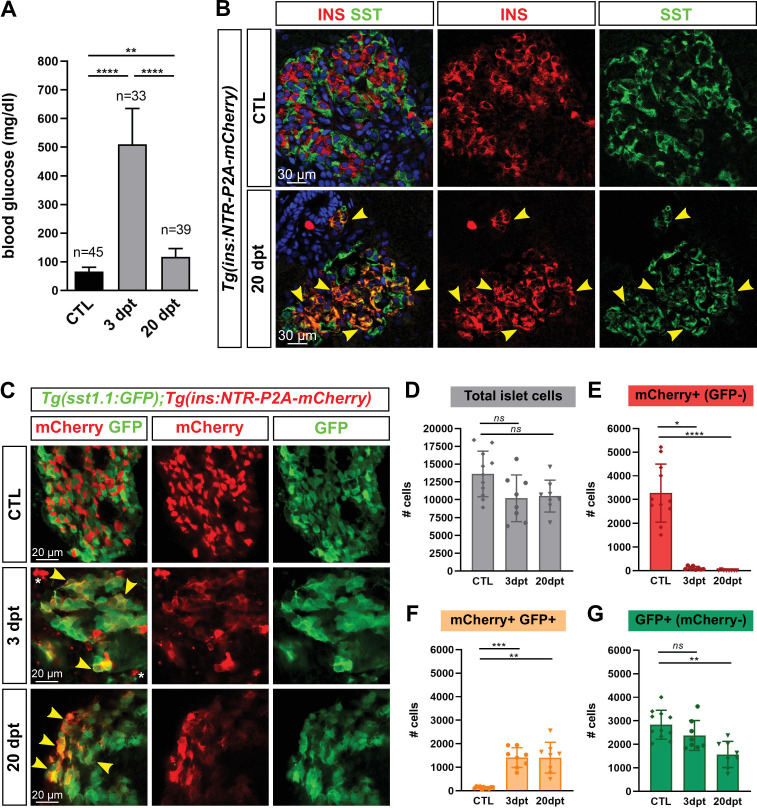
Most new ins + cells after ablation and regeneration in zebrafish are Ins + Sst1.1+ bihormonal cells. (**A**) Blood glucose level (mg/ml) of adult *Tg(ins:NTR-P2A-mCherry*) control fish (CTL, 66 ± 15 mg/dl), 3 days (510 ± 126 mg/dl) and 20 days post treatment (dpt) (117 ± 29 mg/dl) with the NFP prodrug to trigger β-cell ablation. The huge rise of glycemia at three dpt confirms the efficiency of ablation. One-way ANOVA Kruskal-Wallis test (with Dunn’s multiple comparisons); Mean ± SD; **p *< 0.005,* ****p *< 0.000*1. (See Figure 1—source data 1). (**B**) Immunolabeling of β- and δ-cells with anti-INS (red) and anti-SST (green), respectively, on paraffin sections through the main islet of *Tg(ins:NTR-P2A-mCherry)* adult fish in control condition (CTL) and at 20 dpt. In CTL islet, no appreciable overlap between the two markers can be detected while broad colabeling is observed at 20 dpt and represented by many yellow cells (arrowheads). (**C**) Whole mount immunodetection of β- and *sst1.1*+ cells in the main islet of adult *Tg(sst1.1:GFP);Tg(ins:NTR-P2A-mCherry)* fish by labeling with anti-GFP marking *sst1.1*-expressing cells and anti-mCherry for β-cells. Both cell types show no or very few overlapping in CTL fish. At 3 and 20 dpt, many double GFP+ mCherry + cells are observed (yellow cells, arrowheads). Bright mCherry+ β-cell debris are detectable at 3 dpt (white asterisk). (**D–G**) Quantification of the GFP+, mCherry+ (β-cells) and double GFP+ mCherry + cells detected by FACS in the main islets of *Tg(sst1.1:GFP);Tg(ins:NTR-P2A-mCherry)* CTL fish and following β-cell ablation (3 and 20 dpt), based on fluorescence analysis shown in Figure 1—figure supplement 2. (**D**) Total islet cell number in CTL, 3 dpt, and 20 dpt islets. (**E**) CTL islets contain 3277 ± 1220 mCherry+ (GFP-) β-cells. At 3 dpt, ablated β-cells represent 105 ± 70 cells and were even more scarce at 20 dpt (14 cells). (**F**) Double GFP+ mCherry + bihormonal cells represent 135 ± 45 cells in CTL islets, 1411 ± 421 cells at 3 dpt and 1409 ± 655 cells at 20 dpt. (**G**) GFP+ (mCherry-) cells represent 2833 ± 615 cells in CTL islets. One-way ANOVA Kruskal-Wallis test (with Dunn’s multiple comparison); *ns*, not significant, *p < 0.05, **p < 0.005, ***p < 0.0005, ****p < 0.0001*;* Mean ± SD (See Figure 1—source data 2). Figure 1—source data 1.Blood glucose values. Figure 1—source data 2.Cell quantification values. Figure 1—source data 3.Top 20 genes expressed in regenerated β-cells.mCherry+ cells from the main islet were sorted by FACS from *Tg(ins:NTR-P2A-mCherry)* adult zebrafish 2months after β-cell ablation and gene expression levels were determined by RNA sequencing (expressed as normalized read counts). The *ins* gene is the highest expressed gene just above *sst1.1*. This is the result of one single exploratory replicate.

**Figure 1—figure supplement 1.**
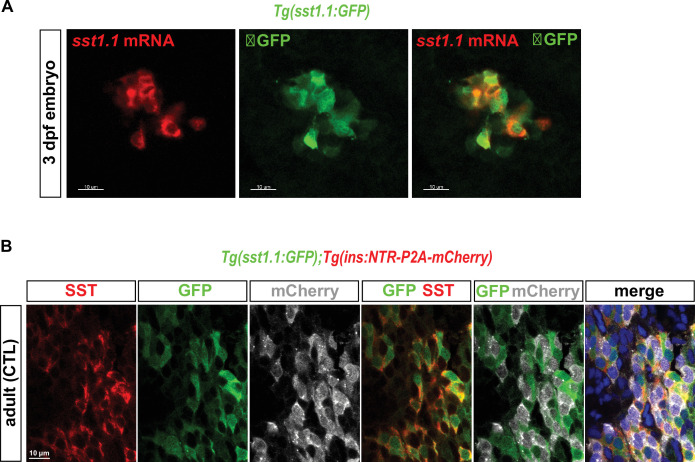
*Tg(sst1.1:GFP)* is active in sst1.1+ cells and not in β-cells. (**A**) Whole mount in situ hybridization on three dpf *Tg(sst1.1:GFP)* embryo using a *sst1.1* antisense RNA probe (red) combined with immunodetection of the GFP protein (green) revealing co-localization between endogenous *sst1.1* transcripts and GFP cells. (**B**) Whole mount immunofluorescence in the main islet of adult non-ablated (CTL) *Tg(sst1.1:GFP); Tg(ins:NTR-P2A-mCherry)* fish showing co-localization between GFP (green) and the endogenous Sst protein (red) and not with mCherry (gray).

**Figure 1—figure supplement 2.**
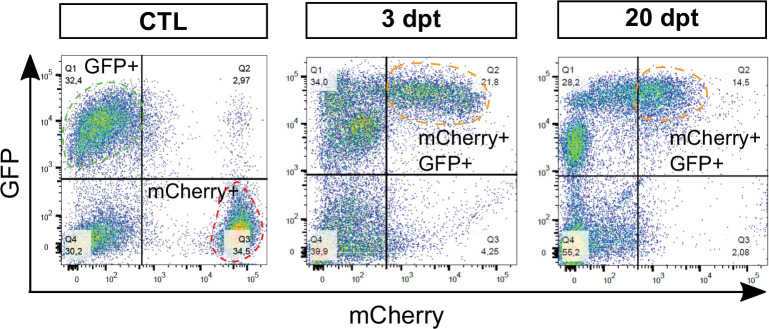
Analysis of sst1.1:GFP and *ins:NTR-P2A-mCherry* fluorescent cells by flow cytometry. FACS plot showing GFP and mCherry fluorescence analysis by flow cytometry of dissociated main islets (3–4 pooled islets) isolated from *Tg(sst1.1:GFP);Tg(ins:NTR-P2A-mCherry)* control (CTL), 3 dpt and 20 dpt adult fish. Representative plots showing fluorescent cells along GFP and mCherry axes. The populations of interest are delimited with dashed lines.

We next quantified *ins*+ β-cells, *sst1.1*+ cells and double *ins + sst1.1*+ cells by measuring the number of mCherry+, GFP+, and GFP+ mCherry + cells, respectively, in *Tg(sst1.1:eGFP); Tg(ins:NTR-P2A-mCherry)* adult fish. The main islet was obtained by dissection and the different cell populations were analyzed by FACS (Figure 1D–G, Figure 1—figure supplement 2 and Figure 1—source data 2). At 3 and 20 dpt, we observed a drastic loss of mCherry+ (GFP-) β-cells with a drop to 3.2% of the initial β-cell mass at 3 dpt (Figure 1E). In contrast, a large population of double GFP+ mCherry + cells appeared that represented 43% of the initial β-cell mass (Figure 1F). These cells still persisted at 20 dpt and they made up at this stage 98% of the *ins*-expressing cells. At 20 dpt, mCherry+ GFP- β-cells still constituted a very minor population. (Figure 1E). After ablation, the amount of GFP*+* mCherry cells also decreased (Figure 1G).

In conclusion, these results indicate that *ins + sst1.1*+ bihormonal cells rapidly appear in the main islet after β-cell ablation in adult fish and persist steadily for at least 20 days. They constitute the vast majority of the new *ins*-expressing cells following ablation.

### Genesis of bihormonal cells also occurs during regeneration in larval stages and is independent of the ablation model

As in mouse the process of bihormonal cells (in that case Gcg+ Ins + ) formation after β-cell ablation is specific to adult stages (Thorel et al., 2010; Chera et al., 2014), we next asked whether Sst1.1+ Ins + bihormonal cells also appear in zebrafish larvae. We therefore performed the ablation in *Tg(sst1.1:eGFP); Tg(ins:NTR-P2A-mCherry)* at 3 days post fertilization (dpf) and assessed the expression of *ins:*mCherry and *sst1.1*:GFP. Like in adults, bihormonal cells were detected 3 days after ablation (3 dpt, 6 dpf) (Figure 2A–B). We confirmed by in situ hybridization detecting the endogenous mRNAs that these bihormonal cells express *sst1.1* together with *ins* (Figure 2C). This experiment also revealed that they do not coexpress *sst2* (Figure 2C).

**Figure 2.**
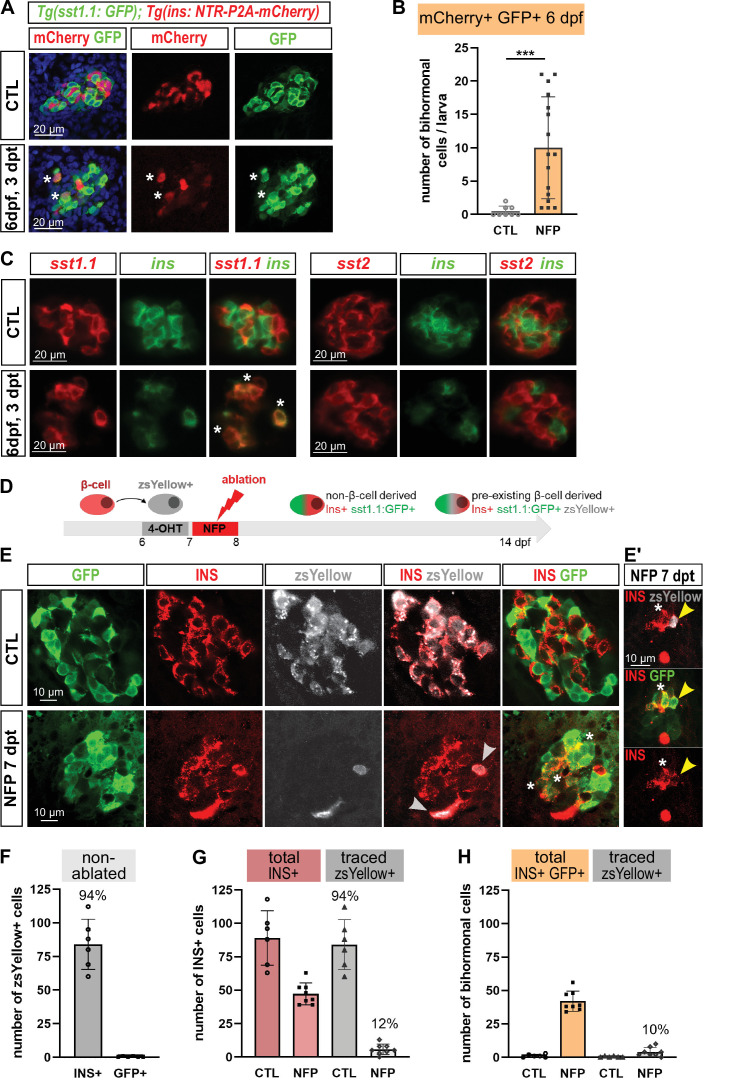
Bihormonal cell formation is age- and ablation model-independent and mostly do not derive from escaping β-cells. (**A**) Whole mount immunodetection in six dpf *Tg(sst1.1:GFP); Tg(ins:NTR-P2A-mCherry)* larvae showing β-cells (mCherry, red), *sst1.1*-expressing cells (GFP, green) and double positive bihormonal cells (asterisks) in the main islet in control (CTL) and 3 days after NFP-mediated ablation (3 dpt). Representative confocal images (single optical planes). dpf: days post-fertilization. (**B**) Quantification of bihormonal cells co-labeled by mCherry and GFP based on confocal images of 6 dpf larvae. Unpaired two-tailed t-test (with Welch correction); ***p* < 0.001*; Mean ± SD. (**C**) Whole mount fluorescent in situ hybridization performed on 6 dpf *Tg(ins:NTR-P2A-mCherry)* larvae with an *ins* antisense RNA probe (green) combined with either a *sst1.1* or a *sst2* probe (red). NFP-mediated ablation was performed from 3 to 4 dpf. Representative confocal images of the main islet (single optical planes). (**D–G**) β-cell tracing with *Tg(ins:CRE-ERT2); Tg(ubb:loxP-CFP-loxP-zsYellow); Tg(sst1.1:GFP); Tg(ins:NTR-P2A-mCherry)* larvae. (**D**) Experimental design: CRE recombination was performed by treatment with 4-OHT treatment at six dpf to induce the expression of the lineage tracer zsYellow (gray) in β-cells (INS, red). β-cell ablation (NFP) was then performed at seven dpf and the lineage tracer was analysed in the main islet at 14 dpf (7 dpt). (**E-E’**) Confocal images showing immunodetection of GFP (green), zsYellow (gray), and INS (red) antibodies. After ablation, traced β-cells are evidenced by double zsYellow+ Ins + staining (gray arrowheads) and bihormonal cells by double Ins + GFP + staining (white asterisks). (**E’**) Close-up showing two bihormonal cells, one zsYellow+ (derived from a pre-existing β-cell) (yellow arrowhead) and one zsYellow- (asterisk). (**F–H**) Quantification (CTL, n = 6; NFP, n = 8) based on the confocal images. (**F**) In CTL non-ablated islets, ZsYellow marked efficiently the Ins+ β-cells (84 ± 19 zsYellow+ Ins + cells out of 89 ± 20 total Ins+ β-cells, representing 94% of the total β-cells). ZsYellow was not detected in sst1.1:GFP+ cells, showing a good specificity. (**G**) 7 days after ablation (NFP), 47.3 ± 8 Ins + cells were detected and 5.8 ± 4 of them (12%) expressed zsYellow. (**H**) 42 ± 7.5 Ins + cells are also GFP+ bihormonal and 10% of them (4 ± 3 cells) are labeled with zsYellow. Mean ± SD.

**Figure 2—figure supplement 1.**
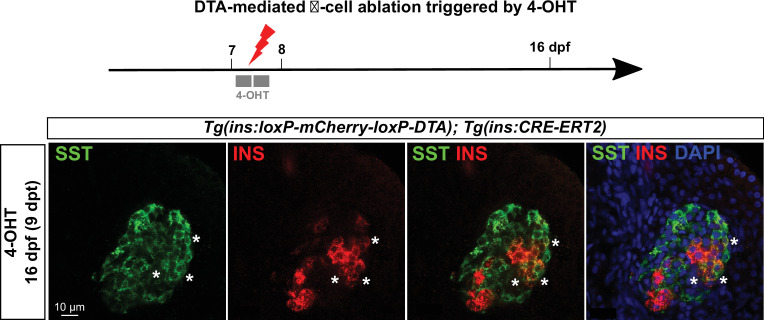
Bihormonal cell formation following β-cell ablation with Diphteria Toxin A. β-cell ablation performed using the cytotoxic Diphteria Toxin chain A (DTA) inducible system in *Tg(ins:loxP-mCherry-loxP-DTA); Tg(ins:CRE-ERT2)*. Seven dpf larvae were treated with 4-OHT to trigger the recombination of the loxP-mCherry-loxP cassette and allow DTA expression and β-cells death, and then analyzed 9 days after by immunofluorescence. Like in the NTR/prodrug system, DTA induces the formation of Ins + Sst + bihormonal cells.

Then we questioned if the bihormonal cells can also be induced using another system of β-cell destruction. We chose the Diphteria Toxin chain alpha (DTA) suicide transgene which has previously been used to efficiently ablate β-cells (Ninov et al., 2013). Ablation was achieved in *Tg(ins:lox-mCherry-lox-DTA); Tg(ins:CRE-ERT2)* larvae by performing a 4-OHT treatment at 7 dpf and the larvae were then analyzed at 16 dpf (Figure 2—figure supplement 1). Similar to our observations with the NTR system, Ins and Sst immunofluorescence revealed many coexpressing cells.

In conclusion, these data demonstrate that there is no specific competent stage for the formation of Ins + Sst1.1+ bihormonal cells in zebrafish. In addition, this process does not depend on the method of ablation.

### Most bihormonal cells do not derive from pre-existing β-cells

To explore the possibility that bihormonal cells derive from pre-existing β-cells spared by the ablation, β-cells were traced before ablation using *Tg(ins:CRE-ERT2); Tg(ubb:loxP-CFP-loxP-zsYellow); Tg(sst1.1:GFP); Tg(ins:NTR-P2A-mCherry)* fish. As bihormonal cells were also observed at six dpf, we used larvae to tackle their origin by CRE-mediated recombination (Hans et al., 2009; Mosimann et al., 2011). We treated the larvae with 4-OHT at six dpf to label the β-cells and performed the ablation the next day (Figure 2D). We found that, 7 days after ablation, only 10% of the bihormonal cells were positive for the zsYellow lineage tracer (Figure 2E–E’ , and H). To ensure that this low level was not due to an inefficient tracing, we checked non-ablated larvae and found that 94% of the β-cells were labeled with zsYellow (Figure 2F–G). In addition, the *sst1.1*:GFP+ cells were not labeled (Figure 2F). These data demonstrate good efficiency and specificity of the tracing. Based on these observations, we can conclude that some bihormonal cells originate from pre-existing β-cells but the majority arises from non-β origin(s).

### *ins+ sst1.1*+ bihormonal cells share similarities with β- and δ-cells, and possess the basic machinery for glucose responsiveness

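Bihormonal cells carry GFP from the *sst1.1* promoter and mCherry from the *ins* promoter, and β-cells carry mCherry alone. Their RNA was compared to see which genes separate cells that make both hormones from cells that make insulin. The bihormonal cells came from fish whose β-cells had been ablated with 2.5 µM nifurpirinol (NFP) for 18 hr, a prodrug that the nitroreductase expressed in β-cells turns toxic. β-cells came from fish kept in 0.16% DMSO. Each library is a pool of cells sorted by FACS from the main islets of 2 to 4 fish of 6 to 10 months, with 6 bihormonal and 7 β-cell libraries. The paper gives 20 days post treatment (dpt) for the bihormonal cells and no day for the control fish, while the sample labels give 20 dpt for both groups. cDNA was made and amplified by SMART-Seq2, which starts from very few cells, and reads of the whole transcripts were counted per gene on the GRCz11 genome by the authors, who deposited the raw counts. From these counts, normalized counts and fold changes were computed with edgeR over all 19 libraries of the study. Totals were 6028949 to 18077658 counts per bihormonal library and 8373496 to 16819976 per β-cell library. Amplified reads without molecular identifiers are not independent molecules, so counting intervals and floors cover counting error only. Library numbers fall into 6 runs of neighbouring numbers, called library sets here. Bihormonal and β-cell libraries share 2 of these sets. Set A holds bihormonal replicates 1 to 3 and no other library. In a fit with the library set as a block, these 3 libraries therefore do not enter the differences between groups.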

In order to characterize the *ins + sst1.1+* bihormonal cells after regeneration, we analyzed their transcriptomic profile. To this end, double GFP+ mCherry + cells were isolated by FACS from the main islet of *Tg(sst1.1:eGFP); Tg(ins:NTR-P2A-mCherry)* adult fish at 20 dpt. Control β-cells (mCherry+ GFP-) were obtained from age-matched, non-ablated, transgenic fish. 

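Among the genes with the largest differences between bihormonal cells and β-cells are a growth factor receptor subunit, a phosphatase subunit and an insulin-like peptide. *gfra1a* (ENSDARG00000099732), a receptor subunit for glial-derived growth factors, averaged 3164 ± 1151 (SD, n = 6) normalized counts in bihormonal cells and 8.48 ± 14.6 (SD, n = 7) in β-cells, a log2 fold change of 8.56 (standard error 0.71, adjusted p = 1.48e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *PPP1R3B* (ENSDARG00000044691), a subunit that brings a phosphatase to glycogen and is named here by its human symbol, averaged 621 ± 265 (SD, n = 6) and 0.811 ± 1.31 (SD, n = 7), a log2 fold change of 9.36 (standard error 0.63, adjusted p = 9.73e-10 from the same test). *insl5b* (ENSDARG00000069294), an insulin-like peptide, had a log2 fold change of 9.20 (standard error 0.954, adjusted p = 3.32e-07 from the same test). In the other direction, *abhd15a* (ENSDARG00000078768), a hydrolase-domain protein, averaged 16.1 ± 14.2 (SD, n = 6) in bihormonal cells and 4466 ± 626 (SD, n = 7) in β-cells, a log2 fold change of -8.05 (standard error 0.557, adjusted p = 1.32e-09 from the same test). Of 14693 genes tested, 1086 were higher and 847 were lower in bihormonal cells at an adjusted p under 0.05 and above 2-fold. For 9.07% of the genes the groups did not overlap, against 0.117% by chance. Without scaling for composition, on library totals alone, 707 were higher and 2896 lower, and the median of all genes moved by -0.64 on the log2 scale. Single β-cell libraries set the size of 3 of these differences: the log2 fold change was 9.98 for *gfra1a* and 10.20 for *PPP1R3B* without β-cell replicate 6, and 9.81 for *insl5b* without β-cell replicate 7.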

We compared their RNAseq profiles and identified 887 DE genes with a higher expression in bihormonal cells and 705 DE genes higher in β-cells (Padj <0.05 and above twofold differential expression) (Figure 3A–B and Figure 3—source data 1). 

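Insulin transcripts took the largest share of the counts of β-cells and a smaller share of those of bihormonal cells. *ins* (ENSDARG00000035350) averaged 437835 ± 257269 (SD, n = 6) normalized counts in bihormonal cells and 2571387 ± 474418 (SD, n = 7) in β-cells. This is a log2 fold change of -2.55 (standard error 0.448, adjusted p = 0.000222 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), or a mean 5.87-fold lower. Every bihormonal library, between 197178 and 867014, lay below every β-cell library, between 1952653 and 3430395.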

In accordance with the weak mCherry fluorescence harbored by GFP+ mCherry + cells as compared to native β-cells, the expression of *ins* in bihormonal cells was fivefold below its typical level in β-cells (Figure 3C). Also, as expected, the δ-cell hormone *sst1.1* was sharply overexpressed in bihormonal cells (209-fold) compared to its basal level in β-cells, and was even the top hormone just above *ins* (Figure 3C). 

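Somatostatin 1.1 transcripts passed those of insulin in every bihormonal library. *sst1.1* (ENSDARG00000040799) averaged 7266618 ± 3531069 (SD, n = 6) normalized counts in bihormonal cells and 13934 ± 19006 (SD, n = 7) in β-cells, a log2 fold change of 9.03 (standard error 0.77, adjusted p = 2.07e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), or 522-fold. Bihormonal libraries lay between 2887145 and 13550125. Of the β-cell libraries, replicate 6 held 56604 and the others 2635 to 10450. Without β-cell replicate 6 the log2 fold change was 10.06.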

The other pancreatic hormones known in zebrafish, *sst1.2*, *sst2*, *gcga*, *gcgb,* and *ghrl,* were detected at much weaker levels in both ins + populations (Figure 3C). Accordingly, Gcg protein was undetectable in bihormonal cells by immunofluorescence (Figure 3—figure supplement 1). Collectively, these data confirm that bihormonal cells coexpress high levels of two main hormones, *ins* and *sst1.1,* at both the mRNA and protein levels.

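The remaining hormones mark other islet cells: somatostatin 1.2 and 2, glucagon a and b of α-cells, and ghrelin. *sst1.2* (ENSDARG00000033161) averaged 40619 ± 46485 (SD, n = 6) normalized counts in bihormonal cells and 921 ± 903 (SD, n = 7) in β-cells, a log2 fold change of 5.46 (standard error 0.688, adjusted p = 4.43e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *sst2* (ENSDARG00000014190) averaged 12179 ± 14153 (SD, n = 6) and 2830 ± 2429 (SD, n = 7), a log2 fold change of 2.11 (standard error 0.695, adjusted p = 0.0377 from the same test). *gcgb* (ENSDARG00000040907) averaged 8108 ± 9528 (SD, n = 6) and 1983 ± 848 (SD, n = 7), a log2 fold change of 2.03 (standard error 0.691, adjusted p = 0.0439 from the same test). *gcga* (ENSDARG00000079296) averaged 22674 ± 22651 (SD, n = 6) and 10134 ± 2469 (SD, n = 7) and did not pass the test, with a log2 fold change of 1.16 (standard error 0.59, adjusted p = 0.2 from the same test). *ghrl* (ENSDARG00000054239) was at 421 ± 317 (SD, n = 6) and 530 ± 597 (SD, n = 7) and did not pass it either, with a log2 fold change of -0.33 (standard error 0.751, adjusted p = 0.832 from the same test). Its direction turned without β-cell replicate 2 (0.34). The log2 fold change of *sst1.2* was 4.57 without bihormonal replicate 4 and 6.05 without β-cell replicate 6. The call of *sst2* was lost without bihormonal replicate 3 (adjusted p = 0.0694 from the same test) or 6 (0.192), and its log2 fold change fell to 1.28 without replicate 6. It was also lost without β-cell replicate 1, 2, 3, 4 or 5 (0.0591, 0.0743, 0.0721, 0.0689 and 0.0723) and with the library set as a block (0.0935), with 0.00893 to 0.316 over all alternatives. That of *gcgb* was lost without bihormonal replicate 4, 5 or 6 (adjusted p = 0.0669, 0.0531 and 0.237 from the same test). Without replicate 6 its log2 fold change fell to 1.16, and that of *gcga* to 0.49. The *gcgb* call was lost as well without any of the β-cell replicates 1 to 6 (0.0759, 0.0639, 0.0622, 0.0838, 0.0792 and 0.0545), with 0.00702 to 0.963 over all alternatives. Of the 7 hormone genes as a list, 4 were higher and 1 was lower (4 higher and 1 lower when adjusted over the list alone, adjusted p = 0.0619 from camera, adjusted p = 0.522 with an estimated correlation).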

**Figure 3.**
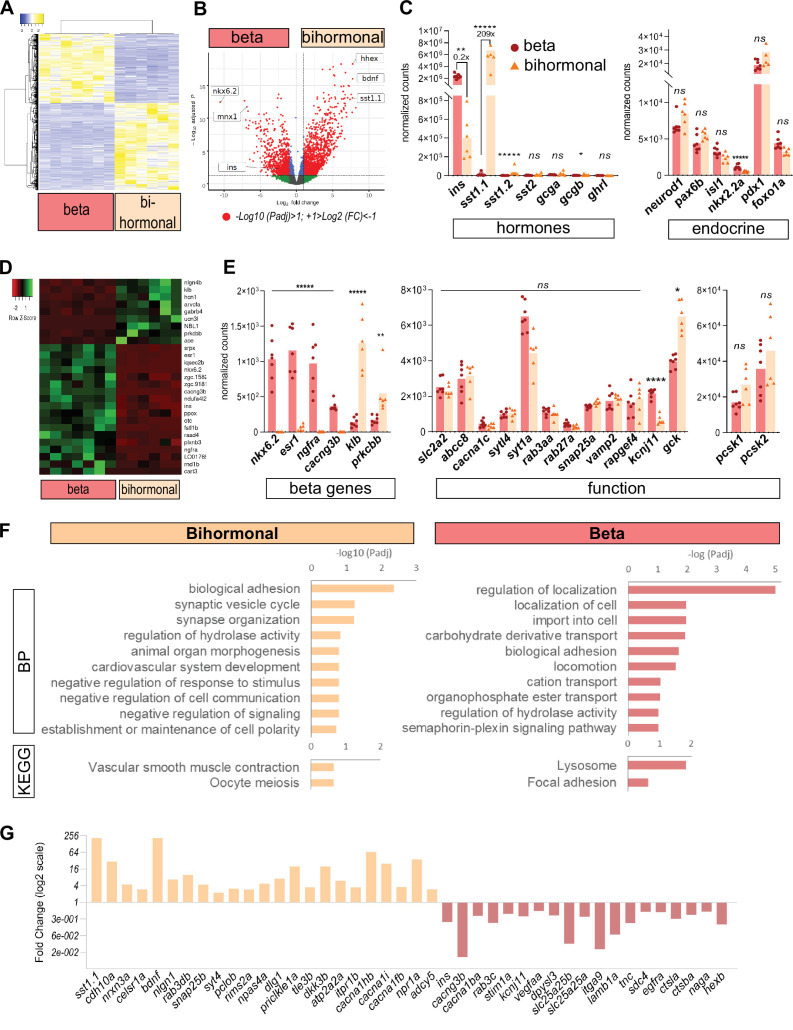
Transcriptomic comparison of bihormonal cells and β-cells. (**A**) Heatmap representation of the transcriptomes of 20 dpt bihormonal (six replicates) and β-cells (seven replicates) (significant DE genes). (**B**) Volcano plot showing the distribution of genes in β-cells without ablation and bihormonal cells. The x-axis represents the log_2_ of fold change (FC) and the y-axis the log_10_ of adjusted P value (Padj) provided by DESeq. The red dots highlight the significantly DE genes (Padj <0.05). A full list of significant DE genes is provided in Figure 3—source data 1. (**C**) Expression values (mean normalized reads) as provided by DESeq of the main hormones and endocrine genes in β-cell and bihormonal cell transcriptomes. *sst1.1* and *ins* are the two highest expressed hormones. Padj are calculated by DESeq. *ns:* no significant DE between the two conditions, 0.05< P* < 0.005, 0.005< P** < 0.0005, P***** < 0.000005. (**D**) Heatmap plot showing the direction and amplitude of changes in expression of the β-cell markers between normal β-cells and bihormonal cells (significant DEG only). The 62 β-cell markers are provided in Figure 3—source data 2. (**E**) Expression values (mean normalized reads) as provided by DESeq of selected β-cell markers and genes important for β-cell function in β-cells and bihormonal cells. Padj are calculated by DESeq. *ns:* no significant DE between the two conditions, 0.05<* < 0.005, 0.005<** < 0.0005, 0.00005<**** < 0.000005, ***** < 0.000005. (**F**) Enriched Gene Ontology (GO) terms. Top 10 or Padj (FDR) < 0.25 Biological Processes (BP) and KEGG pathways are shown. The plots represent the enrichment ratio of Biological Processes and KEGG pathways identified with WebGestalt (Liao et al., 2019) using the genes over- and underexpressed in bihormonal cells compared to β-cells obtained with a twofold differential expression and Padj <0.05. All overrepresented Biological Processes and Pathways (< FDR 0.25) are listed in Figure 3—source data 3 (bihormonal cells) and Figure 3—source data 4 (β-cells). (**G**) Over- and underexpression of selected significantly DE genes from the BP and KEGG pathways identified in β-cells and bihormonal cells (Fold Change, log2 scale). Figure 3—source data 1.Differentially expressed genes between beta cells and bihormonal cells. Figure 3—source data 2.List of the beta cell markers from Tarifeño-Saldivia et al., 2017. Figure 3—source data 3.Gene Ontology analysis of genes overexpressed in bihormonal cells. Figure 3—source data 4.Gene Ontology analysis of genes overexpressed in beta cells. Figure 3—source data 5.Table of the main transcription factors considered in this study, their expression and comparison between zebrafish and mouse/human.

**Figure 3—figure supplement 1.**
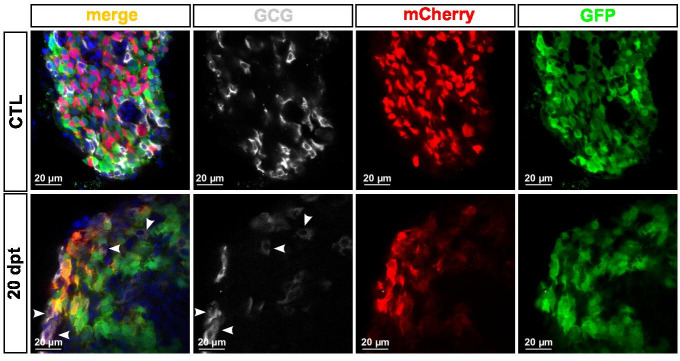
Gcg is not detected in bihormonal cells. Whole mount immunodetection of GFP (green), mCherry (red), and GCG (gray) adult *Tg(sst1.1:GFP); Tg(ins:NTR-P2A-mCherry)* main islets in CTL and 20 dpt conditions showing bihormonal (GFP+ mCherry + ) cells at 20 dpt and non-overlapping GCG staining (white arrowheads).

To further characterize these bihormonal cells, we assessed the expression of transcription factors important for β-cell development and identity in zebrafish and mouse/human (see list in Figure 3—source data 5). 

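Transcription factors shared by endocrine cells were compared with factors that differ between δ- and β-cells. *neurod1* (ENSDARG00000019566), which drives endocrine differentiation, averaged 9229 ± 1954 (SD, n = 6) normalized counts in bihormonal cells and 7491 ± 1353 (SD, n = 7) in β-cells, a log2 fold change of 0.30 (standard error 0.176, adjusted p = 0.278 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *PAX6* (ENSDARG00000045936), 1 of 2 genes the name table gives this human symbol, so which of them is *pax6b* is not settled here, averaged 6033 ± 660 (SD, n = 6) and 4808 ± 1250 (SD, n = 7), a log2 fold change of 0.33 (standard error 0.182, adjusted p = 0.248 from the same test). *isl1* (ENSDARG00000004023) averaged 2632 ± 751 (SD, n = 6) and 3616 ± 773 (SD, n = 7), a log2 fold change of -0.46 (standard error 0.196, adjusted p = 0.118 from the same test). On library totals alone *neurod1* and *PAX6* turned direction (-0.32 and -0.30) and *isl1* was called lower (-1.07, adjusted p = 0.00181 from the same test, 0.00181 to 1 over all alternatives). Of 19 endocrine transcription factors tested, 4 were higher and 4 lower in bihormonal cells (5 higher and 5 lower when adjusted over the list alone, adjusted p = 0.457 from camera, adjusted p = 0.676 with an estimated correlation). Among them, the δ-cell factor *hhex* (ENSDARG00000098231) averaged 540 ± 140 (SD, n = 6) in bihormonal cells and 1.86 ± 1.81 (SD, n = 7) in β-cells, a log2 fold change of 8.23 (standard error 0.34, adjusted p = 1.74e-12 from the same test). The endoderm factor *foxa2* (ENSDARG00000003411) was higher, with a log2 fold change of 3.60 (standard error 0.199, adjusted p = 6.46e-11 from the same test). The β-cell factor *mnx1* (ENSDARG00000035984) was lower, with a log2 fold change of -7.44 (standard error 0.548, adjusted p = 2.76e-09 from the same test), and -8.20 without bihormonal replicate 6.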

We first checked the expression of the pan-endocrine genes *neurod1*, *pax6b* and *isl1* and found similar expression (Figure 3C). 

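Pdx1 is a pancreatic homeodomain factor that acts on the insulin promoter. *pdx1* (ENSDARG00000002779) averaged 31053 ± 13413 (SD, n = 6) normalized counts in bihormonal cells and 21026 ± 3732 (SD, n = 7) in β-cells. The difference did not pass the test, with a log2 fold change of 0.56 (standard error 0.258, adjusted p = 0.148 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The bihormonal libraries ranged from 20310 to 54958 and the β-cell libraries from 16840 to 26472. On library totals alone the direction turned (-0.16).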

We also examined the expression of *pdx1,* a transcription factor essential for *ins* expression in β-cells*. pdx1* was equally expressed in both native β-cells and post-regeneration GFP+ mCherry + cells. We next evaluated the β-cell identity of bihormonal cells by interrogating the expression of zebrafish β-cell markers. We defined these markers as genes enriched in β-cells ( > 4 fold) versus the other main pancreatic cell types (α-, *sst2* δ-cells, acinar and ductal cells) based on previous RNAseq data (Tarifeño-Saldivia et al., 2017; Figure 3—source data 2). This list of β-cell genes includes *nkx6.2*, a previously identified β-cell marker in zebrafish (Binot et al., 2010; Tarifeño-Saldivia et al., 2017) which is the equivalent of *Nkx6.1* in mouse/human β-cells (Figure 3—source data 5). More than half of the 62 ‘β-cell genes’ were expressed at similar levels in both bona fide β-cells and post-regeneration bihormonal cells. In contrast, 27 β-cell genes showed either over- or underexpression (Figure 3D). In particular, 18 β-cell genes were underexpressed in bihormonal cells like, for example, *nkx6.2* which was not expressed at all (Figure 3E). 

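The study's list of 62 β-cell genes was not used here. Of its genes named in the figures, transcripts of *nkx6.2* (ENSDARG00000104735), a homeodomain factor of β-cells, were at 2 counts over the 6 bihormonal libraries together and averaged 1138 ± 348 (SD, n = 7) normalized counts in β-cells. This is a ratio of 3103, with a 95% counting interval of 859 to 25629 (adjusted p = 1.05e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *esr1* (ENSDARG00000004111), an estrogen receptor, averaged 63.5 ± 49.7 (SD, n = 6) in bihormonal cells and 1267 ± 358 (SD, n = 7) in β-cells, a log2 fold change of -4.28 (standard error 0.45, adjusted p = 4e-07 from the same test). *cacng3b* (ENSDARG00000076401), a calcium channel subunit, averaged 2.13 ± 2.47 (SD, n = 6) and 401 ± 81.9 (SD, n = 7), a log2 fold change of -7.39 (standard error 0.563, adjusted p = 4.36e-09 from the same test). Without bihormonal replicate 5 the log2 fold change of *cacng3b* was -8.08.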

We also looked at markers of dedifferentiation and found that the zebrafish pancreatic progenitor markers *nkx6.1, sox9b,* and *ascl1b*, were barely expressed in bihormonal cells, like in control β-cells.

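Progenitor factors mark ducts and immature endocrine cells. *nkx6.1* (ENSDARG00000022569) averaged 68.3 ± 35.3 (SD, n = 6) normalized counts in bihormonal cells and 32 ± 25.6 (SD, n = 7) in β-cells and did not pass the test, with a log2 fold change of 1.11 (standard error 0.524, adjusted p = 0.169 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The name table gives the human symbol *SOX9* to 2 genes, so which of them is *sox9b* is not settled here. *SOX9* (ENSDARG00000003293) averaged 172 ± 145 (SD, n = 6) and 4.68 ± 5.44 (SD, n = 7), a log2 fold change of 5.15 (standard error 0.707, adjusted p = 1.29e-05 from the same test), with bihormonal libraries between 16.7 and 353. The other, ENSDARG00000043923, averaged 1.53 in bihormonal cells and 9.62 in β-cells. *ascl1b* (ENSDARG00000101628) averaged 1.25 and 0.578. Both lay below the minimum mean of 10 for testing. Of 5 progenitor markers tested, 1 was higher and 0 were lower (1 higher and 0 lower when adjusted over the list alone, adjusted p = 0.31 from camera, adjusted p = 0.62 with an estimated correlation).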

When considering key genes for β-cell function and maturation, that is glucose sensing, uptake, Ins maturation and secretion, many were expressed at comparable levels in both cell types, such as notably *slc2a2, pcsk1*, *abcc8,* and *snap25a* (Figure 3E). *ucn3l*, a marker of mature β-cells in mammals (Blum et al., 2012) and zebrafish (Singh et al., 2017), was overexpressed in bihormonal cells.

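Glucose sensing and insulin release use a glucose transporter, glucokinase, a potassium channel that closes on ATP, prohormone convertases and the vesicle fusion machinery. *slc2a2* (ENSDARG00000056196), the glucose transporter, averaged 2514 ± 367 (SD, n = 6) normalized counts in bihormonal cells and 2778 ± 578 (SD, n = 7) in β-cells, a log2 fold change of -0.14 (standard error 0.17, adjusted p = 0.648 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The convertase *pcsk1* (ENSDARG00000002600) averaged 29304 ± 10587 (SD, n = 6) and 18536 ± 4849 (SD, n = 7), a log2 fold change of 0.66 (standard error 0.279, adjusted p = 0.113 from the same test). *ABCC8* (ENSDARG00000051879), the sulfonylurea receptor of the potassium channel, had a log2 fold change of 0.08 (standard error 0.21, adjusted p = 0.863 from the same test), and its direction turned on library totals alone (-0.51) and without β-cell replicate 1 (-0.03). The pore of the same channel, *kcnj11* (ENSDARG00000051880), was lower in bihormonal cells, with a log2 fold change of -1.70 (standard error 0.209, adjusted p = 3.24e-06 from the same test). *SNAP25*, a vesicle fusion protein, is the symbol of 2 genes in the name table: ENSDARG00000020609 had a log2 fold change of 0.20 (standard error 0.119, adjusted p = 0.286 from the same test), and -0.46 on library totals alone. ENSDARG00000058117 was 4.61-fold higher (adjusted p = 0.000221 from the same test). Glucokinase, *gck* (ENSDARG00000068006), was higher by less than 2-fold (a log2 fold change of 0.70 (standard error 0.14, adjusted p = 0.000863 from the same test)). *ucn3l* (ENSDARG00000087241), a urocortin, averaged 4684 ± 1971 (SD, n = 6) in bihormonal cells and 76.4 ± 62.9 (SD, n = 7) in β-cells, a log2 fold change of 5.93 (standard error 0.536, adjusted p = 4.45e-08 from the same test), and every bihormonal library lay above every β-cell library. Of 32 genes of glucose sensing and insulin secretion tested, 5 were higher and 1 was lower (5 higher and 2 lower when adjusted over the list alone, adjusted p = 0.129 from camera, adjusted p = 0.522 with an estimated correlation).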

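Synaptic proteins dock and fuse secretory vesicles in neurons and in endocrine cells, and adhesion molecules hold islet cells to each other and to the matrix. Of 83 genes of synaptic vesicles and synapses tested, 22 were higher and 6 lower in bihormonal cells than in β-cells (22 higher and 6 lower when adjusted over the list alone, adjusted p = 0.0145 from camera, adjusted p = 0.522 with an estimated correlation). *cplx1* (ENSDARG00000111920), a complexin that holds vesicles ready for fusion, averaged 140 ± 60.5 (SD, n = 6) normalized counts in bihormonal cells and 0.985 ± 0.912 (SD, n = 7) in β-cells, a log2 fold change of 6.91 (standard error 0.502, adjusted p = 2.36e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The scaffold gene *dlg1* (ENSDARG00000009677) averaged 2066 ± 838 (SD, n = 6) and 279 ± 80.5 (SD, n = 7), a log2 fold change of 2.89 (standard error 0.257, adjusted p = 3.6e-08 from the same test). The neuroligin *nlgn1* (ENSDARG00000077710) had a log2 fold change of 2.80 (standard error 0.288, adjusted p = 2.94e-07 from the same test). Of 100 cell adhesion molecules tested, 19 were higher and 12 lower (25 higher and 15 lower when adjusted over the list alone, adjusted p = 0.409 from camera, adjusted p = 0.905 with an estimated correlation). *itga6b* (ENSDARG00000069946), an integrin that binds laminin, averaged 3515 ± 626 (SD, n = 6) and 612 ± 189 (SD, n = 7), a log2 fold change of 2.52 (standard error 0.211, adjusted p = 1.59e-08 from the same test). The cadherin *cdh10a* (ENSDARG00000055843) was higher as well, with a log2 fold change of 5.76 (standard error 0.766, adjusted p = 8.48e-06 from the same test). The integrin *itga9* (ENSDARG00000032435) was lower, with a log2 fold change of -6.07 (standard error 0.558, adjusted p = 5.71e-08 from the same test), and -7.27 without bihormonal replicate 6.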

Gene Ontology (GO) analysis of the genes overexpressed in bihormonal cells compared to β-cells showed that the top significant biological processes were related to adhesion and neuronal synapses with many genes that are known in β-cells to be important for Insulin processing and exocytosis (Figure 3F–G and Figure 3—source data 3). Other processes included intracellular Calcium and cAMP signaling (Figure 3F–G and Figure 3—source data 3). These data strongly suggest that bihormonal cells, like β-cells, are excitable cells with the capacity to secrete Insulin in response to glucose.

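Calcium channels and pumps set the calcium signal that releases hormone, and cyclic AMP amplifies it. Members of both lists moved in both directions. Of 47 calcium channels and pumps tested, 16 were higher and 9 lower in bihormonal cells (16 higher and 11 lower when adjusted over the list alone, adjusted p = 0.728 from camera, adjusted p = 0.951 with an estimated correlation), with a median log2 fold change of -0.09 while camera's direction was upward. *cacnb2b* (ENSDARG00000055565), a subunit of voltage-gated channels, averaged 278 ± 72.1 (SD, n = 6) normalized counts in bihormonal cells and 2.14 ± 2.38 (SD, n = 7) in β-cells, a log2 fold change of 6.95 (standard error 0.453, adjusted p = 6.1e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The low-voltage channel *cacna1i* (ENSDARG00000070522) was higher, with a log2 fold change of 4.89 (standard error 0.443, adjusted p = 4.68e-08 from the same test). So was the pump of the endoplasmic reticulum *atp2a2a* (ENSDARG00000029439), with a log2 fold change of 2.67 (standard error 0.396, adjusted p = 3.29e-05 from the same test). The channel *cacna1ba* (ENSDARG00000021735) was lower, with a log2 fold change of -1.68 (standard error 0.311, adjusted p = 0.00042 from the same test), and was not called with the fold above 2 tested inside the model (adjusted p = 0.0626 from the same test, 1.33e-06 to 0.0626 over all alternatives). Of 38 genes of cyclic AMP signaling tested, 7 were higher and 4 lower (7 higher and 5 lower when adjusted over the list alone, adjusted p = 0.944 from camera, adjusted p = 0.992 with an estimated correlation). *adcy5* (ENSDARG00000091342), an adenylate cyclase, averaged 562 ± 196 (SD, n = 6) and 187 ± 73.4 (SD, n = 7), a log2 fold change of 1.58 (standard error 0.262, adjusted p = 0.000114 from the same test), and its fold fell under 2 on library totals alone (0.98). Its call was lost as well with the fold tested inside the model (adjusted p = 0.0594 from the same test, 8.01e-08 to 0.0594 over all alternatives). *rapgef3* (ENSDARG00000079291), an exchange factor that cyclic AMP activates, was lower, with a log2 fold change of -1.58 (standard error 0.252, adjusted p = 7.49e-05 from the same test).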

Altogether, these data indicate that bihormonal cells possess the molecular bases of functional mature β-cells such as a glucose-responsiveness and hormone secretion machinery. However, although many β-cell genes are similarly expressed between bihormonal and β-cells, bihormonal cells display a divergent identity such as lack of the zebrafish β-cell marker *nkx6.2* and strong expression of *sst1.1*.

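Enzymes of glycolysis and of glucose production were compared as well. Of 28 such genes tested, 5 were higher and 0 were lower in bihormonal cells than in β-cells (5 higher and 0 lower when adjusted over the list alone, adjusted p = 0.0426 from camera, adjusted p = 0.583 with an estimated correlation). *g6pca.2* (ENSDARG00000013721), a catalytic subunit of glucose-6-phosphatase, averaged 94 ± 15.3 (SD, n = 6) normalized counts in bihormonal cells and 12.7 ± 4.8 (SD, n = 7) in β-cells, a log2 fold change of 2.86 (standard error 0.263, adjusted p = 5.68e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The mitochondrial enzyme *pck2* (ENSDARG00000020956), which makes phosphoenolpyruvate, averaged 94 ± 44.5 (SD, n = 6) and 25 ± 11.5 (SD, n = 7), a log2 fold change of 1.89 (standard error 0.327, adjusted p = 0.000197 from the same test). The paper draws on genes of glucose sensing and uptake, hormone processing and exocytosis. It also draws on enriched terms for adhesion, synapses, calcium and cAMP signaling. From these together it concludes that bihormonal cells hold the molecular basis of mature β-cells, with a machinery for responding to glucose and secreting hormone.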

### Bihormonal cells constitute the main source of insulin in regenerated zebrafish and restore blood glucose homeostasis

The basal glycemia of regenerated fish is nearly normalized after 20 days, strongly suggesting that bihormonal cells – that represent 98% of the Ins-producing cells – contribute to blood glucose control. To exclude the possibility that glycemia is regulated by a population of genuine monohormonal β-cells regenerated outside the main islet, we analyzed the pancreatic tail. Indeed, zebrafish possess smaller secondary islets scattered in the pancreatic tail in addition to the large main islet located in the head. Similar to the main islets, regenerated 20 dpt secondary islets harbored many bihormonal cells and very scarce monohormonal β-cells (Figure 4A–B and Figure 4—source data 1). Thus, bihormonal cells constitute the predominant source of Ins throughout the whole pancreas.

**Figure 4.**
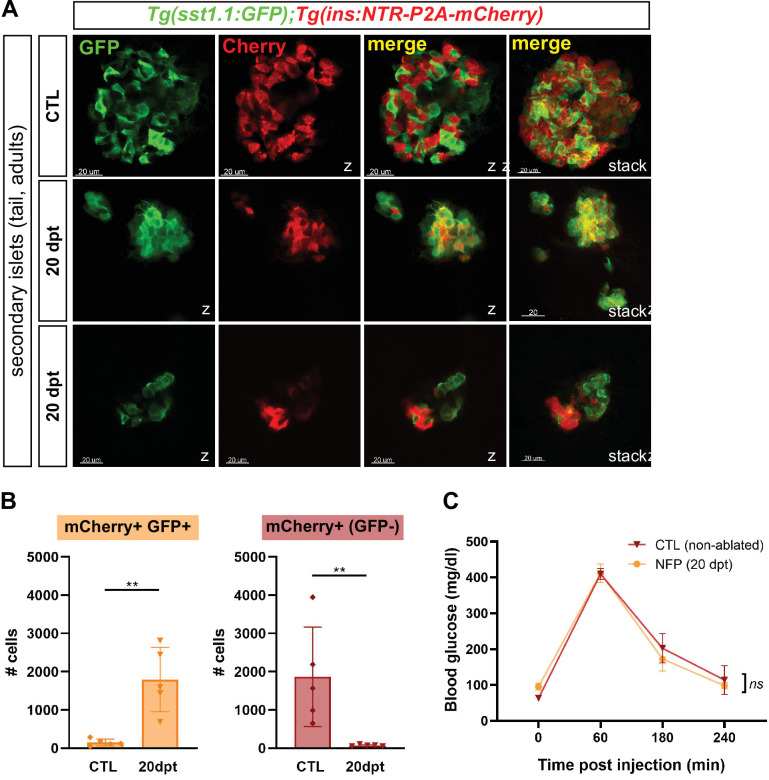
Bihormonal cells are the main source of Insulin in the whole pancreas after regeneration and regulate blood glucose homeostasis. (**A**) Whole mount immunofluorescence (GFP and mCherry) on the pancreas of *Tg(sst1.1:eGFP); Tg(ins:NTR-P2A-mCherry)* adult zebrafish showing secondary islets in the pancreatic tail. One representative CTL and two independent 20 dpt samples are shown. Coexpressing cells appear in yellow due to overlapping GFP and mCherry staining. Confocal optical section (Z-planes) and 3D projections (stacks) are shown. (**B**) Quantification of monohormonal mCherry+ β-cells and GFP+ mCherry + bihormonal cells detected by FACS in the tail of CTL fish and after 20 days regeneration (20 dpt). Mann-Whitney test. p** = 0.0079 in both graphs. Mean ± SD. (See also Figure 4—source data 1). (**C**) Intraperitoneal glucose tolerance test performed in adult zebrafish. Blood glucose was measured over time in control (non-ablated, DMSO) and NFP-treated (ablated) fish after intraperitoneal injection of 0.5 mg/µl of D-Glucose. 4≤ N ≤ 9 per time point for CTL and NFP. Two-way ANOVA test with Sidak’s multiple comparison test. Mean ± SEM; *ns*: not significant. Figure 4—source data 1.Cell quantification in the pancreatic tail. Figure 4—source data 2.Blood glucose values (glucose tolerance test).

To assess the functionality of adult bihormonal cells, we performed a glucose tolerance test and blood glucose levels were followed after an intraperitoneal injection of D-Glucose. Regenerated fish 20 days after β-cell ablation displayed completely normal glucose tolerance (Figure 4C and Figure 4—source data 2). Together, all these data support the conclusion that the bihormonal cells are responsible for the normalization of glycemia and glucose tolerance in regenerated zebrafish.

### *sst1.1* δ-cells are distinct from *sst2* δ-cells and display similarities with β-cells

Given the expression of *sst1.1* in bihormonal cells, we sought to characterize the *sst1.1-*expressing cells in normal islets without ablation. Previous transcriptomic studies of pancreatic cells detected three *Sst* genes in normal adult pancreatic islets, *sst1.1*, *sst1.2,* and *sst2* (Spanjaard et al., 2018; Tarifeño-Saldivia et al., 2017). However, so far, only the *sst2* δ-cells, which also express *sst1.2*, have been fully characterized (Tarifeño-Saldivia et al., 2017). We thus isolated the *sst1.1*-expressing GFP+ cells from control non-ablated islets of *Tg(sst1.1:eGFP); Tg(ins:NTR-P2A-mCherry)* adult fish to determine their transcriptome. Close examination of these *sst1.1:*GFP+ cells by flow cytometry actually distinguished two subpopulations recognised by different levels of GFP fluorescence, GFP^low^ and GFP^high^ (Figure 5—figure supplement 1A). The GFP^high^ population represented 35% of all GFP cells. The presence of cells with high and low GFP were also observed in situ by immunofluorescence on fixed whole pancreas (Figure 5A).

**Figure 5.**
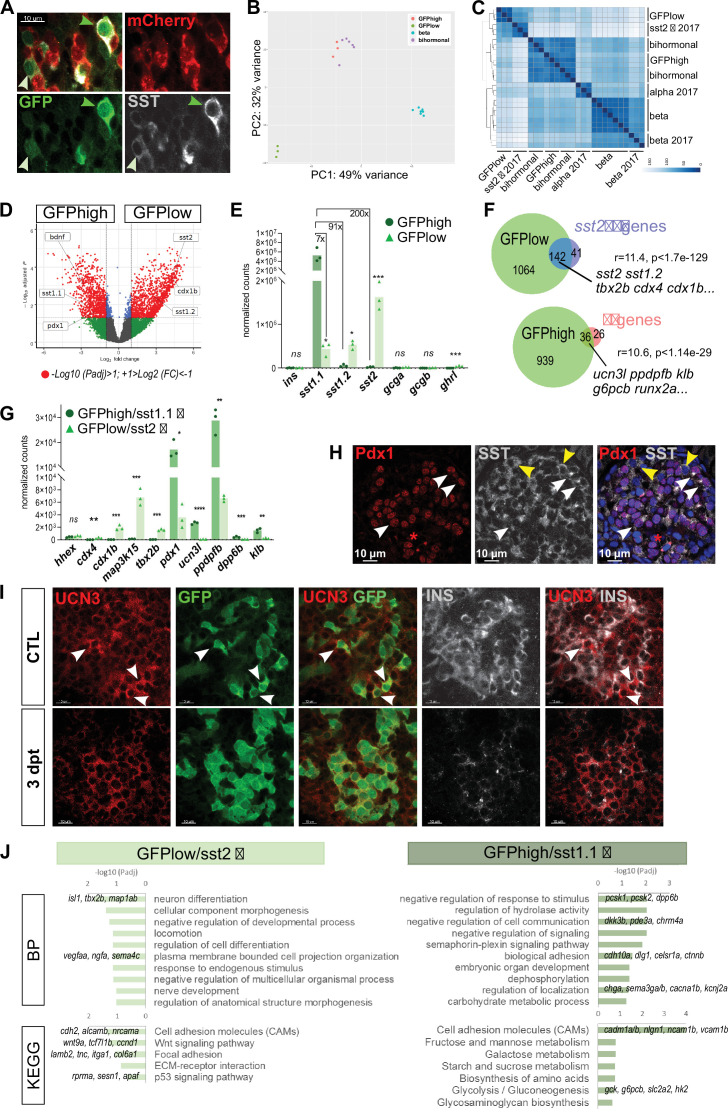
sst1.1 δ-cells (GFP^high^) constitute a δ-cell subpopulation distinct from sst2 δ-cells (GFP^low^) that presents similarities with β-cells. (**A**) Whole mount immunodetection on t *Tg(sst1.1:eGFP); Tg(ins:NTR-P2A-mCherry)* main islets of GFP (green), mCherry (red) and Sst (gray) revealing two levels of GFP expression (green light and dark arrowheads) that parallel the expression level of Sst. These cells are mCherry negative. (**B**) PCA plot showing the separation between *sst1.1*:GFP^high^ (n = 3), sst1.1:GFP^low^ (n = 3), bihormonal (n = 6) and β-cells (n = 7) based on their transcriptomic profile. 49% of the variance is explained in PC1. PCA analysis failed to separate bihormonal and *sst1.1*:GFP^high^ cells while separated well β-cells from the sst1.1:GFP^low^ cells. The *sst1.1*:GFP^high^/bihormonal cluster located between β-cells and sst1.1:GFP^low^ cells shows that β-cells are more similar to *sst1.1*:GFP^high^/bihormonal cells. (**C**) Heatmap plot showing the clustering of the sst1.1:GFP^high^ and sst1.1:GFP^low^ populations, the bihormonal cells, the β-cells of the present study and the previously published data for β-, α-, and *sst2* δ-cells (n = 3) (Tarifeño-Saldivia et al., 2017). In addition to revealing the expected clustering between both RNAseq data from β-cells (Tarifeño-Saldivia et al., 2017) and this study, this plot also shows the clustering of the GFP^low^ cells together with *sst2* δ-cells. (**D**) Volcano plot showing the distribution of genes expressed in GFP^high^ and GFP^low^ populations. The x-axis represents the log_2_ of fold change (FC) and the y-axis the log_10_ of adjusted p value (Padj) provided by DESeq. The list of all DE genes is provided in Figure 5—source data 1. (**E**) Expression of the main pancreatic hormones in GFP^high^ and GFP^low^ populations (mean normalized reads). Expression is expressed as normalized counts and Padj are calculated by DESeq. *ns:* no significant DE between the two conditions, 0.05<* < 0.005, 0.0005<*** < 0.00005. (**F**) Venn diagram showing the overlap between genes overexpressed in GFP^low^ cells (versus GFP^high^) and *sst2* δ-cell markers previously identified, and between genes overexpressed in GFP^high^ cells (versus GFP^low^ cells) and β-cell genes (Figure 5—source data 2). Representation factor and p value calculated by Fisher’s exact test. (**G**) Expression of selected β- and *sst2* δ-cell genes in each replicate of GFP^high^ and GFP^low^ cells. GFP^high^ cells distinctly express high levels of *sst1.1* and will be referred to as GFP^high^*/sst1.1* δ-cells, and GFP^low^ to GFP^low^/*sst2* δ-cells. 0.05<* < 0.005, 0.005<** < 0.0005, 0.0005<*** < 0.00005, **** < 0.00001 (**H**) Confocal images showing immunodetection of Pdx1 (anti-Pdx1, red) and Sst (anti-SST, gray) on paraffin section through the main islet of a non-ablated adult fish showing double Pdx1+ Sst + cells (white arrowheads) and Pdx1- Sst+ cells (yellow arrowheads). Red asterisks highlight Pdx1 single positive cells β-cells. (**I**) Confocal images showing whole mount immunodetection of Ucn3 (red), GFP (green) and Ins (gray) in CTL and three dpt main islets from *Tg(sst1.1:eGFP); Tg(ins:NTR-P2A-mCherry)* adult fish. In CTL islets, strong Ucn3 labeling is detected in β-cells as well as in some *sst1.1*:GFP cells (white arrowheads). After β-cell ablation, Ucn3 is principally expressed in GFP+ cells that also harbor faint Ins staining. (**J**) Biological Processes (BP) and KEGG pathways overrepresented in GFP^high^/*sst1.1* δ-cells (UP) compared to GFP^low^ cells (DOWN) (Padj<0.25). Gene Ontology (GO) terms were identified by WebGestalt (Liao et al., 2019) using the list of DE genes between GFP^high^/*sst1.1* δ-cells and GFP^low^/*sst2* δ-cells obtained with at least twofold differential expression and Padj <0.05 provided by DESeq. The list of all BP and KEGG pathways below FDR 0.25 is given in Figure 5—source data 4, Figure 5—source data 5. Figure 5—source data 1.Differential gene expression between sst1.1:GFPhigh and GFPlow cells. Figure 5—source data 2.List of the beta cell markers expressed in sst1.1GFPhigh cells and of the sst2 delta cell markers expressed in GFPlow cells. Figure 5—source data 3.List of the sst1.1:GFPhigh markers defined in this study and updated beta cell markers. Figure 5—source data 4.Gene Ontology analysis of genes overexpressed in sst1.1:GFPlow cells. Figure 5—source data 5.Gene Ontology analysis of genes overexpressed in sst1.1:GFPhigh (sst1.1 delta) cells.

**Figure 5—figure supplement 1.**
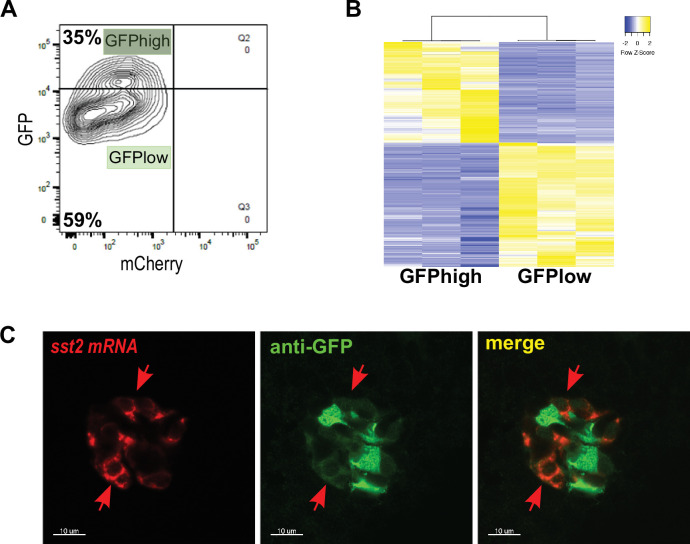
*sst1.1:*GFP expression delineates two distinct δ-cell subpopulations. (**A**) Fluorescence analysis by flow cytometry of GFP+ mCherry cells from *Tg(sst1.1:eGFP); Tg(ins:NTR-P2A-mCherry)* islets. Two populations, namely GFP^high^ and GFP^low^, can be identified based on their GFP intensity. (**B**) Heatmap representation of the transcriptomes of GFP^high^ and GFP^low^ cells (three replicates each) (significant DE genes). (**C**) Whole mount in situ hybridization on three dpf *Tg(sst1.1:GFP)* embryo using a *sst2* antisense RNA probe (red) combined with immunodetection of the GFP protein (green) revealing co-localization between endogenous *sst2* transcripts (red) and GFP^low^ + (green) cells (red arrows). In contrast, GFP^high^ cells do not present detectable transcripts of *sst2*.

The transcriptomic profile of the two GFP populations was obtained (Figure 5—figure supplement 1B). 

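Cells with strong and with weak GFP from the *sst1.1* promoter were sorted apart to learn which δ-cells each population holds. Both came from control fish treated with 0.16% DMSO for 18 hr and were sorted by FACS from the main islets of 2 to 4 fish of 6 to 10 months, with 3 libraries of GFP high and 3 of GFP low cells. The sample labels give 20 dpt for both populations, and the paper gives no day for them. Total counts were 9631886 to 11972983 per GFP high library and 5599246 to 9017892 per GFP low library. GFP high replicate 2 had counts for 15331 genes and the other GFP high libraries for 18909 and 19249. No library set holds libraries of both populations, so a difference between sets and a difference between populations are told apart only through the other groups. Set B holds GFP low replicate 1 alone, so with the library set as a block this library does not enter the difference. A call lost in that fit may come from this loss of libraries.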

Principal Component Analysis (PCA) unveiled that GFP^high^ cells are very similar to bihormonal cells (Figure 5B). In addition, they are also more similar to β-cells than GFP^low^ cells. 

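Distances over the whole transcriptome place each population relative to the others. On the 500 most variable genes over all 19 libraries, principal component 1 held 50.4% of the variance and component 2 held 34.5%. Mean positions on component 1 were -17.2 for GFP high cells, -11.6 for bihormonal cells, -35.0 for GFP low cells and 32.4 for β-cells. Over all tested genes, GFP high and bihormonal libraries lay 83.0 ± 23.3 apart (Euclidean distance of variance-stabilized counts, SD over 18 pairs of libraries). Libraries within a group lay 74.3 apart for GFP high cells and 68.3 for bihormonal cells. The distance between these groups exceeded that within them by 13.7 (exact permutation test, one-sided, p = 0.0357 over 84 splits). The test treats all libraries as exchangeable, though the groups come mostly from different library sets. A difference between sets could therefore add to this distance. The distance from bihormonal to GFP high cells was 0.863 times that from bihormonal to β-cells. This ratio was 0.743 without GFP high replicate 2 and 0.928 without GFP high replicate 3. With all tested genes in place of the 500, component 1 held 31.8%.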

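The GFP high libraries lay 107 ± 16.2 from the β-cell libraries (SD over 21 pairs) and the GFP low libraries 117 ± 3.54 (SD over 21 pairs). The distance was 0.911 times as long for GFP high cells. The difference of 10.5 was within the spread of the GFP high libraries (exact permutation test of the GFP labels, two-sided, p = 0.4 over 20 splits). With 3 libraries against 3, the smallest p such a test allows is 0.1, so it could not pass at 0.05. The result depended on single GFP high libraries. Without GFP high replicate 2, which has the fewest genes detected, the distance was 0.824 times as long (exact permutation test of the GFP labels, p = 0.1). Without GFP high replicate 1 it was 0.943 times as long (exact permutation test, p = 0.8). Without GFP high replicate 3 it was 0.965 times as long (exact permutation test, p = 0.8).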

Clustering analysis of the two GFP populations, the bihormonal cells and the other endocrine cells (a, b, and *sst2* δ-cells Tarifeño-Saldivia et al., 2017) also showed that the GFP^high^ cells cluster together with bihormonal cells and apart from the GFP^low^ cells (Figure 5C). Indeed, GFP^low^ cells were closer to *sst2* δ-cells than to the other endocrine subtypes. Comparison of the two GFP populations identified 975 and 1206 DE genes overexpressed in GFP^high^ and GFP^low^, respectively (FC >2, Padj <0.05) (Figure 5D and Figure 5—source data 1). *sst1.1* was by far the predominant *Sst* gene expressed in GFP^high^ cells (Figure 5E). 

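Strong and weak GFP separated populations that differ in their main somatostatin gene and in single genes such as a semaphorin and a collagen. *sst1.1* (ENSDARG00000040799) averaged 5654561 ± 1536358 (SD, n = 3) normalized counts in GFP high cells and 463957 ± 161945 (SD, n = 3) in GFP low cells, a log2 fold change of 3.61 (standard error 0.916, adjusted p = 0.0079 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), or 12.2-fold. Every GFP high library lay above every GFP low library. *sema3gb* (ENSDARG00000013607), a semaphorin, had a log2 fold change of 8.10 (standard error 1.21, adjusted p = 7.27e-05 from the same test). The collagen gene *col11a1b* (ENSDARG00000009014) had a log2 fold change of 7.03 (standard error 1.31, adjusted p = 0.000622 from the same test). *fabp6* (ENSDARG00000044566), a bile acid binding protein, averaged 5.62 ± 3.89 (SD, n = 3) in GFP high cells and 1530 ± 145 (SD, n = 3) in GFP low cells, a log2 fold change of -8.04 (standard error 0.776, adjusted p = 1.04e-06 from the same test). Of 14693 genes tested, 1155 were higher in GFP high cells and 1150 in GFP low cells. The groups did not overlap for 38.6% of the genes, against 10% by chance. On library totals alone 499 were higher in GFP high cells and 2596 in GFP low cells, with the median of all genes at -0.588 against -0.035 with TMM. With the library set as a block 819 genes were called, and *sst1.1* was not among them (log2 fold change 2.71, adjusted p = 0.287 from the same test, 0.000315 to 0.287 over all alternatives).

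**Figure D1:**
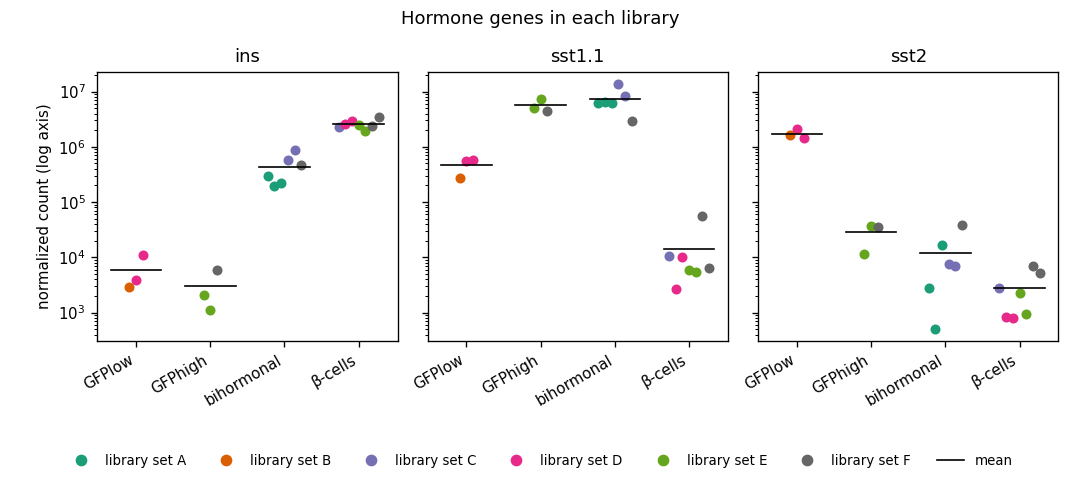
Normalized counts of *ins*, *sst1.1* and *sst2* on a log axis in each of the 19 libraries, by population. Points are libraries, coloured by library set, and bars are means. All 3 GFP high libraries hold more *sst1.1* than the 3 GFP low libraries, which hold more *sst2* than any other library.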

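The other somatostatin genes ran the opposite way from *sst1.1*. *sst2* (ENSDARG00000014190) averaged 28210 ± 14369 (SD, n = 3) normalized counts in GFP high cells and 1719378 ± 345828 (SD, n = 3) in GFP low cells, a log2 fold change of -5.93 (standard error 1.23, adjusted p = 0.00164 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *sst1.2* (ENSDARG00000033161) averaged 61994 ± 29603 (SD, n = 3) and 563490 ± 104627 (SD, n = 3), a log2 fold change of -3.18 (standard error 0.935, adjusted p = 0.0207 from the same test). The call of *sst1.2* was lost without GFP high replicate 1 (adjusted p = 0.0818 from the same test), without GFP high replicate 3 (0.0604) and without GFP low replicate 1 (0.0521), with 0.000415 to 0.103 over all alternatives.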

On the opposite, *sst2* was predominant in GFP^low^ cells though these cells also expressed *sst1.2* and *sst1.1* at lower levels. In addition, while both populations expressed the universal δ-cell marker *hhex*, other previously identified markers of zebrafish *sst2* δ-cells such as *cdx4, tbx2b,* and *map3k15* (Tarifeño-Saldivia et al., 2017) were specific to GFP^low^ cells (Figure 5F–G). Indeed, more than 75% of the *sst2* δ-cell genes (enriched >4 fold based on previous data Tarifeño-Saldivia et al., 2017) were also enriched in GFP^low^ cells (Figure 5F and Figure 5—source data 2). 

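Transcription factors and a kinase of *sst2* δ-cells separated the populations, while the δ-cell factor *hhex* did not. *hhex* (ENSDARG00000098231) averaged 483 ± 116 (SD, n = 3) normalized counts in GFP high cells and 642 ± 108 (SD, n = 3) in GFP low cells, a log2 fold change of -0.41 (standard error 0.326, adjusted p = 0.424 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *cdx4* (ENSDARG00000036292), a caudal homeodomain factor, averaged 12.2 ± 5.98 (SD, n = 3) and 290 ± 133 (SD, n = 3), a log2 fold change of -4.55 (standard error 0.742, adjusted p = 0.000167 from the same test). The T-box factor *tbx2b* (ENSDARG00000006120) averaged 39.1 ± 8.48 (SD, n = 3) and 1667 ± 155 (SD, n = 3), a log2 fold change of -5.41 (standard error 0.701, adjusted p = 1.7e-05 from the same test). The kinase gene *map3k15* (ENSDARG00000013310) averaged 127 ± 27.1 (SD, n = 3) and 7195 ± 1379 (SD, n = 3), a log2 fold change of -5.83 (standard error 0.821, adjusted p = 4.01e-05 from the same test). *cdx1b* (ENSDARG00000116139), another caudal factor, had a log2 fold change of -6.33 (standard error 0.784, adjusted p = 1.1e-05 from the same test). The 6 genes of *sst2* δ-cells that the study names for these libraries were all lower in GFP high cells (0 higher and 6 lower when adjusted over the list alone, adjusted p = 4.72e-06 from camera, adjusted p = 0.0363 with an estimated correlation). Since the study named them with these libraries in view, their count is not independent evidence. With the library set as a block *cdx4* was no longer called (adjusted p = 0.124 from the same test, 2.71e-11 to 0.124 over all alternatives).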

Ectopic activity of the *sst1.1:GFP* transgene in the *sst2* δ-cells was confirmed by ISH showing *sst2* probe signal exclusively in the weakest GFP+ cells (Figure 5—figure supplement 1C). These data show that the GFP^low^ population contains *sst2* δ-cells, while the GFP^high^ population consists of a pure and distinct δ-cell population characterized by strong *sst1.1* expression. These δ-cells will be named *sst1.1* δ-cells hereafter.

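Hormones and enzymes of other pancreatic cells were compared between the sorts. *ghrl* (ENSDARG00000054239), the ghrelin gene, averaged 299 ± 207 (SD, n = 3) normalized counts in GFP high cells and 46596 ± 13851 (SD, n = 3) in GFP low cells, a log2 fold change of -7.28 (standard error 1.43, adjusted p = 0.00104 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the library set as a block its log2 fold change was -5.83 and its call was lost (adjusted p = 0.0644 from the same test, 2.6e-09 to 0.0644 over all alternatives). Insulin, *ins* (ENSDARG00000035350), did not pass the test, with a log2 fold change of -0.99 (standard error 0.616, adjusted p = 0.294 from the same test), and -1.90 without GFP high replicate 3 and -0.17 without GFP low replicate 3. The glucagon gene *gcga* (ENSDARG00000079296) averaged 2489 ± 2231 (SD, n = 3) and 19850 ± 6271 (SD, n = 3), a log2 fold change of -3.00 (standard error 0.931, adjusted p = 0.0289 from the same test). Its log2 fold change was -3.75 without GFP high replicate 1, and its call was lost without GFP high replicate 2 or 3 (adjusted p = 0.057 and 0.0585 from the same test). The same held without GFP low replicate 1 or 3 (0.0606 and 0.0766) and with the library set as a block (0.196), with 0.0036 to 0.196 over all alternatives. *anxa4* (ENSDARG00000036456), an annexin of duct cells, averaged 55.1 ± 24.1 (SD, n = 3) and 4512 ± 563 (SD, n = 3), a log2 fold change of -6.35 (standard error 1.07, adjusted p = 0.000238 from the same test). Of 14 genes of acinar cells, which make digestive enzymes, 8 were lower in GFP high cells and 0 were higher (0 higher and 14 lower when adjusted over the list alone, adjusted p = 0.00888 from camera, adjusted p = 0.826 with an estimated correlation). Of 6 α-cell markers 2 were higher and 3 lower (2 higher and 4 lower when adjusted over the list alone, adjusted p = 0.47 from camera, adjusted p = 0.826 with an estimated correlation). Of 10 ductal markers 0 were higher and 3 lower (0 higher and 3 lower when adjusted over the list alone, adjusted p = 0.47 from camera, adjusted p = 0.826 with an estimated correlation). From the somatostatin genes and the markers of *sst2* δ-cells, together with the in situ hybridization of Figure 5—figure supplement 1C, the paper concludes that the GFP low sort contains *sst2* δ-cells and that the GFP high sort is a pure population of another kind of δ-cell.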

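Several transcription factors of the pancreas differed between the populations with strong and weak GFP. *pdx1* (ENSDARG00000002779) averaged 18533 ± 3907 (SD, n = 3) normalized counts in GFP high cells and 3831 ± 2051 (SD, n = 3) in GFP low cells, a log2 fold change of 2.27 (standard error 0.397, adjusted p = 0.000335 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Against β-cells the level in GFP high cells did not pass the test, with a log2 fold change of -0.18 (standard error 0.323, adjusted p = 0.702 from the same test), and the direction turned with the library set as a block (0.03). *hnf4a* (ENSDARG00000021494), a nuclear receptor, was higher in GFP high than in GFP low cells, with a log2 fold change of 3.00 (standard error 0.366, adjusted p = 9.59e-06 from the same test). The zinc finger factor *insm1b* (ENSDARG00000053301) was lower, with a log2 fold change of -4.18 (standard error 0.556, adjusted p = 2.29e-05 from the same test). Of 19 endocrine transcription factors tested, 5 were higher and 4 lower in GFP high cells (6 higher and 6 lower when adjusted over the list alone, adjusted p = 0.849 from camera, adjusted p = 0.954 with an estimated correlation).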

Focusing on the *sst1.1* δ-cells, we noticed high expression of *pdx1* (Figure 5G). In addition to being expressed in all β-cells, *Pdx1* in mammals is also expressed in a subset of δ-cells (Piran et al., 2014; Segerstolpe et al., 2016). In zebrafish, *pdx1* is expressed in β-cells but not in *sst2* δ-cells (Tarifeño-Saldivia et al., 2017). In agreement with the transcriptome of *sst1.1* δ-cells, Pdx1 immunolabeling was confirmed in a subset of Sst + cells on paraffin section through the adult main islet (Figure 5H). Next, we investigated the expression of the 62 zebrafish ‘β-cell genes’. Strikingly, most of them (36/62), such as *ucn3l*, were found enriched in *sst1.1* δ-cells (Figure 5F–G and Figure 5—source data 2) while none was preferentially expressed in the GFP^low^ cells. 

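The urocortin gene *ucn3l* (ENSDARG00000087241), which the paper calls a marker of mature β-cells, averaged 2899 ± 238 (SD, n = 3) normalized counts in GFP high cells and 86.1 ± 47.3 (SD, n = 3) in GFP low cells. This is a log2 fold change of 5.08 (standard error 0.784, adjusted p = 9.94e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), or 33.7-fold, with every GFP high library between 2652 and 3128 and every GFP low library between 35 and 128. The β-cell libraries lay between 9.77 and 171, a range that holds all GFP low libraries. In these libraries its RNA therefore does not set β-cells apart from GFP low cells. The study's list of 62 β-cell genes was not used here.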

By immunofluorescence, Ucn3 decorated β-cells in control islets and, additionally, an even more intense staining was detected in a subset of GFP^high^ cells. After ablation, the anti-Ucn3 also marked bihormonal cells, confirming our RNAseq data (Figure 5I). 

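A neurotrophin, a cadherin and a neural transcription factor are among the genes higher in GFP high cells than in both GFP low cells and β-cells. *bdnf* (ENSDARG00000018817), a neurotrophin, averaged 1899 ± 392 (SD, n = 3) normalized counts in GFP high cells, 200 ± 133 (SD, n = 3) in GFP low cells and 7.91 ± 8.8 (SD, n = 7) in β-cells. It had a log2 fold change of 3.25 (standard error 0.535, adjusted p = 0.000184 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) against GFP low cells and 7.91, adjusted p = 3.11e-10 from the same test, against β-cells. The cadherin *cdh10a* (ENSDARG00000055843) had a log2 fold change of 3.45 (standard error 0.94, adjusted p = 0.0129 from the same test) against GFP low cells and 8.39, adjusted p = 3.16e-07 from the same test, against β-cells. For *sox11b* (ENSDARG00000095743), a neural transcription factor, the values were 2.50, adjusted p = 0.00799 from the same test, and 3.70, adjusted p = 1.01e-05 from the same test. Of 14693 genes, 765 were higher in GFP high cells than in β-cells and 543 than in GFP low cells, each by over 4-fold and past the test. Of these, 216 passed both, against 28.3 for independent lists and 0 in each of 20 simulations of unchanged GFP high libraries, and 159 to 239 did with 1 library left out. The simulated lists held at most 1 gene, so they set no level for lists of this size. Both comparisons use the same 3 GFP high libraries, which cannot be split, so part of the excess may come from them. Expression of α-cells and of sorted *sst2* δ-cells was not used here. Against GFP low cells, without GFP low replicate 1 or 2 the calls of *cdh10a* (adjusted p = 0.0719 and 0.069 from the same test) and *sox11b* (0.0512 and 0.0514) were lost (0.00139 to 0.204 over all alternatives for *cdh10a*, 0.000288 to 0.144 over all alternatives for *sox11b*). With the library set as a block the calls of *bdnf*, *cdh10a* and *sox11b* against GFP low cells were lost (adjusted p = 0.136, 0.204 and 0.144 from the same test, 2.88e-08 to 0.136 over all alternatives for *bdnf*). Without GFP low replicate 3 the log2 fold changes against GFP low cells were 3.95 for *bdnf*, 4.32 for *cdh10a* and 3.43 for *sox11b*. Without β-cell replicate 6 that of *bdnf* against β-cells was 8.65.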

Based on these new transcriptomic datasets, we defined the genes selectively enriched ( > 4 fold) in *sst1.1* δ-cells versus the other endocrine cell types already available (*sst2*δ, β and α) and identified 152 specific *sst1.1* δ-cell markers, among which *bdnf, cdh10a, sox11b,* and *dkk3b* (Figure 5—source data 3). An updated list of 60 markers enriched in β-cells versus *sst1.1* δ-cells, α and *sst2* δ-cells altogether could also be defined. 

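A secreted regulator of Wnt signals, *dkk3b* (ENSDARG00000070683), averaged 143231 ± 8002 (SD, n = 3) normalized counts in GFP high cells and 7926 ± 4163 (SD, n = 7) in β-cells, a log2 fold change of 4.18 (standard error 0.422, adjusted p = 2.96e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Against GFP low cells, which averaged 30933 ± 14208 (SD, n = 3), it had a log2 fold change of 2.21 (standard error 0.54, adjusted p = 0.00598 from the same test). With the library set as a block this difference from GFP low cells was 0.44 (adjusted p = 0.732 from the same test, 0.000165 to 0.732 over all alternatives). The urocortin gene *ucn3l* had a log2 fold change of 5.24 (standard error 0.553, adjusted p = 5.18e-07 from the same test) between GFP high cells and β-cells.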

Our RNAseq data also revealed that *dkk3b* and *ucn3l*, previously attributed to β-cells, were even more enriched in *sst1.1* δ-cells.

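Cell surface and Wnt genes of GFP low cells include cadherins, immunoglobulin-type adhesion molecules, Wnt ligands and claudins of tight junctions. *nrcama* (ENSDARG00000006396), a neuronal adhesion molecule, averaged 212 ± 63.1 (SD, n = 3) normalized counts in GFP high cells and 2374 ± 292 (SD, n = 3) in GFP low cells, a log2 fold change of -3.49 (standard error 0.33, adjusted p = 9.86e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *alcamb* (ENSDARG00000058538), another adhesion molecule, had a log2 fold change of -2.58 (standard error 0.367, adjusted p = 4.29e-05 from the same test). The cadherin *cdh11* (ENSDARG00000021442) had a log2 fold change of -7.45 (standard error 0.89, adjusted p = 7.92e-06 from the same test), and -8.14 without GFP high replicate 3. Of 100 cell adhesion molecules tested, 21 were higher in GFP high cells and 24 in GFP low cells (21 higher and 29 lower when adjusted over the list alone, adjusted p = 0.218 from camera, adjusted p = 0.841 with an estimated correlation). Of 28 genes of Wnt signaling tested, 3 were higher in GFP high cells and 7 in GFP low cells (3 higher and 8 lower when adjusted over the list alone, adjusted p = 0.0723 from camera, adjusted p = 0.801 with an estimated correlation), among them the ligand *wnt7bb* (ENSDARG00000071107) with a log2 fold change of -4.37 (standard error 0.51, adjusted p = 6.51e-06 from the same test). Of 23 claudins and genes of tight junctions, 0 were higher in GFP high cells and 6 in GFP low cells (0 higher and 7 lower when adjusted over the list alone, adjusted p = 0.00888 from camera, adjusted p = 0.374 with an estimated correlation). The claudin *cldni* (ENSDARG00000054616) averaged 86.1 ± 47.8 (SD, n = 3) in GFP high cells and 10222 ± 730 (SD, n = 3) in GFP low cells, a log2 fold change of -6.88 (standard error 1.06, adjusted p = 9.75e-05 from the same test). Of 5 neuronal and glial markers tested, 1 was higher in GFP high cells and 0 in GFP low cells (1 higher and 0 lower when adjusted over the list alone, adjusted p = 0.746 from camera, adjusted p = 0.86 with an estimated correlation).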

Top GO terms overrepresented in GFP^low^/*sst2* δ-cells (Figure 5J and Figure 5—source data 4) were related to neuron differentiation, adhesion and Wnt signaling. Top most significant GO terms and pathways in *sst1.1* δ-cells (Figure 5J and Figure 5—source data 5) included ‘biological adhesion’ and proprotein convertases important in the secretory pathway such as *pcsk1* and *pcsk2*. Together with *gck, g6pcb, slc2a2,* and *hk2* associated with ‘metabolism of carbohydrates’, these signatures suggest some competence of *sst1.1* δ-cells for glucose-responsiveness and hormone secretion.

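Prohormone convertases and carboxypeptidase E trim hormone precursors inside secretory granules. *pcsk2* (ENSDARG00000019451) averaged 143120 ± 66555 (SD, n = 3) normalized counts in GFP high cells and 4477 ± 1726 (SD, n = 3) in GFP low cells, a log2 fold change of 5.00 (standard error 0.563, adjusted p = 4.78e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *pcsk1* (ENSDARG00000002600) averaged 41836 ± 22720 (SD, n = 3) and 3468 ± 1152 (SD, n = 3), a log2 fold change of 3.59 (standard error 0.454, adjusted p = 1.32e-05 from the same test). The carboxypeptidase gene *cpe* (ENSDARG00000055874) averaged 41662 ± 21165 (SD, n = 3) and 5185 ± 677 (SD, n = 3), a log2 fold change of 3.01 (standard error 0.343, adjusted p = 5.27e-06 from the same test). Of 32 genes of glucose sensing and insulin secretion tested, 10 were higher and 1 was lower in GFP high cells (14 higher and 1 lower when adjusted over the list alone, adjusted p = 3.02e-06 from camera, adjusted p = 0.0194 with an estimated correlation). The list holds genes that the study names for these libraries, such as *pcsk1*, *pcsk2*, *gck*, *slc2a2* and *ucn3l*. Its count and test are therefore not independent evidence. The integrin *itga6b* (ENSDARG00000069946) was higher in GFP high cells, with a log2 fold change of 3.11 (standard error 0.323, adjusted p = 2.5e-06 from the same test). The protocadherin *pcdh20* (ENSDARG00000036424) was too, with a log2 fold change of 1.94 (standard error 0.222, adjusted p = 5.45e-06 from the same test).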

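Glucokinase, hexokinase and glucose-6-phosphatase set how glucose enters and leaves metabolism, and Slc2a2 carries it into the cell. *gck* (ENSDARG00000068006) averaged 7630 ± 1239 (SD, n = 3) normalized counts in GFP high cells and 3161 ± 259 (SD, n = 3) in GFP low cells, a log2 fold change of 1.27 (standard error 0.209, adjusted p = 0.000179 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was not called on library totals alone (adjusted p = 0.0863 from the same test, 1.47e-11 to 0.255 over all alternatives). The transporter *slc2a2* (ENSDARG00000056196) averaged 2178 ± 331 (SD, n = 3) and 607 ± 180 (SD, n = 3), a log2 fold change of 1.84 (standard error 0.258, adjusted p = 3.76e-05 from the same test). The phosphatase subunit *g6pcb* (ENSDARG00000014967) averaged 8846 ± 3068 (SD, n = 3) and 1150 ± 940 (SD, n = 3) and did not pass the test, with a log2 fold change of 2.94 (standard error 1.03, adjusted p = 0.0536 from the same test), and it passed without GFP high replicate 3 (adjusted p = 0.0484 from the same test, 0.00579 to 0.573 over all alternatives). Without GFP low replicate 3 its log2 fold change was 3.63. *hk2* (ENSDARG00000101482), a hexokinase, averaged 49.5 ± 29.4 (SD, n = 3) and 9.79 ± 1.99 (SD, n = 3), a log2 fold change of 2.32 (standard error 0.74, adjusted p = 0.0333 from the same test). Its call was lost without GFP high replicate 1 or 2 (adjusted p = 0.104 and 0.0897 from the same test) and without GFP low replicate 1, 2 or 3 (0.0777, 0.11 and 0.101), as well as with the library set as a block (0.425), with 0.0114 to 0.425 over all alternatives. Of 28 genes of glycolysis and glucose production tested, 9 were higher and 0 were lower in GFP high cells (11 higher and 0 lower when adjusted over the list alone, adjusted p = 0.000271 from camera, adjusted p = 0.401 with an estimated correlation). This list too holds genes that the study names for these libraries (*gck*, *g6pcb* and *hk2*).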

Overall, these data unveil that *sst1.1* δ-cells represent a distinct δ-cell population possessing basic features of β-cells and sensors to integrate Ins signaling, glucose metabolism and carry hormone secretory activity.

### Monohormonal *sst1.1*-expressing cells transcriptionally activate the *ins* gene following β-cell ablation

The transcriptomic profile of *sst1.1* δ-cells suggests that they represent a promising candidate as cellular origin of bihormonal cells. In line with a conversion of *sst1.1* δ-cells to bihormonal cells, the number of monohormonal GFP^high^ cells was reduced after ablation in adult fish compared to CTL (from 979 cells to 315 at 20 dpt) (Figure 6A, Figure 6—source data 1). To test the hypothesis of a direct conversion of *sst1.1* δ-cells, we followed the appearance of bihormonal cells by in vivo time lapse imaging of the main islet in *Tg(sst1.1:eGFP); Tg(ins:NTR-P2A-mCherry)* larvae after ablation from 3 to 4 dpf. Figure 6B–B’ show mCherry fluorescence progressively appearing in monohormonal *sst1.1:*GFP*+* cells presenting strong GFP fluorescence, most likely *sst1.1* δ-cells. These results indicate the activation of the *ins* promoter of the *ins:mCherry* transgene in *sst1.1*:eGFP cells and suggest that at least some *sst1.1* δ-cells directly convert into bihormonal cells immediately after ablation.

**Figure 6.**
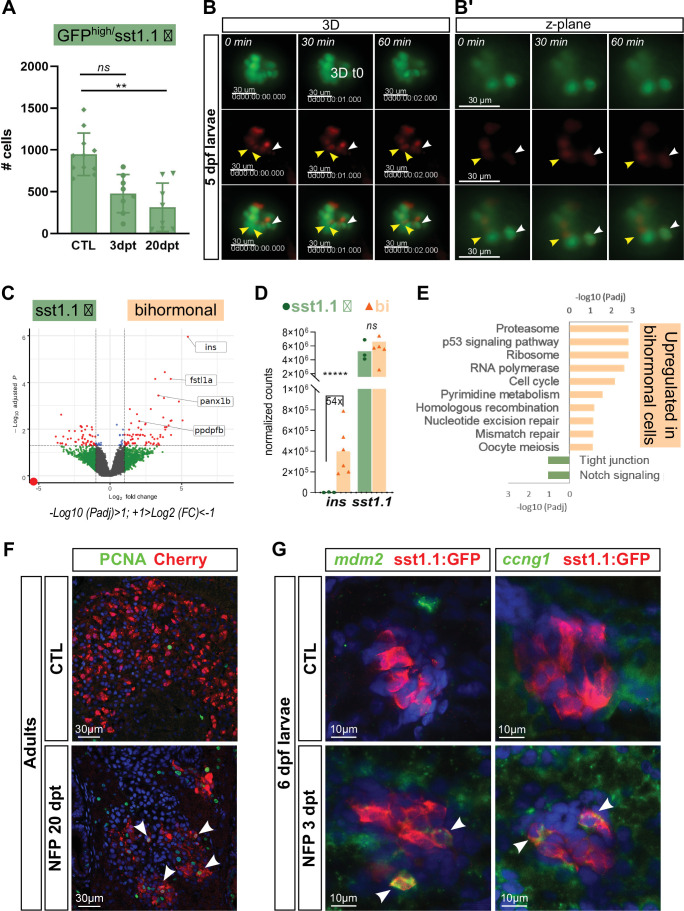
*sst1.1* δ-cells convert to Sst1.1+ Ins + bihormonal cells after β-cell destruction and activate cell cycle genes and p53. (**A**) Quantification by flow cytometry of GFP^high^/*sst1.1* δ-cells before ablation (CTL) and at 3 and 20 dpt showing depletion of *sst1.1* δ-cells during regeneration. Cells were isolated from dissected main islets of adult *Tg(sst1.1:eGFP); Tg(ins:NTR-P2A-mCherry)*. Mean ± SD; Kruskal-Wallis test; *ns*: not significant, **p* < 0.005* (see also Figure 6—source data 1). (**B**) In vivo time lapse of the main islet of a four dpf *Tg(sst1.1:eGFP); Tg(ins:NTR-P2A-mCherry)* larva following β-cell ablation from 3 to 4 dpf. 3D representation (**B**) and one z-plane (**B’**) of the same islet are shown. The arrowheads point at two GFP+ cells (green) that start to express *ins:*mCherry (red) fluorescence between *t0* and *t1* (visible in the same z-plane). The white arrowhead points to a strongly fluorescent sst1.1:GFP^high^ cell. Images were acquired every 30 min starting from four dpf (96 hpf). (**C**) Volcano plot showing the significant DE genes over- or underexpressed in 20 dpt bihormonal cells versus CTL GFP^high^/*sst1.1* δ-cells (FC >2 < , Padj <0.05). The full list of significant DE genes calculated by DESeq is provided in Figure 6—source data 2. (**D**) Expression in normalized counts of the *sst1.1* and *ins* genes in CTL GFP^high^/*sst1.1* δ-cells and bihormonal cells (bi). Padj are calculated by DESeq. *ns:* no significant DE between the two conditions, ***** < 0.000005. (**E**) Top significant KEGG pathways identified among the genes upregulated (in orange) and downregulated (in green) in bihormonal cells compared to CTL GFP^high^/*sst1.1* δ-cells. The list of GO terms below FDR 0.25 is given in Figure 6—source data 3, Figure 6—source data 4. (**F**) Immunofluorescence of PCNA and mCherry on paraffin sections through the main islet of *Tg(ins:NTR-P2A-mCherry)* adult zebrafish, CTL and regenerated (20 dpt after NFP-mediated ablation), showing PCNA+ nuclei in mCherry+ cells in regenerated islets (confocal images, white arrowheads). (**G**) Expression of p53 target genes *mdm2* and *ccng1* mRNA (green) revealed by whole mount in situ hybridization on 6 dpf CTL and ablated *Tg(ins:NTR-P2A-mCherry); Tg(sst1.1:GFP)* larvae (main islet). Ablation was performed at 3 dpf. Immunodetection of GFP (in red) was revealed following in situ hybridization. White arrowheads point to sst1.1:GFP+ cells expressing *mdm2* and *ccng1* after ablation. Figure 6—source data 1.sst1.1 delta cell (GFPhigh) quantification. Figure 6—source data 2.Differentially expressed genes between sst1.1 delta and bihormonal cells. Figure 6—source data 3.Gene Ontology analysis of genes overexpessed in bihormonal cells. Figure 6—source data 4.Gene Ontology analysis of genes overexpressed in sst1.1 delta cells.

**Figure 6—figure supplement 1.**
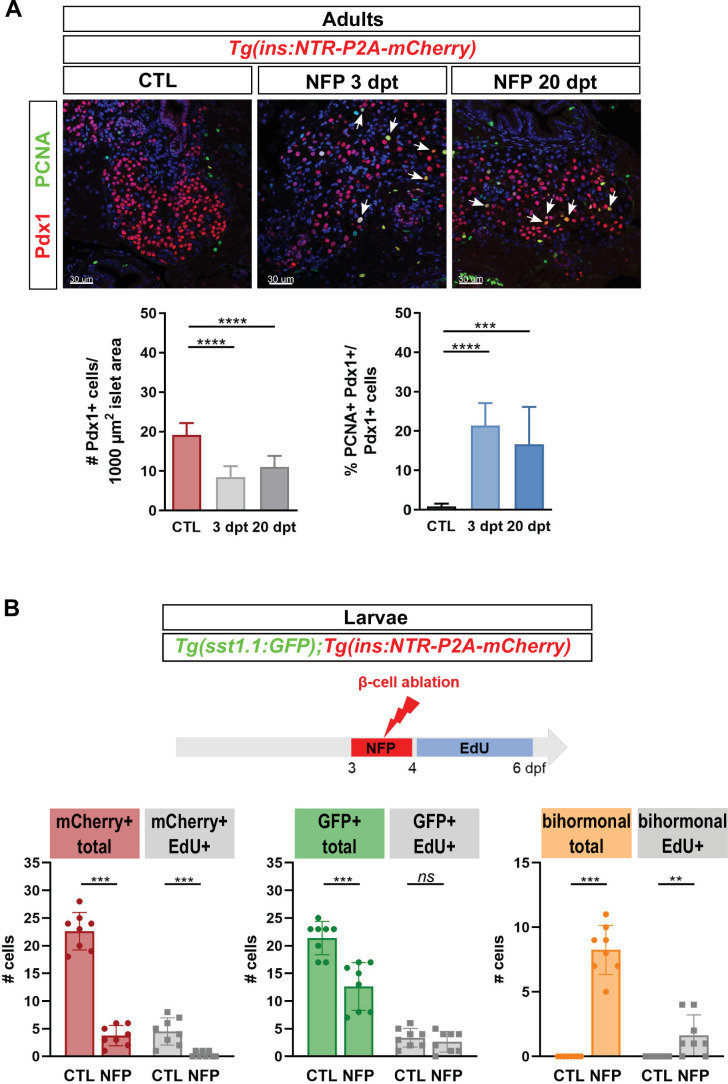
Analysis of proliferation in the main islet of adults and larvae during regeneration. (**A**) Immunofluorescence of PCNA and Pdx1 on paraffin sections through the main islet of *Tg(ins:NTR-P2A-mCherry)* adult zebrafish in CTL, 3 dpt and 20 dpt conditions. Double positive PCNA+ Pdx1+ cells are indicated by white arrows (confocal images). Pdx1+ cells comprise β, sst1.1 δ and bihormonal cells. Left graph: Quantification of Pdx1+ cells per islet surface measured on several sections from four to five different islets. Note the decrease of the density of Pdx1+ nuclei at 3 and 20 dpt consistent with the loss of β-cells. p **** < 0.0001; Mean ± SD; One-way ANOVA Kruskal-Wallis test with Dunn’s multiple comparisons test. Right graph: Percentage of Pdx1+ PCNA + cells versus the total number of Pdx1 cells. CTL, 0.9% ± 0.7%; 3 dpt: 18.5% ± 6.8%; 20 dpt, 16.6% ± 9.5%. p *** < 0.001, **** < 0.0001; Mean ± SD; One-way ANOVA Kruskal-Wallis test with Dunn’s multiple comparisons test. (**B**) EdU incorporation in *Tg(ins:NTR-P2A-mCherry); Tg(sst1.1:GFP)* larvae. After ablation from 3 to 4 dpf, EdU was administered from 4 until 6 dpf (3 dpt). Monohormonal GFP+ cells and mCherry+ β-cells show basal EdU incorporation at this stage (CTL). After ablation (NFP), most monohormonal mCherry+ β-cells are EdU negative compared to CTL, leading to a reduced ratio of EdU + mCherry + cells versus total mCherry+ cells (20% in CTL to 7% in NFP). Like in adults, monohormonal GFP+ cells decreased in NFP-treated samples. They show variable EdU positivity among larvae (1–6 cells in CTL and 0–5 cells in NFP) and the average ratio of EdU + GFP + versus total GFP+ cells at CTL (16%) and NFP (23%) is not significantly different. Bihormonal cells are detected in the NFP condition (8.23 ± 1.8 cells) and the number of EdU + bihormonal cells ranges from 0 to 4 cells between larvae with an average proportion of 19%. Mean ± SD; *ns:* not significant; p** < 0.01, *** < 0.001; Mann-Whitney tests.

**Figure 6—figure supplement 2.**
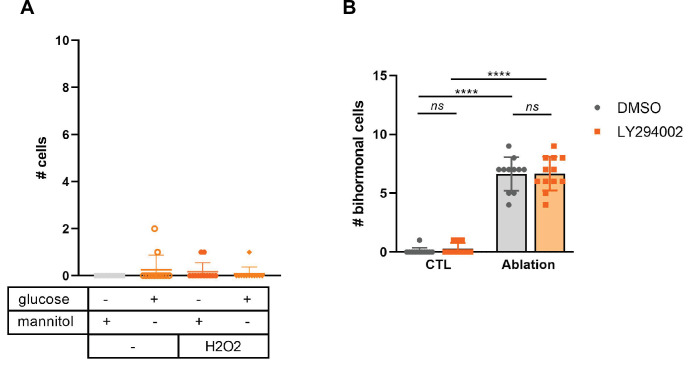
Effect on bihormonal cells of different candidate signals linked to the destruction of β-cells. (**A**) Bihormonal cell quantification in *Tg(ins:NTR-P2A-mCherry); Tg(sst1.1:GFP)* larvae exposed for 3 days to 3% D-glucose or mannitol as control, to 10 mM H_2_O_2_, or to a combination. mCherry+ GFP + were quantified. (**B**) β-cell ablation was performed in *Tg(ins:NTR-P2A-mCherry); Tg(sst1.1:GFP)* larvae from 3 to 4 dpf then the Insulin/PI3K signaling was inhibited by treatment with the PI3K inhibitor LY294002 from 4 to 6 dpf. mCherry+ GFP + were quantified. Mean ± SD; *ns:* not significant, p**** < 0.0001. Two-way ANOVA test with Tukey’s multiple comparison test.

### Bihormonal cells have a transcriptomic profile very similar to *sst1.1* δ−cells but with distinct cell cycle signatures

As the PCA and clustering analyses shown Figure 5B–C revealed that bihormonal and monohormonal GFP^high^*/sst1.1* δ-cells are transcriptionally similar, we next directly performed a pairwise comparison of their transcriptome. This analysis revealed a few DE genes, with 293 over- and 180 underexpressed genes in bihormonal cells versus *sst1.1* δ-cells (FC twofold, Padj <0.05) (Figure 6C and Figure 6—source data 2), indicating that the identity of bihormonal cells is very close to *sst1.1* δ-cells. 

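With all libraries, fewer genes separated bihormonal cells from GFP high cells than from β-cells, but how many passed depended on single libraries and on the test. Of 14693 genes tested, 208 were higher and 197 lower in the 6 bihormonal libraries than in the 3 GFP high libraries (edgeR's quasi-likelihood test). The groups did not overlap for 11.33% of the genes, against 2.38% by chance. *pgap6* (ENSDARG00000032795), a phospholipase of membrane anchors, averaged 21.7 ± 13.2 (SD, n = 6) normalized counts in bihormonal cells and 189 ± 9.27 (SD, n = 3) in GFP high cells, a log2 fold change of -3.11 (standard error 0.433, adjusted p = 0.00178 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *tmem54b* (ENSDARG00000035875), a membrane protein, averaged 95.7 ± 37.2 (SD, n = 6) and 565 ± 112 (SD, n = 3), a log2 fold change of -2.55 (standard error 0.389, adjusted p = 0.00351 from the same test). Both calls were lost with the library set as a block (adjusted p = 0.128 and 0.186 from the same test, 1.5e-09 to 0.128 over all alternatives for *pgap6* and 7.8e-07 to 0.186 over all alternatives for *tmem54b*). Counts of called genes were 13 without GFP high replicate 2 and 920 without GFP high replicate 3. They were 882, 68, 58 and 659 without bihormonal replicates 2, 4, 5 and 6. Leaving out 1 β-cell or GFP low library, which enters only through the shared spread and scaling, gave 185 (without GFP low replicate 1) to 427 (without β-cell replicate 7). Without bihormonal replicates 1 to 3 together, a setting chosen after seeing the data, the order turned, with 1800 genes against GFP high cells and 1727 against β-cells. With 3 of the 7 β-cell libraries at a time, so that group sizes were equal, bihormonal cells differed from β-cells in a median of 1460 genes. Bihormonal and GFP high cells share 1 library set, which holds 1 library of each.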

The *ins* gene was the top overexpressed gene in bihormonal cells (54-fold) (Figure 6D). 

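Insulin transcripts separated bihormonal from GFP high cells with the smallest p of all genes. *ins* (ENSDARG00000035350) averaged 2996 ± 2476 (SD, n = 3) normalized counts in GFP high cells, and the bihormonal libraries had a log2 fold change of 7.19 (standard error 0.781, adjusted p = 0.000141 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), or 146-fold. Without GFP high replicate 3 the log2 fold change was 8.10. Of the 208 genes higher in bihormonal cells, 10 had a larger fitted fold, and 0 of those 10 had a mean of at least 10 in GFP high cells. The progenitor factor *nkx6.1* (ENSDARG00000022569) had 0 counts in the GFP high libraries and was at least 59-fold higher in bihormonal cells, against a floor of 3 counts over the group (adjusted p = 0.00696 from the same test). Its call was lost without GFP high replicate 2 (adjusted p = 0.0558 from the same test, 1.71e-09 to 0.0569 over all alternatives).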

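Genes that GFP high cells express at a low level and β-cells at a high level were followed into bihormonal cells, as were the markers of GFP high cells. The follistatin-like symbol *FSTL1* belongs to 2 genes in the name table, so which of them is *fstl1a* is not settled here. *FSTL1* (ENSDARG00000015559) averaged 525 ± 317 (SD, n = 6) normalized counts in bihormonal cells and 11.8 ± 9.35 (SD, n = 3) in GFP high cells, a log2 fold change of 5.43 (standard error 0.726, adjusted p = 0.00178 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 6.17 without GFP high replicate 3. Its call was lost with the replicate number as a block (adjusted p = 0.0569 from the same test, 1.01e-17 to 0.0569 over all alternatives). *FSTL1* (ENSDARG00000039576) averaged 6.79 ± 10.8 (SD, n = 6) and 6.64 ± 3.28 (SD, n = 3) and did not pass the test, with a log2 fold change of 0.29 (standard error 0.794, adjusted p = 0.835 from the same test). Its direction turned without GFP high replicate 3 (-0.06) and without bihormonal replicate 6 (-1.15). *ccnd1* (ENSDARG00000101637), the gene of cyclin D1, had a log2 fold change of 4.62 (standard error 0.817, adjusted p = 0.00927 from the same test), with 5.66 without GFP high replicate 1, and its call was lost without GFP high replicate 2 and with the library set as a block (adjusted p = 0.0752 and 0.075 from the same test, 5.08e-09 to 0.0924 over all alternatives). Of 445 genes over 4-fold lower in GFP high cells than in β-cells, 46 were among those higher in bihormonal than in GFP high cells, against 6.3 for independent lists and 0 in 20 simulations of unchanged GFP high libraries. Of the 216 markers of GFP high cells, 16 were lower in bihormonal cells, against 2.9 for independent lists and 0 in the simulations. The simulated lists held at most 1 gene, so they set no level for lists of this size. Without GFP high replicate 2 only 8 genes were higher and 5 lower in bihormonal than in GFP high cells, and the overlaps were 6 and 1. They were 95 and 37 without GFP high replicate 3, 74 and 32 without bihormonal replicate 2, 16 and 3 without 4, and 12 and 3 without 5. Leaving out 1 β-cell or GFP low library gave 24 to 45 and 3 to 19. These comparisons share the 3 GFP high libraries, which cannot be split, so part of the excess may come from them.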

Among the 293 overexpressed genes in bihormonal cells, 9 were β-cell markers such as *ins* and *fstl1a* and, among the 180 underexpressed genes, 8 were *sst1.1* δ-cell markers. Both *sst1.1* and *hhex* were equally expressed, further underscoring that bihormonal cells and *sst1.1* δ-cells have a close identity.

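Neither gene passed the test between bihormonal and GFP high cells. *sst1.1* had a log2 fold change of 0.36 (standard error 0.726, adjusted p = 0.77 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with bihormonal libraries on both sides of the GFP high libraries. *hhex* had a log2 fold change of 0.16 (standard error 0.284, adjusted p = 0.739 from the same test). Both differences were smaller than the spread between libraries, and both turned direction on library totals alone (-0.01 and -0.05), that of *hhex* also without GFP high replicate 2 (-0.03). From the few genes that differ between the populations and the like levels of *sst1.1* and *hhex*, the paper concludes that bihormonal cells and *sst1.1* δ-cells are close in identity.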

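Lists of ribosomal, proteasome and cell cycle genes had positive median log2 fold changes between bihormonal and GFP high cells, while most of their members did not pass the test and no list passed with an estimated correlation. Of 85 cytosolic ribosomal protein genes, 7 were higher and 0 lower (median log2 fold change 0.91, 23 higher and 0 lower when adjusted over the list alone, adjusted p = 5.28e-21 from camera, adjusted p = 0.433 with an estimated correlation). Of 56 proteasome genes 4 were higher and 0 lower (median log2 fold change 0.81, 10 higher and 0 lower when adjusted over the list alone, adjusted p = 1.02e-08 from camera, adjusted p = 0.433 with an estimated correlation). Of 48 cell cycle genes 6 were higher and 0 lower (median log2 fold change 1.33, 20 higher and 1 lower when adjusted over the list alone, adjusted p = 3.44e-08 from camera, adjusted p = 0.433 with an estimated correlation). *rps27l* (ENSDARG00000100513), which the ribosomal list takes in by its symbol, averaged 2679 ± 355 (SD, n = 6) normalized counts in bihormonal cells and 599 ± 90 (SD, n = 3) in GFP high cells. Its log2 fold change was 2.16 (standard error 0.311, adjusted p = 0.00244 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This lies above the ribosomal list median of 0.91, so the gene does not stand for the list. Its call was lost with the fold above 2 tested inside the model (adjusted p = 0.0569 from the same test, 2.32e-10 to 0.0569 over all alternatives). *ccng1* (ENSDARG00000076667), a cyclin, averaged 8287 ± 1618 (SD, n = 6) and 2833 ± 416 (SD, n = 3), a log2 fold change of 1.55 (standard error 0.301, adjusted p = 0.0167 from the same test), and its call was lost without GFP high replicate 2 (adjusted p = 0.126 from the same test, 1.53e-05 to 0.652 over all alternatives). *mdm2* (ENSDARG00000033443), a ubiquitin ligase, did not pass, with a log2 fold change of 1.00 (standard error 0.277, adjusted p = 0.0502 from the same test), and passed without bihormonal replicate 1 or 6 (0.0478 and 0.0483, 0.013 to 1 over all alternatives). Neither *ccng1* nor *mdm2*, which the paper names as p53 target genes, belongs to these lists. The counts of list members called higher depended on single libraries. Without GFP high replicate 1, 2 or 3 they were 2, 1 and 36 for the ribosomal list, 3, 0 and 8 for the proteasome and 9, 0 and 4 for the cell cycle. Leaving out 1 bihormonal library gave 2 (without replicate 4 or 5) to 32 (without 6), 0 (without 4 or 5) to 15 (without 2) and 1 (without 4) to 12 (without 1 or 2). With only the bihormonal libraries of set A the medians were 0.80, 0.37 and 0.38. Within the library set that holds both groups, bihormonal replicate 6 and GFP high replicate 3 had ribosomal medians of -0.16 and -0.10, proteasome medians of 0.49 and -0.45 and cell cycle medians of 1.28 and -0.61.

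**Figure D2:**
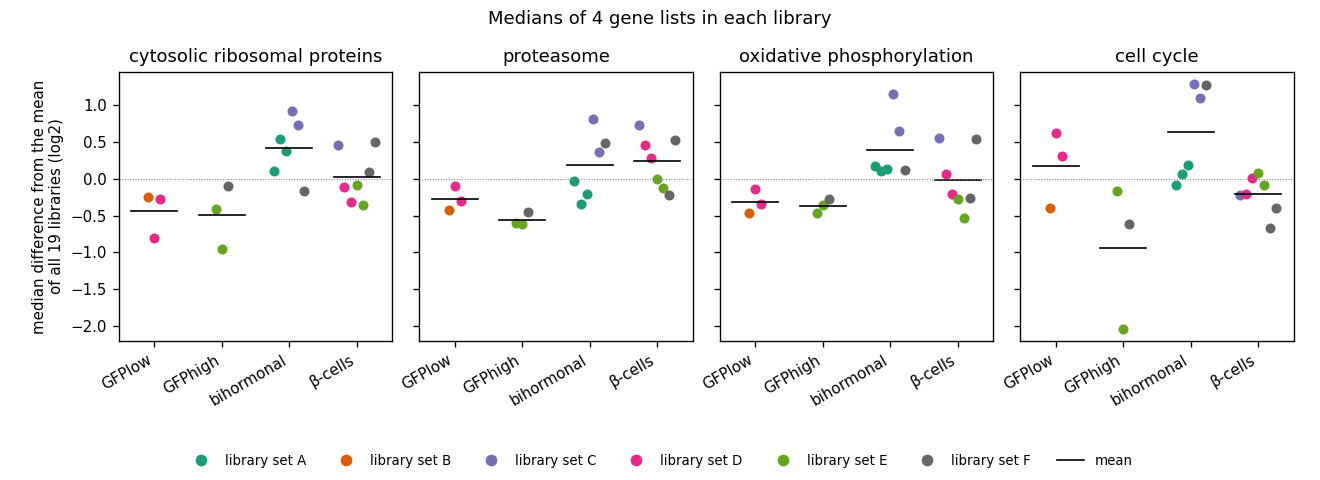
Median over the members of 4 gene lists of the log2 difference from the mean of the 19 libraries, in each library and by population. Points are libraries, coloured by library set, and bars are means. Bihormonal libraries of sets C and F lie highest for the cell cycle, and GFP high replicate 2 lowest at -2.04.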

GO analyses of the genes overexpressed in bihormonal cells identified ‘ribosome’, ‘proteasome’, ‘p53 signaling pathway’, and ‘cell cycle’ pathways as top enriched pathways (Figure 6E and Figure 6—source data 3 and Figure 6—source data 4). To corroborate the cell cycle signature, we examined Proliferating Cell Nuclear Antigen (PCNA) in the main islet of *Tg(ins:NTR-P2A-mCherry)* adult fish. In CTL islets, PCNA immunodetection was almost absent. In contrast, it was widely observed in mCherry+ cells at 20 dpt (Figure 6F). As mCherry+ cells are also bihormonal, it can be concluded that PCNA is expressed in bihormonal cells. We also examined Pdx1 as a proxy for β, *sst1.1* δ and bihormonal cells (Figure 6—figure supplement 1A). The proportion of PCNA+ Pdx1+ cell was strongly increased in 3 and 20 dpt islets compared to CTL. To assess more specifically DNA replication, we performed a 2-day incorporation of the established marker of DNA synthesis EdU in *Tg(sst1.1:eGFP); Tg(ins:NTR-P2A-mCherry)* larvae (Figure 6—figure supplement 1B). Larval *sst1.1*:GFP+ cells and *ins:*mCherry+ β-cells displayed basal DNA replication (CTL). In NFP-treated larvae, the few monohormonal β-cells detected 3 days post-ablation rarely incorporated EdU showing that most escaping β-cells do not proliferate after ablation. In contrast, monohormonal GFP+ EdU + cells were observed in similar proportion between control and ablated larvae. Importantly, a significant fraction of bihormonal cells induced by the ablation showed DNA replication (Figure 6—figure supplement 1B).

To assess p53 activity, important for cell cycle checkpoints, we also used larvae to analyze the expression of p53 target genes by in situ hybridization. *mdm2* and *ccng1* were found induced in a subset of *sst1.1:*GFP+ cells at 3 dpt (Figure 6G), confirming the activation of the p53 pathway in response to the destruction of β-cells.

Given the activation of the p53 pathway following β-cell ablation, and as p53 is generally activated in response to cellular stress, we investigated the role of common stresses caused by β-cell death like hyperglycemia, oxidative stress and impaired Insulin signaling, in bihormonal cell formation. In particular, we asked whether these signals could induce by themselves the formation of bihormonal cells. However, none of these stresses was sufficient to trigger the formation of bihormonal cells (Figure 6—figure supplement 2).

Together, these results demonstrate that bihormonal cells in regenerating islets express genes involved in cell cycle progression and checkpoints. In line with these findings, our data also show that bihormonal cells and possibly *sst1.1* δ-cells engage in proliferation in response to the ablation of β-cells.

### Bihormonal cells also arise from pancreatic ducts

In zebrafish, the secondary islets originate from pancreatic duct-associated progenitors in a process initiated during normal larval development (Parsons et al., 2009; Wang et al., 2011). Ducts also contribute to β-cell regeneration in the adult zebrafish, providing new β-cells to the main and secondary islets (Delaspre et al., 2015; Ghaye et al., 2015). The striking observation that the vast majority of new *ins*-expressing cells are bihormonal in the entire pancreas raises the hypothesis that duct-derived Ins + cells also express Sst1.1. To explore this possibility, we used larvae, a well-established model to study β-cell regeneration from the ducts (Ninov et al., 2013). In this model, destruction of β-cells not only induces their regeneration in the main islet but also activates duct-associated progenitors to produce more β-cells. We first determined the time course of duct-derived β and *sst1.1* δ-cell formation during normal development and established that they start to differentiate between 7 and 10 dpf (Figure 7—figure supplement 1). Next, we used the *Tg(nkx6.1:eGFP); Tg(ins:NTR-P2A-mCherry)* line, where *nkx6.1* is a marker of pancreatic ducts and of duct-associated progenitors (Ghaye et al., 2015), to perform the ablation of β-cells at 3 dpf, that is before the normal differentiation of β and *sst1.1* δ-cells in the tail. Thus, potential Ins + Sst1.1+ bihormonal cells appearing in the tail after ablation are expected to originate from the ducts and not from secondary β or *sst1.1* δ-cells. At 17 dpf, mCherry and Sst immunodetection was analyzed (Figure 7A–B). Double positive bihormonal cells were found in the ductal nkx6.1:GFP+ domain in the tail of regenerating larvae while they were almost absent in CTL ducts (Figure 7B–B’–C and Figure 7—source data 1). These findings support that duct cells give rise to bihormonal cells during regeneration and that they contribute to the overall bihormonal cell mass.

**Figure 7.**
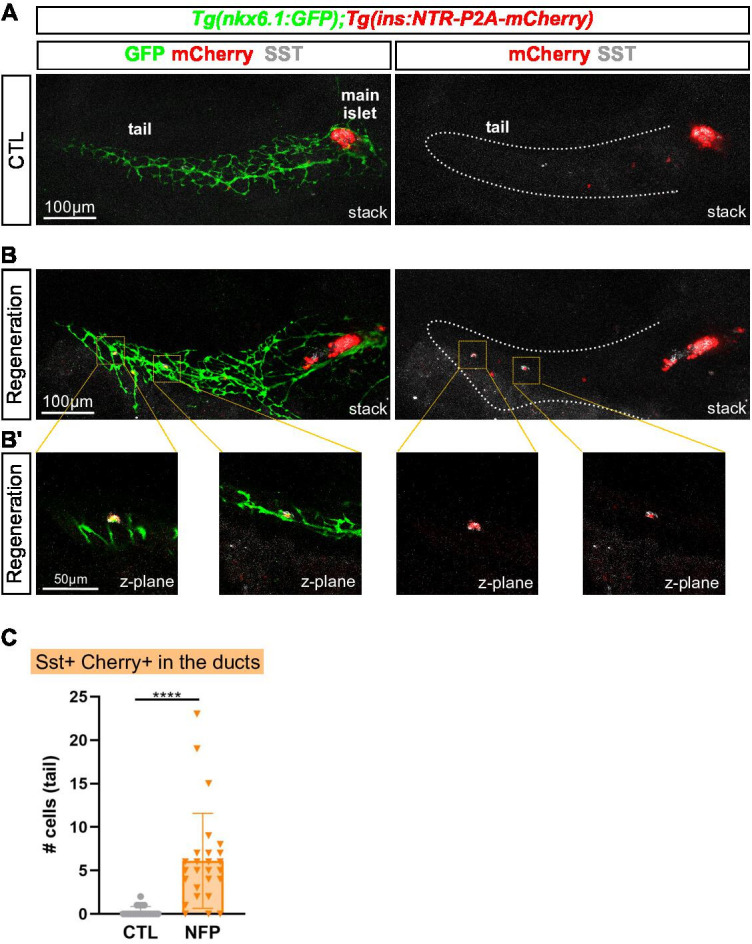
Bihormonal cells can also arise in the pancreatic ducts. (**A–B**) Whole mount immunodetection of GFP that highlights the ducts (green), mCherry (red) for β-cells and Sst (gray) on the entire pancreas of *Tg(nkx6.1:eGFP); Tg(ins:NTR-P2A-mCherry)* larvae at 17 dpf. (**A**) CTL larvae showing the main islet in the head and a few monohormonal endocrine cells (mCherry+ or Sst+) in the ductal GFP+ domain in the tail. The pancreatic tail is delineated by white dashed lines. (**B**) After treatment with NFP from 3 to 4 dpf, regenerating larvae display scattered bihormonal cells (red and gray) in the tail along the ducts. Stacks represent 3D projections of confocal images of the whole pancreas. (**B’**) Close-ups of two individual bihormonal cells in the tail (z-planes showing one unique optical section). (**C**) Quantification of Sst + mCherry + bihormonal cells based on confocal images. Mann-Whitney test, ****p < 0.0001. (See also Figure 7—source data 1). Figure 7—source data 1.Bihormonal cell quantification in the tail (larvae).

**Figure 7—figure supplement 1.**
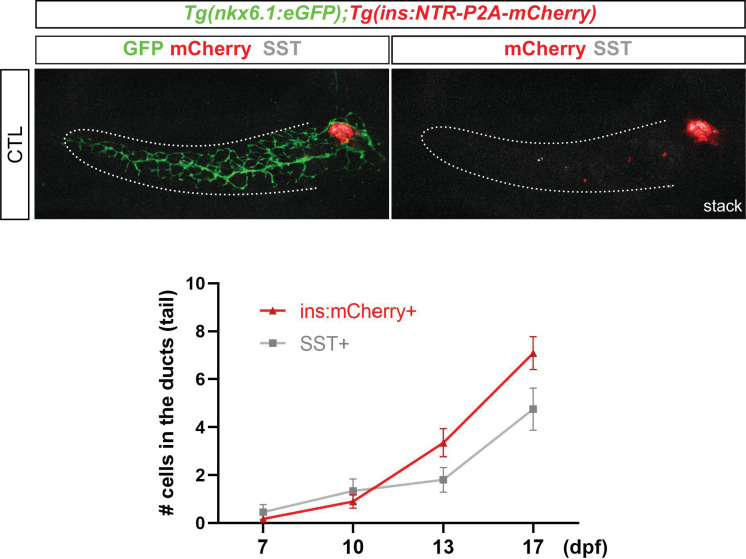
Time course of normal β and sst1.1 δ-cells differentiation from intrapancreatic ducts in the tail of *Tgnkx6.1:eGFP; Tg(ins:NTR-P2A-mCherry)* control larvae. Illustrative whole mount immunodetection on the whole pancreas of non-ablated (CTL) *Tgnkx6.1:eGFP; Tg(ins:NTR-P2A-mCherry)* larvae labeled with GFP to identify the pancreatic ductal domain (dotted lines), mCherry (red) and Sst (gray). Monohormonal mCherry+ and Sst + cells in the ducts were quantified from 7 to 17 dpf based on the confocal images.

### Bihormonal cells persist long after β-cell ablation

Finally, we questioned the persistence of bihormonal cells long after ablation and analyzed the main islet from *Tg(sst1.1:eGFP); Tg(ins:NTR-P2A-mCherry)* adult fish 4 months after ablation. Surprisingly, most Ins + cells still coexpressed GFP as well as high levels of Ucn3 at this stage (Figure 8A), similarly to 20 dpt bihormonal cells. Bihormonal cells still constituted the vast majority of *ins*-expressing cells in the main islet compared to monohormonal β-cells (Figure 8B–D). This also suggests that they do not represent a transient intermediary population that would ultimately resolve into *ins*-only β-cells.

**Figure 8.**
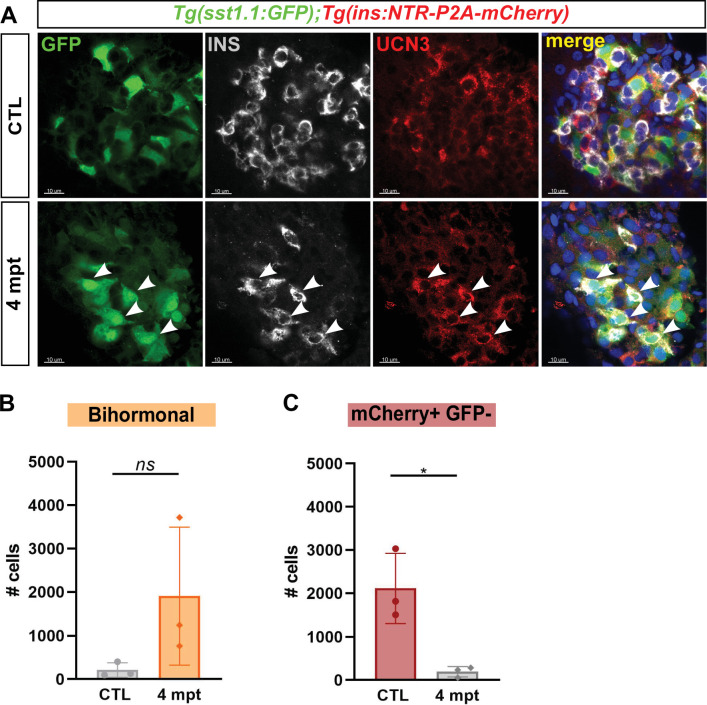
Protracted bihormonal cells 4 months after β-cell ablation. (**A**) Whole mount immunodetection of Ucn3 (red), GFP (green), Ins (grey) on the main islet of *Tg(sst1.1:eGFP); Tg(ins:NTR-P2A-mCherry)* adult fish revealing persistent bihormonal GFP+ Ins + cells still 4 months after ablation. These cells still also express Ucn3 (white arrowheads). (**B–D**) Quantification by flow cytometry of islet cell populations in CTL and 4 months after ablation. (**B**) mCherry+ GFP + bihormonal cells. (**C**) mCherry+ GFP- monohormonal β-cells. Means ± SD; Unpaired t-test with Welch’s correction; *p* < 0.05.*

## Discussion

Pancreatic endocrine cell plasticity and impaired identity has emerged as an important cellular adaptive behavior in response to β-cell stress and death in human and in mammalian diabetic models. Here, we show that, in zebrafish, a large and predominant population of Ins + Sst1.1+ bihormonal cells arise after β-cell destruction, confers glucose responsiveness and restores blood glucose homeostasis. Moreover, contrasting with the age-dependent and limited β-cell neogenesis of mouse models (Chera et al., 2014; Perez-Frances et al., 2021; Thorel et al., 2010), bihormonal cell formation in zebrafish is fast and efficient and occurs all along life.

Our study provides an in-depth characterization of the zebrafish *sst1.1* δ-cell subpopulation. The existence of two distinct δ-cell subpopulations corroborates a recent report of two clusters of δ*-*cells detected by single cell RNAseq, one expressing *sst2/sst1.2* and the other *sst1.1* (Spanjaard et al., 2018). Although our β-cell lineage tracing experiment in larvae indicates that a subset of bihormonal cells derive from pre-existing β-cells, the majority have a non-β origin. Here, we present evidences that bihormonal cells originate from *sst1.1* δ-cells and duct cells. In contrast to *sst2* δ-cells which have previously been excluded as a source of new Ins-expressing cells (Ye et al., 2015), our results strongly suggest that *sst1.1* δ-cells rapidly adapt to the loss of β-cells and activate *ins* expression. First, pre-existing *sst1.1* δ-cells already express many genes essential for β-cells such as *pdx1, ucn3l* and the glucose transporter *slc2a2* (Glut2). Second, *sst1.1* δ-cells and bihormonal cells have a very close transcriptomic profile meaning that only minor changes in *sst1.1* δ-cells would generate bihormonal cells. Third, *sst1.1* δ-cells express the basic molecular machinery for glucose-sensing, glucose- and calcium-dependent stimulation of Insulin secretion and blood glucose control. Fourth, the appearance of bihormonal cells during regeneration concurs with a reduction of the *sst1.1* δ-cell mass. Finally, in vivo imaging revealed the activation of *ins* expression in *sst1.1* δcells early after ablation. All these observations support the conclusion that *sst1.1* δ-cells constitute a distinct zebrafish δ-cell population expressing β-cell features enabling them to rapidly reprogram to bihormonal cells by activating *ins* expression and engender functional surrogate β-cells. Importantly, during the preparation of our manuscript, Singh et al. also identified *sst1.1+ ins* + δ/β hybrid cells in zebrafish by scRNAseq (Singh et al., 2022). They also proposed the *sst1.1* δ-cells as possible cellular origin after β-cell ablation, thereby consolidating our findings. A difference between our two studies, however, is that they detected some hybrid Sst1.1+ Ins + cells in control islets while we could not clearly identify them, probably due to different technical approaches.

The fact that the bihormonal cell population is somewhat larger than the *sst1.1* δ-cell population (compare 979 GFP^high^/*sst1.1* δ-cells in CTL fish in Figure 6A with ~1400 bihormonal cells post-ablation in Figure 1F) suggests the implication of mechanisms complementary to direct conversion. Indeed, beside *sst1.1* δ-cells as cellular origin of bihormonal cells, our findings also point to alternative sources, (i) a β-cell origin from pre-existing cells spared by the ablation and (ii) a ductal origin, at least in larvae. Our results show that a small but significant fraction of bihormonal cells arises from β-cells. We also show that bihormonal cells form in the pancreatic ducts. As ducts are present in the tail as well as in the head, these results suggest a ductal contribution to the global bihormonal cell mass, that is the main and secondary islets. Whether regenerating duct-derived bihormonal cells differentiate via a monohormonal *sst1.1* δ-cell transitional state remains to be determined. Moreover, the ducts could help repopulate the *sst1.1* δ-cells after conversion. Besides neogenesis, our results suggest that proliferation contributes to the formation and/or maintenance of the pool of bihormonal cells and *sst1.1* δ-cells. Notably, we observed evidences of proliferation at an early stage after β-cell ablation, 3 dpt, as illustrated by replicating EdU + bihormonal cells in larvae and broad PCNA expression in adults. Interestingly, the activation of p53 indicates a tight control on proliferation in bihormonal cells. At 20 dpt, the p53 pathway represents the second most enriched signature in bihormonal cells, while PCNA is still widely expressed. To understand this observation, it would be interesting to tackle the dynamics of cell cycle and to perform a detailed analysis of different markers of cell cycle progression and checkpoints in the different cell populations during regeneration.

The identification of bihormonal cells in zebrafish brings the question of the molecular mechanisms underlying this β/δ hybrid identity. In mammals, *Pdx1* is essential for β-cell function notably through activation of *Ins* and of the glucose-sensing machinery genes *Slc2a2* and *Gck* (Ahlgren et al., 1998; Waeber et al., 1996; Watada et al., 1996). *Pdx1* is also crucial to promote and maintain β-cell identity as it activates β-cell genes and represses the α-cell program (Ahlgren et al., 1998; Gao et al., 2014). Interestingly, *Pdx1*, also known as STF1 (Somatostatin Transcription Factor 1), is expressed in a subset of mouse/human δ-cells (Piran et al., 2014; Segerstolpe et al., 2016) and stimulates *Sst* expression (Leonard et al., 1993). In both murine α and γ-cells, the efficiency of reprogramming to *Insulin-*expressing cells is potentiated by forced expression of Pdx1 (Cigliola et al., 2018; Perez-Frances et al., 2021). Thus, the expression of *pdx1* could underlie the intrinsic competence of *sst1.1* δ-cells (or mammalian δ-cells) to induce *ins*. However, *pdx1* expression alone is obviously not sufficient to guarantee *ins* expression, and other mechanisms consequent to β-cell loss must operate in synergy, such as metabolic changes and epigenetic regulations. In contrast to *pdx1*, *nkx6.2* and *mnx1*, two genes essential for β-cell development in zebrafish (Binot et al., 2010; Dalgin et al., 2011), are totally absent in bihormonal cells (Figure 3 and Figure 3—source data 1). In mammals, the homologue of *nkx6.2* in β-cells is *Nkx6.1* (see species-specific expression in Figure 3—source data 5). Both *Nkx6.1* and *Mnx1* genes in mouse are important to repress non-β endocrine lineage programs (Pan et al., 2015; Schaffer et al., 2013). Together, the robust expression of *pdx1* and the lack of *mnx1* and *nkx6.2* are potential key players in the hybrid β/δ phenotype.

Normal glycemia is nearly recovered after 20 days and regenerated animals display perfectly normal glucose tolerance despite the very low abundance of genuine monohormonal β-cells. Bihormonal cells formed after β-cell destruction are abundant – nearly half the initial β-cell mass – and constitute the vast majority of *ins*-expressing cells throughout the whole pancreas and hence the main source of Ins. Their capacity to regulate blood glucose levels is corroborated by their transcriptomic profile showing the expression of the machinery required for glucose responsiveness and insulin secretion as illustrated by the glucose transporter Glut2 (*slc2a2)*, the prohormone convertase *pcsk1*, the K_ATP_ subunit SUR1 (*abcc8)* and several components of the secretory pathway. All these findings are further supported by the observation by Singh et al that β/δ hybrid cells gain glucose responsiveness during regeneration as assessed by in vivo Calcium imaging (Singh et al., 2022). Altogether, we propose that, despite the fact that bihormonal cells are not identical to β-cells, they are the functional units that control glucose homeostasis in regenerated fish, compensate for the absence of monohormonal β-cells and reverse diabetes.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent (*Danio rerio*)	*TgBAC(nkx6. 1:eGFP)^ulg004^*	PMID:26329351	ZFIN: ZDB-ALT-160205–1	
Genetic reagent (*Danio rerio*)	*Tg(ins:NTR-P2A-mCherry)^ulg034^*	PMID:29663654	ZFIN: ZDB-ALT-171122–9	
Genetic reagent (*Danio rerio*)	*Tg(sst1.1:eGFP)^ulg054^*	This paper		See Zebrafish husbandry and generation of the *Tg(sst1.1:eGFP)^ulg054^ zebrafish line*
Antibody	Anti-GFP (chicken polyclonal)	Aves Labs	GFP-1020	(1:500)
Antibody	Anti-Insulin (guinea pig polyclonal)	Dako	A0564	(1:500)
Antibody	anti-mCherry/ dsRed (Living Colors Polyclonal)	Clontech	632,496	(1:500)
Antibody	anti-Pan-RCFP (Living Colors Polyclonal)	Clontech	632,475	(1:500)
Antibody	anti-Somatostatin (rat polyclonal)	Invitrogen	MA5-16987	(1:300)
Antibody	anti-Somatostatin (rabbit polyclonal)	Dako	A0566	(1:300)
Antibody	anti-Glucagon (mouse monoclonal)	Sigma	G2654	(1:300)
Antibody	anti-Urocortin 3 (rabbit polyclonal)	Phoenix Pharmaceuticals	H-019–29	(1:300)
Antibody	Anti-Pdx1 (guinea pig polyclonal)	From Chris Wright		(1:200)
Antibody	PCNA	Sigma-Aldrich	P8825	(1:500)
Antibody	Goat anti-Rat IgG (H + L) Cross-Adsorbed, Alexa Fluor 488	Invitrogen	A11006	(1:750)
Antibody	Goat anti-Chicken IgY (H + L), Alexa Fluor 488	Invitrogen	A-11039	(1:750)
Antibody	Goat anti-Chicken IgY (H + L), Alexa Fluor 568	Invitrogen	A-11041	(1:750)
Antibody	Goat anti-Mouse IgG (H + L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 488	Invitrogen	A-11001	(1:750)
Recombinant DNA reagent	p3E-CRE^ERT2^	This paper		plasmid
Recombinant DNA reagent	p5E-MCS	Tol2kit	228	plasmid
Recombinant DNA reagent	p3E-eGFP	Tol2kit	366	plasmid
Recombinant DNA reagent	pDestTol2p2A	Tol2kit	394	plasmid
Recombinant DNA reagent	pDONRP2R-P3			plasmid
Sequence-based reagent	O99	This article	PCR primer	GGGGACAGCTTTCTTGTACAAAGTGG CTGCTAACCATGTTCATGCCTTC
Recombinant DNA reagent	*Tg(ubb:loxP- CFP-loxP-zsYellow)*	PMID:21623370	ZDB-TGCONSTRCT-111115–6	
Sequence-based reagent	O100	This article	PCR primer	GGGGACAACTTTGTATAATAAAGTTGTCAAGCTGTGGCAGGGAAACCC
Sequence-based reagent	IM217	This article	PCR primer	ttttattaaagtgtttatttggtctcagag
Sequence-based reagent	IM256	This article	PCR primer	AAGAGCACTTCAGATGTCTTCCC
Sequence-based reagent	O097	This article	PCR primer	GTATCTATAGTTGAACATGAAAGCAT
Sequence-based reagent	O098	This article	PCR primer	GGTCACACTGACACAAACAC ACA
Sequence-based reagent	pCR8/GW/TOPO	Invitrogen	K250020	
Commercial assay or kit	Gateway LR Clonase II Enzyme mix	Invitrogen	11791020	
Commercial assay or kit	Gateway BP Clonase II Enzyme mix	Invitrogen	11789020	
Commercial assay or kit	Nextera XT DNA Library kit	Illumina	FC-131–1024	
Commercial assay or kit	Click-iT EdU Cell Proliferation Kit for Imaging, Alexa Fluor 647 dye	Invitrogen	C10340	
Chemical compound, drug	4-Hydroxytamoxifen	Sigma-Aldrich	H7904	
Chemical compound, drug	Nifurpirinol	Sigma-Aldrich	32,439	
Software, algorithm	Flowing Software 2	https://bioscience.fi/services/cell-imaging/flowing-software/	RRID:SCR_015781	Version 2.5.1
Software, algorithm	Imaris	Bitplane(http://www.bitplane.com/imaris/imaris)	RRID:SCR_007370	Version 9.5
Software, algorithm	GraphPad Prism	GraphPad Prism (https://graphpad.com)	RRID:SCR_015807	Version 8
Software, algorithm	DESeq2	DESeq2(https://bioconductor.org/packages/release/bioc/html/DESeq2.html)	RRID:SCR_015687	
Software, algorithm	WebGestalt	WebGestalt(http://www.webgestalt.org/)	RRID:SCR_006786	

### Zebrafish husbandry and generation of the Tg(sst1.1:eGFP)^ulg054^ zebrafish line

Zebrafish wild-type AB were used in all the experiments. *TgBAC(nkx6.1:eGFP)^ulg004^* (Ghaye et al., 2015) and *Tg(ins:NTR-P2A-mCherry)^ulg034^* (Bergemann et al., 2018) were used. Zebrafish were raised in standard conditions at 28 °C. All experiments were carried out in compliance with the European Union and Belgian law and with the approval of the ULiège Ethical Committee for experiments with laboratory animals (approval numbers 14–1662, 16–1872; 19–2083, 21–2353).

To generate the *Tg(sst1.1:eGFP)^ulg054^* zebrafish line, the *sst1.1:eGFP* transgene has been generated by cloning a 770 pb PCR fragment containing the *sst1.1* regulatory regions just upstream the ATG of the *sst1.1* ORF (ENSDARG00000040799.4) amplified with primers IM217 and IM256 into the Gateway vector pCR8/GW/TOPO. The promoter was assembled by LR recombination with p5E-MCS and p3E-eGFP into pDestTol2p2A from the Tol2kit (Kwan et al., 2007). *Tg(sst1.1:eGFP)^ulg054^* fish have been generated using the Tol2 mediated transgenesis (Kawakami, 2007). Adult *Tg(sst1.1:eGFP)^ulg054^* fish (abbreviated *Tg(sst1.1:eGFP))* were crossed with *Tg(ins:NTR-P2A-mCherry)^ulg034^* to generate a double transgenic line. The insbglob:loxP-mCherry-nls-loxP-DTA construct was created by cloning a loxP-mCherry-nls loxP cassette downstream of the *ins* promoter beta-globin intron (Ninov et al., 2013). Subsequently, a DTA gene was cloned downstream of the last loxP site via ligation independent cloning (InFusion, Clontech). The *Tg(ins.bglob:loxP-NLS-mCherry-loxP-DTA)^bns525^* line (abbreviated *Tg(ins:lox-mCherry-lox-DTA*)) was generated using the Tol2 system (Kawakami, 2007). *The Tg(ins:CRE-ERT2*) has been generated by LR recombination combining p5E-MCS (Kwan et al., 2007), pME-ins and p3E-CRE^ERT2^ vectors into pDestTol2p2A from the Tol2kit. pME-ins was obtained by cloning into the pCR8/GW/TOPO a PCR fragment of 897 pb using the primers O097 et O098 and which contains 744 bp of the insulin promoter, the exon 1 (47 bp), the intron 1 (99 bp) and the 7 bp of exon two just upstream of the ATG. p3E-CRE^ERT2^ was obtained by BP cloning into the pDONRP2R-P3 the 2200 bp PCR fragment using the primers O99 and O100 and as template the pCRE^ERT2^ kindly received from P. Chambon (Feil et al., 1997).

### β-Cell ablation

Nifurpirinol (NFP) (32439, Sigma-Aldrich) stock solution was dissolved at 2.5 mM in DMSO. 4-Hydroxytamoxifen (4-OHT, H7904, Sigma-Aldrich) was dissolved in DMSO as a concentrated solution of 10 mM and kept as single-use aliquots at –80 °C. β-cell ablation in *Tg(sst1.1:eGFP); Tg(ins:NTR-P2A-mCherry)* larvae was induced by treatment with 4 µM NFP in E3 egg water. Adult fish were treated in fish water with 2.5 µM NFP. Control treatments consisted of E3 containing 0.16% DMSO. Larvae and adults were treated for 18 hr in the dark.

To induce β-cell ablation with *Tg(ins:lox-mCherry-lox-DTA); Tg(ins:CRE-ERT2)* line, larvae were treated at 7 dpf with 5 µM 4-OHT at in the dark during 2 × 2 hr with replacement with fresh 4-OHT. Larvae were then washed several times with E3 egg water to eliminate 4-OHT and allowed to regenerate.

### β-Cell tracing in larvae

β-cell labeling was performed in *Tg(ins:CRE-ERT2); Tg(ubb:loxP-CFP-loxP-zsYellow); Tg(sst1.1:GFP); Tg(ins:NTR-P2A-mCherry)* larvae at 6 dpf by 2 × 2 hr 5 µM 4-OHT before several washes in E3 egg water. At 7 dpf, β-cells were ablated with NFP and larvae were allowed to regenerate until 14 dpf before fixation.

### Intraperitoneal glucose tolerance test and blood glucose measurements

Adult fish were fasted for 24 hr then euthanized with tricaine and the glycemia was immediately measured using the Accu-Chek Aviva glucometer (Roche Diagnostics) with blood collected at the tail.

D-Glucose was dissolved in PBS at 0.5 mg/µl. After anesthesia, adult fish were injected intraperitoneally at 1 mg/g fish weight with tricaïne as described in Eames et al., 2010.

### 5‐Ethynyl‐2′‐deoxyuridine (EdU) incorporation assay

Zebrafish larvae were incubated in 4 mM EdU dissolved in fish E3 water for 2 days, with replacement of the solution after 24 hr, the were euthanized in tricaine and fixed in 4% PFA. EdU was detected according to the protocol of Click-iT EdU Cell Proliferation Kit for Imaging, Alexa Fluor 647 (ThermoFisher C10340) and processed for whole mount immunodetection.

### Immunodetection of paraffin Sections

Samples were fixed and processed for immunofluorescence as previously described (Ghaye et al., 2015).

### Whole-mount immunodetection

Larvae were euthanized in tricaine and fixed in 4% PFA at 4 °C for 24 hr before IHC. After depigmentation with 3% H2O2/1% KOH during 15 min, larvae were permeabilized 30 min in PBS/0.5% Triton X-100 and incubated for 2 hr in blocking buffer (4% goat serum/1% BSA/PBS/0.1% Triton X-100). Primary and secondary antibodies were incubated at 4 °C overnight. Adult fish (6–10 months) were euthanized and fixed for 48 hr. Digestive tracts were dissected, dehydrated and stored in 100% methanol at –20 °C. Before IHC, the samples were permeabilized in methanol at room temperature for 30 min, placed 1 hr at –80 °C then back at room temperature. After rehydration in PBS/0.05% Triton X-100, depigmentation was performed for 15 min followed by incubation in blocking buffer containing 4% goat serum /1% BSA/PBS/0.01% Triton X-100. The primary antibodies were incubated for 48 hr on adult samples and overnight on larvae, followed by overnight incubation with the secondary antibodies overnight at 4 °C. Primary antibodies: Anti-Insulin (guinea pig, 1:500, Dako A0564), Living Colors Polyclonal anti-mCherry/dsRed (rabbit, 1:500, Clontech 632496), Living Colors Polyclonal anti-Pan-RCFP (rabbit, 1:500, Clontech 632475), anti-GFP (chicken, 1:1000, Aves lab GFP-1020), anti-Somatostatin (rat, 1:300, Invitrogen MA5-16987), anti-Somatostatin (rabbit, 1:300, Dako, A0566), anti-Glucagon (mouse, 1:300, Sigma G2654), anti-Urocortin 3 (rabbit, 1:300, Phoenix Pharmaceuticals H-019–29), anti-Pdx1 (guinea pig, 1:200, kind gift from Chris Wright, Vanderbilt University), anti-PCNA (clone PC10 Sigma P8825). Secondary antibodies: Alexa Fluor-488,–568, –633 (goat, 1:750, Molecular Probes).

### Whole-mount in situ hybridization on embryos

The *sst1.1* and *sst2* probes were described in Devos et al., 2002. The *ins* probe has been described in Milewski et al., 1998. Fluorescent in situ hybridization were performed as described in Tarifeño-Saldivia et al., 2017 on 3 or 6 days post fertilization embryos (dpf). The antisense RNA probes were revealed using tyramide-Cy3 followed by immunodetection of GFP.

Images of immunodetection and in situ hybridization were acquired with a Leica SP5 or a Zeiss LSM880 confocal microscope, and processed with Imaris 9.5 (Bitplane) for visualization.

### In vivo imaging

In vivo imaging was performed with a Lightsheet Zeiss Z1 microscope using a 20 x water immersion objective and 488 nm and 561 nm lasers. *Tg(sst1.1:eGFP); Tg(ins:NTR-P2A-mCherry)* larvae were treated from 1 dpf with 1-phenyl 2-thiourea (0.003% (w:v)) to inhibit pigment synthesis. After ablation with NFP from 3 to 4 dpf, larvae were anesthetized, embedded in 0.25% low melting agarose containing and mounted into FEP capillaries. Images were acquired every 30 min and were maintained during the whole experiment at 28° and with 100 ml/L tricaine. Images were converted with Imaris 9.5 (Bitplane) for visualization.

### Flow cytometry and FACS

The zebrafish pancreas contains one main big islet in the head and several smaller secondary islets in the tail. The main islets from 2 to 4 pancreata of *Tg(sst1.1:eGFP); Tg(ins:NTR-P2A-mCherry)* adult fish (6–10 months old, males and females) were dissected under epifluorescence to eliminate a maximum of non-fluorescent surrounding exocrine tissue, collected and washed in HBSS without Ca^2+^/Mg^2+^. Live cell dissociation was performed in Tryple Select 1 x solution (GIBCO) supplemented with 100 U/mL collagenase IV (Life Technologies 17104–019) and 40 µg/mL proteinase K (Invitrogen, 25530031) for 10 min at 28 °C, and stopped with 15% FBS. The GFP+ cells, mCherry+ cell and double GFP+ mCherry + cells were selected according to gates as shown in Figure 1—figure supplement 1 (dashed lines) on FACS Aria III and sorted under purity mode and after exclusion of the doublets. The purity of the sorted cells was confirmed by epifluorescence microscopy (~95 %). Cells (about 1000–5000/fish depending on the cell type) were immediately lysed with 0.5% Triton X-100 containing 2 U/µl RNAse inhibitor and stored at –80 °C. Similar strategy was followed for cell quantification in secondary islets present in the pancreatic tail. The pancreas was dissected excluding the anterior most part containing the main islet and whole posterior tissues were dissociated and analyzed.

### Cell quantification in adults by flow cytometry

The percentage of mCherry+, GFP+ and double mCherry+ GFP + fluorescent cells in the dissociated islets was inferred from flow cytometry experiments in each quadrant delimiting negative and positive fluorescence. FACS plots were generated by FlowJo 10.6.2 and quantifications were performed using Flowing Software 2.5.1.

### mRNA sequencing of FACSed cells and bioinformatic analyses

cDNAs were prepared from lysed cells according to SMART-Seq2.0 (Picelli et al., 2014) for low input RNA sequencing and libraries were prepared with Nextera DNA Library kit (Illumina). Independent biological replicates of each cell type sequenced using Illumina HiSeq2500 and obtained ~20 million 75 bp single-end reads (seven replicates for β-cells, 6 for 20 dpt bihormonal cells, 3 for sst1.1GFP^high^, 3 for sst1.1GFP^low^). Reads were mapped and aligned to the zebrafish genome GRCz11 from Ensembl gene annotation version 92 using STAR (Dobin et al., 2013). Gene expression levels were calculated with featureCounts (http://bioinf.wehi.edu.au/featureCounts/) and differential expression determined with DESeq2 (Love et al., 2014). Expression values are given as normalized read counts. Poorly expressed genes with mean normalized expression counts <10 were excluded from the subsequent analyses. DESeq2 uses Wald test for significance with posterior adjustment of P values (Padj) using Benjamini and Hochberg multiple testing. The differentially expressed (DE) genes identified with a Padj cutoff of 0.05 and fold change above two were submitted for GO analysis using WebGestalt tool (Liao et al., 2019).

The genes enriched in β-cells and *sst2*δ-cells above fourfold were identified using sequences obtained previously (Tarifeño-Saldivia et al., 2017) with prior mapping on the more recent GRCz11 v92 assembly of the zebrafish genome; they thus slightly differ from the gene list previously published (provided in Figure 3—source data 2). Then, new enrichment was updated to take into account the new transcriptomic data obtained for *sst1.1*δ-cells from *Tg(sst1.1:eGFP)* and the new β-cells from *Tg(ins:NTR-P2A-mCherry*) (presented in Figure 3—source data 3).

### Statistical Analyses

Graphs and statistical analyses were performed using GraphPad Prism 8. Data are represented as Mean ± SD except in Figure 4C where Mean ± SEM are shown. The statistical tests are described in the legend of the Figures.

## Data Availability

RNA sequencing data have been deposited at NCBI GEO. The following dataset was generated: Carril PardoCA MassozL DupontMA BergemannD BourdouxheJ LavergneA Tarifeño-SaldiviaE HelkerCSM StainierDYR PeersP VozML ManfroidI 2022δ-cell conversion to insulin+ bihormonal cells in zebrafishNCBI Gene Expression OmnibusGSE167187 The following previously published dataset was used: Tarifeño-SaldiviaE 2017RNAseq from the pancreatic acinar, alpha, beta and delta cells from zebrafishEBIPRJEB10140

## Additional files

Transparent reporting form

# Supplementary material for: A δ-cell subpopulation with a pro-β-cell identity contributes to efficient age-independent recovery in a zebrafish model of diabetes
**Source:** eLife. 2022 Jan 21;11:e67576. doi: 10.7554/eLife.67576
**Supplement:** Figure 1—source data 1.

Figure 1-Source Data 1

Blood glucose (mg/dl) in adult fish

CTL	3 dpt	20 dpt
61	426	149
53	600	190
51	283	104
61	600	88
62	600	102
51	600	82
49	600	177
55	600	101
64	493	121
62	505	111
60	517	132
50	568	127
58	426	123
61	600	67
96	283	139
61	600	127
62	600	87
95	600	103
81	600	103
50	600	149
58	493	104
61	505	88
96	517	102
61	568	82
62	308	177
51	232	101
49	232	121
86	285	111
64	580	132
73	600	127
90	600	123
81	600	67
104	600	139
89		127
69		87
61		103
62		103
95		141
55		161
64		
62		
60		
61		
53		
51

# Supplementary material for: A δ-cell subpopulation with a pro-β-cell identity contributes to efficient age-independent recovery in a zebrafish model of diabetes
**Source:** eLife. 2022 Jan 21;11:e67576. doi: 10.7554/eLife.67576
**Supplement:** Figure 1—source data 3. — mCherry+ cells from the main islet were sorted by FACS from Tg(ins:NTR-P2A-mCherry) adult zebrafish 2months after β-cell ablation and gene expression levels were determined by RNA sequencing (expressed as normalized read counts). The ins gene is the highest expressed gene just above sst1.1. This is the result of one single exploratory replicate.

| **Gene_Name** | **Expression in regenerated β-cells** |
| --- | --- |
| ins | 14801223 |
| sst1.1 | 7912534 |
| mt-co1 | 435554 |
| ppdpfb | 267739 |
| rgs5a | 256637 |
| dkk3b | 213588 |
| mt-co2 | 210445 |
| RPL41 | 206138 |
| scg3 | 146678 |
| calca | 143619 |
| pcsk1 | 137921 |
| eef1a1l2 | 133915 |
| fosab | 130543 |
| tmsb1 | 130150 |
| cst3 | 125586 |
| mt-co3 | 107003 |
| rpl19 | 95153 |
| pcsk2 | 94936 |
| rpsa | 91191 |
| mt-cyb | 89586 |

**Figure 1- source data 3**

# Supplementary material for: A δ-cell subpopulation with a pro-β-cell identity contributes to efficient age-independent recovery in a zebrafish model of diabetes
**Source:** eLife. 2022 Jan 21;11:e67576. doi: 10.7554/eLife.67576
**Supplement:** Figure 3—source data 5.

**Figure 3-source data 1**

| Transcription factor | Expression in mouse/human islets  (mature/adults) | Zebrafish orthologue | Expression in zebrafish islets (mature/adults) | Functional orthologue/paralogue or equivalent in zebrafish |
| --- | --- | --- | --- | --- |
| *Neurod1* | Pan-endocrine | *neurod1* | Pan-endocrine |  |
| *Pax6* | Pan-endocrine | *pax6b* | Pan-endocrine | pax6b |
| *Isl1* | Pan-endocrine | *isl1* | Pan-endocrine |  |
| *Pdx1* | β-cells, δ-cells | *pdx1* | β-cells, sst1.1 δ-cell (this study) |  |
| *Nkx6.1* | β-cells | *nkx6.1* | Not expressed in mature islet cells | *nkx6.2* in β-cells |
| *Nkx6.2* | Not detected in mature islet cells | *nkx6.2* | β-cells |  |
| *Mnx1* | β-cells | *mnx1* | β-cells and α-cells |  |
| *Hhex* | δ-cells | *hhex* | δ-cells |  |

| Transcription factor | Expression in mouse/human pancreatic  progenitors | Zebrafish orthologue | Expression in pancreatic progenitors | Functional orthologue/paralogue or equivalent in zebrafish |
| --- | --- | --- | --- | --- |
| *Ascl1 (previously Mash1)* | Not expressed in mature islet cells | *ascl1b* | Not expressed in mature islet cells | *ascl1b* |
| *Neurog3* | Endocrine progenitors. Not expressed in mature islet cells | *neurog3* | No expression in zebrafish pancreas | *ascl1b and neurod1* in embryonic progenitors |
| *Nkx6.1* | Pancreatic embryonic progenitors  (ducts) | *nkx6.1* | Pancreatic embryonic progenitors and duct cells |  |
| *Sox9* | Pancreatic embryonic progenitors | *sox9b* | Pancreatic embryonic progenitors | *sox9b* |
| *Pdx1* | Pancreatic embryonic progenitors and duct cells | *Pdx1* | Pancreatic embryonic progenitors and duct cells |  |

# Supplementary material for: A δ-cell subpopulation with a pro-β-cell identity contributes to efficient age-independent recovery in a zebrafish model of diabetes
**Source:** eLife. 2022 Jan 21;11:e67576. doi: 10.7554/eLife.67576
**Supplement:** Figure 5—source data 1.

Figure 5-Source Data 1. Significant differentially expressed genes between GFPhigh and GFPlow δ -cells
DESeq Padj<0.05

Ensembl_ID	Gene_Name	Mean_<br>CTL_GFPhigh	Mean_<br>CTL_GFPlow	log2FC	Padj
ENSDARG00000071209	opr1l	0	88	5,27	4,19E-04
ENSDARG00000006865	glra4a	1	180	5,20	1,36E-04
ENSDARG00000076280	ppp1r1b	1	355	5,12	1,13E-04
ENSDARG000000035120	glc	2	319	5,08	5,87E-05
ENSDARG00000005616	bfb	1	218	5,04	3,30E-04
ENSDARG00000075757	gig2e	0	341	4,94	1,72E-04
ENSDARG000000059438	galnt18b	0	76	4,93	3,63E-04
ENSDARG00000075718	rpz5	5	905	4,92	6,58E-05
ENSDARG00000028346	tesca	0	83	4,84	4,76E-04
ENSDARG000000046054	CT027815.1	3	329	4,83	1,07E-04
ENSDARG000000091513	si:dkey-22o12.2	0	153	4,83	4,76E-04
ENSDARG000000044501	viml	0	79	4,82	1,45E-03
ENSDARG00000112049	cldn15a	2	459	4,82	1,07E-04
ENSDARG00000010266	igf2bp3	0	56	4,80	3,60E-04
ENSDARG00000022971	epha6	1	108	4,78	5,44E-04
ENSDARG000000015869	slc22a16	7	699	4,76	1,34E-04
ENSDARG000000052713	lrrtm1	15	782	4,76	2,18E-05
ENSDARG000000061365	hepacam2	15	1510	4,76	1,35E-04
ENSDARG000000089885	slc16a12b	13	1158	4,72	9,58E-05
ENSDARG000000051876	ush1c	4	286	4,72	4,75E-05
ENSDARG000000037159	opr1b	11	1913	4,72	1,19E-04
ENSDARG000000099111	zgc:175280	0	61	4,72	1,10E-03
ENSDARG000000035562	mpdu1a	1	119	4,72	4,19E-04
ENSDARG00000103679	bmp16	5	899	4,72	1,14E-04
ENSDARG000000057833	gulp1b	26	2415	4,71	1,29E-04
ENSDARG000000044566	fabp6	5	1448	4,64	1,35E-04
ENSDARG0000000087798	pdyn	17	2081	4,64	1,63E-04
ENSDARG000000099850	iqsec3a	0	113	4,63	6,53E-04
ENSDARG000000062478	ackr3a	0	75	4,62	5,37E-04
ENSDARG00000110069	pdgfaa	0	90	4,62	9,65E-04
ENSDARG000000090297	ldlrad2	0	60	4,62	6,02E-04
ENSDARG000000094511	ccl20b	3	988	4,60	1,94E-04
ENSDARG0000000034718	tfpia	3	672	4,59	1,34E-04
ENSDARG00000007108	lipia	1	191	4,58	8,53E-04
ENSDARG000000035521	sfrp1a	1	95	4,58	1,20E-03
ENSDARG000000058961	ngfa	0	40	4,58	1,17E-03
ENSDARG00000100494	pbx1a	7	408	4,58	6,58E-05
ENSDARG000000068288	lamc2	4	870	4,57	3,29E-04
ENSDARG0000000074723	myo10l1	0	62	4,55	4,80E-04
ENSDARG000000019856	atp1a1b	21	2290	4,53	3,80E-04
ENSDARG00000101637	ccnd1	7	286	4,53	3,66E-06
ENSDARG000000017591	fat1a	10	868	4,52	1,14E-04
ENSDARG000000016470	anxa5b	1	68	4,51	7,54E-04
ENSDARG00000070917	kitlga	1	146	4,51	7,54E-04
ENSDARG0000000089790	efna5a	0	110	4,51	4,31E-04
ENSDARG000000031228	podxl	2	196	4,51	1,83E-04
ENSDARG000000027088	ptgdsb.1	0	107	4,49	1,42E-03
ENSDARG000000036456	anxa4	51	4267	4,49	1,29E-04
ENSDARG000000070110	opn5	0	71	4,49	8,46E-04
ENSDARG0000000105153	ifitm5	3	499	4,48	3,40E-04
ENSDARG000000053542	kctd12.2	523	31726	4,48	2,34E-04
ENSDARG000000092520	si:dkey-250k15.10	0	70	4,48	1,20E-03
ENSDARG00000101481	rbp5	1	64	4,46	1,32E-04
ENSDARG000000068144	nmba	40	3309	4,46	1,36E-04
ENSDARG000000075542	zfhx4	5	269	4,46	1,14E-04
ENSDARG0000000054239	ghrl	276	44119	4,46	1,68E-04
ENSDARG000000058243	phactr3a	0	36	4,46	1,16E-03
ENSDARG000000033614	rasgef1ba	57	2908	4,45	1,07E-04
ENSDARG000000002235	mmp14a	0	149	4,45	1,10E-03
ENSDARG000000020794	neurod6b	0	62	4,45	8,00E-04
ENSDARG00000102464	wnt5b	0	80	4,44	7,63E-04
ENSDARG0000000096971	si:dkey-206p8.1	37	1674	4,44	9,27E-05
ENSDARG000000022531	ntn1b	0	55	4,44	1,34E-03
ENSDARG000000034643	fhl3a	1	86	4,43	3,63E-04
ENSDARG0000000057209	plppr5a	4	363	4,43	1,07E-03
ENSDARG000000051975	cd99	11	471	4,42	8,69E-05
ENSDARG000000069250	uacaa	0	98	4,40	1,37E-03
ENSDARG000000087349	reep6	1	129	4,40	1,24E-03

ENSDARG00000105223	pmp22a	3	436	4,39	6,01E-04
ENSDARG00000116139	cdx1b	23	1929	4,38	4,19E-04
ENSDARG00000039577	ptk2bb	0	46	4,38	1,21E-03
ENSDARG00000054616	cldni	80	9670	4,38	4,79E-04
ENSDARG00000038794	zgc:113531	2	117	4,37	6,39E-04
ENSDARG00000070391	tspan4b	4	524	4,37	4,19E-04
ENSDARG00000077847	olfm2a	34	3151	4,37	5,60E-04
ENSDARG000000099260	PITPNC1	8	1015	4,36	4,76E-04
ENSDARG00000077573	tmprss13b	1	127	4,35	8,95E-04
ENSDARG00000053383	rprma	4	514	4,34	3,63E-04
ENSDARG00000093413	edil3a	5	899	4,34	4,76E-04
ENSDARG00000022727	epha2b	0	59	4,32	2,23E-03
ENSDARG000000061242	tuft1a	6	338	4,30	3,29E-04
ENSDARG00000074763	mrp2a	41	2567	4,30	5,42E-04
ENSDARG00000099184	map2k6	572	17482	4,30	2,08E-05
ENSDARG00000053358	basp1	11	778	4,30	3,59E-04
ENSDARG00000035253	npr3	2	263	4,29	3,58E-04
ENSDARG00000077817	cxxc4	3	396	4,29	7,32E-04
ENSDARG000000038424	si:dkey-8k3.2	2	480	4,28	1,86E-04
ENSDARG00000088157	smoc2	4	647	4,28	7,92E-04
ENSDARG00000021442	cdh11	4	830	4,27	4,76E-04
ENSDARG00000011163	sema3fa	8	703	4,25	8,47E-04
ENSDARG00000019260	dhrs9	0	65	4,25	5,74E-04
ENSDARG00000079484	kcnt1	44	2475	4,25	5,47E-04
ENSDARG000000112990	BX897729.1	1	66	4,24	7,46E-04
ENSDARG00000014190	sst2	26197	1625452	4,23	5,29E-04
ENSDARG00000092987	zmat4a	0	92	4,23	1,87E-03
ENSDARG00000031702	prkg1b	6	583	4,22	6,02E-04
ENSDARG00000043226	nfixa	0	34	4,21	1,80E-03
ENSDARG00000078853	arhgef19	0	47	4,20	1,45E-03
ENSDARG000000020708	mdkb	54	3492	4,18	6,73E-04
ENSDARG00000112993	efnb3a	2	106	4,18	8,95E-04
ENSDARG00000074865	frmpd3	1	70	4,18	1,11E-03
ENSDARG00000062510	bcl11ba	0	25	4,18	1,44E-03
ENSDARG00000039434	oprml	0	28	4,17	1,11E-03
ENSDARG00000077465	sorcs2	11	604	4,17	5,39E-04
ENSDARG00000013310	map3k15	117	6810	4,17	6,86E-04
ENSDARG00000090253	zgc:113223	0	40	4,16	1,78E-03
ENSDARG00000093739	si:dkey-83m22.7	8	281	4,15	1,98E-04
ENSDARG00000062967	kcng4a	0	34	4,15	2,05E-03
ENSDARG00000003706	ryr2b	0	24	4,14	3,92E-03
ENSDARG00000018303	etv4	5	441	4,14	8,48E-04
ENSDARG00000076499	usp53b	0	21	4,14	1,30E-03
ENSDARG00000015404	arl3l2	3	276	4,14	9,26E-04
ENSDARG00000007383	kcnk6	0	48	4,14	1,43E-03
ENSDARG00000079198	usp13	0	37	4,13	1,48E-03
ENSDARG00000060846	cabp7b	3	191	4,12	7,93E-04
ENSDARG00000012449	si:ch211-169p10.1	1	56	4,12	7,46E-04
ENSDARG00000074591	eda	4	172	4,12	6,34E-04
ENSDARG00000008637	mttp	0	96	4,12	6,39E-04
ENSDARG00000099183	fkbp10a	2	426	4,12	6,39E-04
ENSDARG00000076182	stat1b	1	162	4,11	1,27E-03
ENSDARG00000075012	si:ch211-12n8.3	3	125	4,11	5,42E-04
ENSDARG000000059950	plxdc2	0	34	4,11	1,76E-03
ENSDARG00000099129	phlda1	0	35	4,11	1,44E-03
ENSDARG00000039974	rai14	3	141	4,10	3,63E-04
ENSDARG00000013921	frya	32	1389	4,09	6,02E-04
ENSDARG00000060711	sv2bb	13	689	4,09	7,56E-04
ENSDARG00000012397	eya4	6	366	4,07	5,93E-04
ENSDARG00000104370	esm1	1	102	4,07	1,61E-03
ENSDARG00000014792	lrrc4bb	2	132	4,06	7,05E-04
ENSDARG00000091726	aebp1	51	4546	4,06	1,24E-03
ENSDARG00000055349	pknox2	3	277	4,06	8,47E-04
ENSDARG00000009026	ank2a	19	801	4,06	6,67E-04
ENSDARG00000056619	arhgap42a	3	148	4,06	3,73E-04
ENSDARG000000091560	slc6a19a.2	1	77	4,06	9,57E-04
ENSDARG00000098024	si:dkey-262k9.2	10	357	4,06	2,29E-04
ENSDARG00000074695	mertka	11	1121	4,05	1,35E-03
ENSDARG00000016081	cldn15la	0	32	4,05	1,24E-03
ENSDARG00000006120	tbx2b	36	1577	4,05	7,78E-04
ENSDARG00000095184	si:ch73-52p7.1	0	34	4,05	1,76E-03
ENSDARG00000045528	fgd6	5	225	4,04	5,05E-04
ENSDARG0000004415	tcf7l2	1	68	4,04	2,30E-03

ENSDARG00000069431	slc26a4	1	88	4,03	1,70E-03
ENSDARG00000063437	wnt9a	6	498	4,02	8,06E-04
ENSDARG00000104665	kirrel3l	1	89	4,02	2,70E-03
ENSDARG00000014215	cdh13	7	403	4,01	1,43E-03
ENSDARG00000009567	spegb	60	2911	4,01	1,44E-03
ENSDARG00000071465	lrrc39	10	224	4,01	2,21E-05
ENSDARG00000099880	sp6	0	84	4,00	1,50E-03
ENSDARG000000101077	SCTR	1	68	4,00	2,47E-03
ENSDARG00000112040	CR774179.5	3	255	3,99	6,82E-04
ENSDARG00000032565	cacng2a	0	27	3,99	9,35E-04
ENSDARG00000079029	dhx32b	0	26	3,98	1,59E-03
ENSDARG00000061963	vrtm	0	38	3,98	2,07E-03
ENSDARG000000053129	carhsp1	73	2035	3,98	1,36E-04
ENSDARG00000074589	rin2	1	136	3,98	1,48E-03
ENSDARG00000070081	rspo3	0	40	3,98	3,43E-03
ENSDARG00000008019	mxg	0	29	3,97	5,07E-03
ENSDARG00000079862	kl	89	3627	3,97	1,11E-03
ENSDARG00000025254	s100a10b	11	534	3,97	8,01E-04
ENSDARG000000062341	wfs1a	0	73	3,97	2,21E-03
ENSDARG00000023963	tpm4a	5	277	3,96	1,06E-03
ENSDARG00000103286	kcnk4a	1	47	3,96	3,11E-03
ENSDARG00000059043	ntf3	9	706	3,95	3,29E-03
ENSDARG00000090064	TMEM179 (1 of mai	40	863	3,93	2,44E-05
ENSDARG00000079611	sema4c	13	512	3,93	6,05E-04
ENSDARG00000011066	glra3	0	29	3,92	2,47E-03
ENSDARG00000018263	pdia2	2	194	3,92	1,72E-03
ENSDARG00000051912	zgc:152945	0	30	3,92	5,04E-03
ENSDARG00000069290	bida	0	23	3,92	1,71E-03
ENSDARG00000093686	si:rp71-36a1.2	0	40	3,91	1,71E-03
ENSDARG00000094112	slc22a21	1	45	3,91	1,48E-03
ENSDARG000000096809	si:ch211-168b3.2	0	32	3,91	4,09E-03
ENSDARG00000040944	ntd5	1	193	3,89	1,39E-03
ENSDARG00000087165	si:dkeyp-69c1.7	0	28	3,89	2,93E-03
ENSDARG00000088140	hsd17b7	2	76	3,88	6,80E-04
ENSDARG00000037677	fgf24	2	245	3,88	2,54E-03
ENSDARG00000045638	slc13a1	0	38	3,87	9,84E-03
ENSDARG000000054177	adgra1a	8	181	3,87	8,94E-05
ENSDARG00000005841	tnni2a.2	2	98	3,87	2,42E-03
ENSDARG00000014804	cacna2d1a	2	75	3,86	4,28E-04
ENSDARG00000002197	pygl	2	146	3,86	2,28E-03
ENSDARG00000022165	mgst1.2	0	77	3,86	9,38E-04
ENSDARG00000112767	LO017951.1	0	27	3,85	1,58E-03
ENSDARG000000087394	tshz3a	13	761	3,84	2,78E-03
ENSDARG00000117145	notum1b	0	38	3,84	3,29E-03
ENSDARG00000097209	cox8b	16	457	3,83	3,47E-04
ENSDARG00000012019	glra1	4	395	3,83	2,05E-03
ENSDARG00000008140	kcnab1a	0	35	3,83	1,58E-03
ENSDARG000000037917	itga3a	3	133	3,83	1,08E-03
ENSDARG00000044048	prnpb	4	239	3,82	1,52E-03
ENSDARG00000018757	klf5l	2	59	3,82	9,90E-04
ENSDARG00000101629	CABZ01079192.1	51	1671	3,82	1,11E-03
ENSDARG00000061692	yjefn3	84	1855	3,82	1,34E-04
ENSDARG00000060200	CU019662.1	3	269	3,82	1,96E-03
ENSDARG000000073935	wnt6b	0	34	3,82	4,37E-03
ENSDARG00000074508	si:dkey-28e7.3	1	27	3,82	4,27E-03
ENSDARG00000007941	hmx4	3	487	3,82	1,11E-03
ENSDARG00000076853	areg	1	62	3,82	1,89E-03
ENSDARG00000086623	vav3a	1	63	3,82	3,28E-03
ENSDARG00000008541	chia.4	0	25	3,81	5,38E-03
ENSDARG000000035715	marcks11b	183	4679	3,81	3,63E-04
ENSDARG00000023369	mxd	0	24	3,81	4,14E-03
ENSDARG00000053272	si:dkey-166d12.2	11	257	3,81	3,08E-04
ENSDARG000000059601	map1aa	20	506	3,81	2,61E-04
ENSDARG000000059442	smtnb	0	37	3,80	3,34E-03
ENSDARG00000079393	tmprrs15	0	27	3,79	2,32E-03
ENSDARG000000029497	tfcp2l1	5	172	3,79	1,10E-03
ENSDARG00000011618	slc26a2	42	908	3,79	1,35E-04
ENSDARG00000052948	zgc:195023	85	6762	3,78	1,48E-03
ENSDARG00000100446	si:ch211-286o17.1	1	98	3,78	2,41E-03
ENSDARG00000045685	cntn1b	9	240	3,78	6,37E-04
ENSDARG00000021137	adgrv1	8	397	3,78	1,08E-03
ENSDARG00000104089	p3h4	22	1194	3,78	2,80E-03
ENSDARG00000060941	ANKFN1	1	51	3,78	4,84E-03

ENSDARG00000105324	si:dkey-11o1.7	0	20	3,77	6,07E-03
ENSDARG00000113737	GABRA2	1	109	3,77	2,09E-03
ENSDARG00000007490	adrb1	2	141	3,77	2,56E-03
ENSDARG00000023712	mao	13	391	3,77	6,39E-04
ENSDARG00000024546	pla2g4aa	0	37	3,76	2,81E-03
ENSDARG00000090499	tmem121ab	0	23	3,76	4,43E-03
ENSDARG00000092810	stap2a	0	61	3,75	3,60E-03
ENSDARG00000015506	klf5a	0	37	3,74	3,76E-03
ENSDARG00000078650	kcna4	1	35	3,73	6,42E-03
ENSDARG00000087084	hcar1-4	10	338	3,73	1,74E-03
ENSDARG00000040048	GALNTL6	9	545	3,73	3,88E-03
ENSDARG00000079293	gdpd4b	2	69	3,73	1,14E-03
ENSDARG00000079756	peak1	1	50	3,72	4,63E-03
ENSDARG00000057035	stoml3b	5	373	3,72	4,81E-03
ENSDARG00000045525	tmcc3	3	108	3,72	1,08E-03
ENSDARG00000052494	pcdh18b	1	135	3,72	5,57E-03
ENSDARG00000059348	rxfp3.3b	2	188	3,71	4,14E-03
ENSDARG00000059948	si:dkey-121b10.7	1	73	3,71	3,93E-03
ENSDARG00000101919	foxj1a	1	39	3,71	3,19E-03
ENSDARG00000059362	cavin1b	8	296	3,70	1,83E-03
ENSDARG00000014246	jag2a	0	41	3,70	2,62E-03
ENSDARG00000019516	sp7	1	55	3,69	9,91E-03
ENSDARG00000029832	slc26a1	9	177	3,69	1,94E-04
ENSDARG00000005595	adgb	1	60	3,69	3,92E-03
ENSDARG00000102138	foxa1	2	79	3,68	1,34E-03
ENSDARG00000078163	hpse2	0	45	3,68	7,66E-03
ENSDARG00000034504	lmo1	22	657	3,68	1,11E-03
ENSDARG00000078624	arhgef9b	0	53	3,68	5,25E-03
ENSDARG00000103607	wtip	1	39	3,67	9,63E-03
ENSDARG00000070735	rnd2	18	377	3,67	4,25E-04
ENSDARG00000075467	shisa3	1	113	3,66	2,27E-03
ENSDARG00000055825	celsr3	28	802	3,66	1,20E-03
ENSDARG0000007369	tcf7l1b	2	125	3,66	2,62E-03
ENSDARG00000020136	ptges	0	43	3,65	5,86E-03
ENSDARG00000020764	slmapb	78	1897	3,65	1,11E-03
ENSDARG00000057479	hrh2b	3	144	3,65	1,19E-03
ENSDARG00000078898	pcdh7a	0	31	3,65	9,52E-03
ENSDARG00000087736	si:dkey-118k5.3	1	93	3,65	4,92E-03
ENSDARG00000011434	ptger2a	31	1443	3,64	4,72E-03
ENSDARG00000101812	zgc:114120	33	651	3,64	4,25E-04
ENSDARG00000044632	myo7ab	8	219	3,64	8,47E-04
ENSDARG00000003750	pfas	35	782	3,63	6,39E-04
ENSDARG00000043864	nptnb	2	61	3,63	3,01E-03
ENSDARG00000018820	flncb	1	44	3,63	2,60E-03
ENSDARG00000069540	si:dkey-30c15.2	1	282	3,63	3,06E-03
ENSDARG00000091503	FADS6	2	98	3,62	2,39E-03
ENSDARG0000007950	itga11b	17	381	3,62	8,47E-04
ENSDARG00000015176	ror1	0	33	3,62	7,84E-03
ENSDARG00000100876	sez6a	0	60	3,61	2,02E-03
ENSDARG00000114444	CABZ01079081.1	2	93	3,61	3,14E-03
ENSDARG00000041107	cftr	1	49	3,61	6,12E-03
ENSDARG00000062672	kcnj19b	69	1186	3,61	1,09E-04
ENSDARG00000059746	plod1a	20	416	3,59	4,52E-04
ENSDARG00000042390	syndig1l	1	100	3,59	5,78E-03
ENSDARG00000056499	ca6	3	896	3,59	1,45E-03
ENSDARG00000006468	grap2a	0	28	3,59	7,16E-03
ENSDARG00000086815	MYADM	3	72	3,58	1,27E-03
ENSDARG00000099535	si:ch73-379j16.2	1	32	3,58	1,59E-03
ENSDARG00000067976	ar	1	122	3,58	3,36E-03
ENSDARG00000104868	si:dkey-21e5.1	0	25	3,57	4,11E-03
ENSDARG00000099411	zgc:158343	0	39	3,57	9,30E-04
ENSDARG00000090081	si:dkey-1m11.5	0	29	3,56	6,08E-03
ENSDARG00000077540	f2rl1.2	11	259	3,55	1,45E-03
ENSDARG00000097372	si:ch211-139d20.3	1	49	3,55	5,16E-03
ENSDARG00000039436	il13ra2	0	42	3,55	3,62E-03
ENSDARG00000035468	slc25a25b	11	231	3,54	4,19E-04
ENSDARG00000051768	fhod1	10	164	3,54	1,35E-04
ENSDARG00000101677	chrnb4	4	162	3,54	7,43E-03
ENSDARG00000039243	zgc:152791	2	124	3,53	5,69E-03
ENSDARG00000017446	camk1db	2	71	3,53	3,89E-03
ENSDARG00000078839	si:dkey-28o19.1	0	20	3,53	9,27E-03
ENSDARG00000057610	cdkn2c	2	49	3,53	1,21E-03
ENSDARG00000037879	lfng	2	93	3,53	1,66E-03

ENSDARG00000039490	pitpnaa	390	6528	3,53	1,76E-04
ENSDARG00000004618	stx2a	39	559	3,53	2,18E-05
ENSDARG00000011407	col2a1b	25	521	3,52	8,47E-04
ENSDARG00000073824	RASGRF1	1	30	3,52	1,45E-02
ENSDARG00000099898	si:ch211-27e6.1	0	20	3,51	7,33E-03
ENSDARG00000035609	mtnr1c	17	352	3,50	1,22E-03
ENSDARG00000013174	nkd3	0	28	3,50	3,56E-03
ENSDARG000000056530	cpamd8	73	3682	3,49	4,82E-03
ENSDARG00000053380	fam189a1	1	128	3,49	4,80E-03
ENSDARG00000014927	uts1	14	925	3,49	4,26E-03
ENSDARG00000012860	tmprss4b	2	37	3,49	1,45E-03
ENSDARG00000014910	panx1b	3	62	3,49	3,08E-04
ENSDARG000000095048	si:dkey-250k15.7	20	483	3,48	3,70E-03
ENSDARG000000063713	syngap1a	2	84	3,48	4,86E-03
ENSDARG00000025667	adgrb2	1	50	3,48	1,83E-03
ENSDARG00000022895	mcf2a	28	738	3,48	3,29E-03
ENSDARG00000070617	vhl	41	625	3,48	1,13E-04
ENSDARG000000005141	camkvb	24	852	3,48	4,47E-03
ENSDARG000000077643	lypd6b	3	108	3,48	3,92E-03
ENSDARG00000001234	map4k2	1	35	3,48	5,84E-03
ENSDARG00000070618	tatdn2	6	140	3,47	2,76E-03
ENSDARG000000037267	zgc:158263	6	141	3,47	1,42E-03
ENSDARG000000098573	sgcd	11	580	3,47	7,67E-03
ENSDARG00000003615	slc26a3.2	427	6565	3,46	1,94E-04
ENSDARG000000109686	si:ch211-59p23.1	0	25	3,46	7,58E-03
ENSDARG00000116353	CABZ01071171.1	1	46	3,46	1,01E-02
ENSDARG00000074307	rapgef5b	0	25	3,45	6,28E-03
ENSDARG000000101980	bimper	3	82	3,45	2,73E-03
ENSDARG00000076500	chgb	18	320	3,45	7,07E-04
ENSDARG00000001968	dock5	2	55	3,44	3,50E-03
ENSDARG000000103736	gramd2aa	1	37	3,44	5,02E-03
ENSDARG00000031712	grm3	4	165	3,44	7,05E-03
ENSDARG00000010862	amt	12	213	3,44	8,82E-04
ENSDARG000000060837	trpc5b	17	636	3,43	1,05E-02
ENSDARG00000090063	fa2h	11	259	3,42	3,29E-03
ENSDARG00000007823	atf3	44	722	3,42	3,49E-04
ENSDARG000000062129	mxra8b	1	40	3,42	9,77E-03
ENSDARG00000007723	efnb1	5	97	3,41	2,00E-03
ENSDARG00000032435	itga9	2	45	3,41	2,16E-03
ENSDARG00000027957	fgf12a	8	285	3,40	7,66E-03
ENSDARG00000010565	aqp4	133	4867	3,40	8,02E-03
ENSDARG00000017354	epha2a	0	78	3,40	3,54E-03
ENSDARG000000020250	rhoj	0	25	3,40	1,06E-02
ENSDARG000000088202	sh3d19	8	146	3,39	1,02E-03
ENSDARG00000101495	ugt5b3	2	43	3,39	3,58E-03
ENSDARG00000014273	camk2d2	2	62	3,39	4,87E-03
ENSDARG00000063230	bmp7b	9	480	3,39	9,07E-03
ENSDARG000000053301	insm1b	19	354	3,39	8,15E-04
ENSDARG00000069143	map3k7cl	3	76	3,37	4,88E-03
ENSDARG00000102995	rbm24a	5	397	3,37	3,11E-03
ENSDARG00000016837	glipr2l	1	42	3,37	3,89E-03
ENSDARG00000103950	pcdh1gc6	16	240	3,36	5,14E-04
ENSDARG00000036292	cdx4	11	274	3,36	5,52E-03
ENSDARG000000069954	kcnq5a	0	22	3,36	1,75E-02
ENSDARG00000075277	si:dkeyp-14d3.1	1	60	3,36	6,82E-03
ENSDARG00000097889	si:ch73-265h17.2	2	52	3,36	5,71E-03
ENSDARG00000071879	tgfb2l	2	69	3,36	1,06E-02
ENSDARG00000044010	lox12a	21	793	3,36	5,81E-03
ENSDARG00000055229	ncs1a	1	45	3,36	1,75E-02
ENSDARG000000090202	rbm11	0	59	3,35	6,63E-03
ENSDARG000000088251	si:ch211-24o10.6	11	240	3,35	3,01E-03
ENSDARG00000020292	si:ch211-254n4.3	2	174	3,34	6,28E-03
ENSDARG00000073802	cntnap5l	3	208	3,34	8,99E-03
ENSDARG00000100731	CU372926.1	1	25	3,33	7,85E-03
ENSDARG00000071107	wnt7bb	19	399	3,33	2,91E-03
ENSDARG00000074760	ttc7a	15	284	3,33	3,76E-03
ENSDARG00000077470	si:dkey-193b15.8	0	25	3,33	1,22E-02
ENSDARG00000037363	st5	28	484	3,32	2,39E-03
ENSDARG00000006308	ptpn18	1	28	3,32	9,89E-03
ENSDARG00000104847	ptger1b	4	365	3,32	1,06E-02
ENSDARG00000060753	pear1	4	336	3,31	7,47E-03
ENSDARG000000042112	dio1	2	38	3,30	4,14E-03
ENSDARG00000015025	l1camb	6	139	3,30	6,75E-03

ENSDARG00000006775	cass4	1	21	3,29	1,64E-02
ENSDARG000000060884	nmur1a	1	51	3,29	1,38E-02
ENSDARG00000101577	si:ch211-172l8.4	0	25	3,28	1,37E-02
ENSDARG00000077722	ppp2r3a	1	61	3,28	9,91E-03
ENSDARG00000076981	zgc:198329	1	29	3,28	1,05E-02
ENSDARG00000074908	col6a1	0	33	3,28	1,63E-02
ENSDARG00000089368	hopx	267	3164	3,28	4,72E-05
ENSDARG000000013837	spo11	2	54	3,27	1,15E-02
ENSDARG00000002634	b4galt1	0	29	3,27	7,71E-03
ENSDARG00000076690	avpr2l	4	418	3,26	1,10E-02
ENSDARG000000027419	gad1b	1	23	3,26	1,66E-02
ENSDARG00000014626	dlx3b	2	42	3,26	1,53E-02
ENSDARG000000059707	ZNF423	4	72	3,26	2,02E-03
ENSDARG00000031783	adcy8	4	77	3,26	5,58E-03
ENSDARG00000060152	fam155b	0	34	3,26	5,81E-03
ENSDARG00000099236	sept-10	9	161	3,25	2,81E-03
ENSDARG00000031095	veph1	0	26	3,25	1,86E-02
ENSDARG00000088878	c1qtnf1	3	89	3,25	7,07E-03
ENSDARG000000016981	bcar3	4	139	3,25	8,66E-03
ENSDARG00000042548	tpd52l1	18	329	3,25	4,41E-03
ENSDARG00000078177	cxcr3.1	3	54	3,25	8,16E-03
ENSDARG000000055283	id2a	14	194	3,24	6,58E-04
ENSDARG00000080009	bahcc1b	4	192	3,24	1,03E-02
ENSDARG00000005800	ampd3a	8	157	3,24	8,03E-03
ENSDARG000000063634	hpse	7	102	3,24	1,43E-03
ENSDARG00000004635	epha7	31	658	3,24	8,93E-03
ENSDARG00000043646	slc6a8	0	71	3,24	2,23E-03
ENSDARG000000010083	rbfox3a	3	61	3,24	2,63E-03
ENSDARG00000009544	cldnb	1	118	3,23	3,22E-03
ENSDARG00000039181	trpm3	28	566	3,23	8,57E-03
ENSDARG000000063224	nxph2a	0	21	3,23	3,33E-02
ENSDARG00000075189	cntnap5b	1	102	3,23	5,87E-03
ENSDARG00000045443	agtr1b	26	993	3,22	1,72E-02
ENSDARG000000061047	abcg4a	4	159	3,22	1,94E-02
ENSDARG00000098769	slitrk6	2	185	3,21	8,68E-03
ENSDARG00000053475	ngb	0	26	3,21	2,18E-02
ENSDARG000000052898	kcnk3b	250	3370	3,21	9,79E-04
ENSDARG00000091459	gabra2a	1	164	3,21	3,87E-03
ENSDARG00000045749	ppfibp1a	52	731	3,21	1,21E-03
ENSDARG00000099387	jpt1a	3	58	3,21	5,08E-03
ENSDARG00000053179	cttnbp2nla	1	56	3,21	1,10E-02
ENSDARG00000098420	SNTA1	11	382	3,21	1,48E-02
ENSDARG000000017676	mmp2	3	274	3,20	7,66E-03
ENSDARG00000010420	ndrg1b	2	62	3,20	7,71E-03
ENSDARG00000098899	zmp:0000001082	15	587	3,20	1,44E-02
ENSDARG00000054683	prdm8b	3	42	3,19	3,87E-03
ENSDARG00000030867	opn7c	2	118	3,19	5,08E-03
ENSDARG000000040526	s1pr5a	0	85	3,19	3,06E-03
ENSDARG00000104569	CABZ01088484.1	28	791	3,19	1,31E-02
ENSDARG00000068100	fam19a5l	4	73	3,18	7,75E-03
ENSDARG00000045544	hgfa	0	24	3,18	1,65E-02
ENSDARG00000020031	cldn11a	30	439	3,18	2,07E-03
ENSDARG00000100847	esrrb	2	38	3,17	9,91E-03
ENSDARG000000042840	eml1	3	105	3,17	1,05E-02
ENSDARG00000027360	si:ch211-106h11.3	0	22	3,16	1,94E-02
ENSDARG00000071091	chrn3a	5	249	3,16	1,54E-02
ENSDARG00000077677	pdgfd	4	99	3,16	2,18E-02
ENSDARG00000105190	rhbdl3	1	106	3,15	7,78E-03
ENSDARG00000104213	si:dkey-283b1.6	4	61	3,15	2,64E-03
ENSDARG000000062156	abi3bpa	1	37	3,15	2,53E-02
ENSDARG00000091111	si:ch211-15b10.6	8	140	3,14	5,36E-03
ENSDARG00000089529	desi1b	3	38	3,14	1,27E-03
ENSDARG00000115189	LO017791.1	22	840	3,14	1,91E-02
ENSDARG00000060298	nin	53	617	3,14	3,90E-04
ENSDARG00000044485	sall4	37	719	3,14	5,52E-03
ENSDARG000000034080	plcd1b	3	58	3,14	8,33E-03
ENSDARG00000087616	maptb	66	700	3,13	5,41E-05
ENSDARG00000096567	si:ch211-155o21.4	2	72	3,13	9,14E-03
ENSDARG00000033735	ncf1	14	289	3,13	5,76E-03
ENSDARG00000103591	dkk3a	0	54	3,13	1,12E-02
ENSDARG00000032820	rxfp2a	41	482	3,13	4,19E-04
ENSDARG000000023053	fam129ab	1	38	3,13	1,09E-02
ENSDARG00000097869	si:dkey-1m11.6	0	31	3,13	1,02E-02

ENSDARG0000008885	si:ch1073-340i21.3	0	22	3,12	2,33E-02
ENSDARG00000089441	si:ch211-105c13.3	1	37	3,12	2,80E-02
ENSDARG00000036065	mgat1b	9	110	3,12	3,33E-04
ENSDARG00000045747	cped1	1	88	3,12	1,02E-02
ENSDARG00000061051	brinp3a.2	0	26	3,11	1,05E-02
ENSDARG00000077740	b3glctb	1	30	3,11	1,90E-02
ENSDARG00000067958	sh3gl1a	4	63	3,11	3,32E-03
ENSDARG00000052997	sema4e	1	25	3,11	7,31E-03
ENSDARG00000090963	atp6ap1lb	8	211	3,11	1,48E-02
ENSDARG00000103333	baiap2b	4	64	3,11	2,19E-03
ENSDARG00000098057	dscaml1	25	452	3,10	1,45E-02
ENSDARG00000071331	ryr3	60	780	3,10	1,99E-03
ENSDARG00000076856	frem2a	11	261	3,10	8,01E-03
ENSDARG00000097285	si:ch211-147g22.5	1	25	3,10	1,63E-02
ENSDARG00000093279	si:dkey-11o1.3	4	59	3,09	1,16E-02
ENSDARG00000076685	wisp1b	0	25	3,08	1,27E-02
ENSDARG00000079876	CU855878.1	16	222	3,08	1,85E-03
ENSDARG00000004445	grm5a	1	79	3,08	1,44E-02
ENSDARG00000070491	hpcal4	19	243	3,08	1,84E-03
ENSDARG00000100055	tox2	21	292	3,07	2,98E-03
ENSDARG00000018653	acot7	19	236	3,07	1,48E-03
ENSDARG00000021633	sh3bgr	3	49	3,07	5,33E-03
ENSDARG00000059347	calml4b	0	25	3,07	1,32E-02
ENSDARG00000068557	htr5ab	11	164	3,06	8,93E-03
ENSDARG00000100342	zgc:158464	1	22	3,06	9,91E-03
ENSDARG0000004932	anos1b	2	64	3,06	1,00E-02
ENSDARG00000046053	slc27a6	1	21	3,06	2,35E-02
ENSDARG00000090338	fam20cb	13	175	3,05	3,39E-03
ENSDARG00000006604	nectin3b	6	105	3,05	8,99E-03
ENSDARG00000015890	mafa	0	27	3,05	5,47E-03
ENSDARG000000069669	adra2c	0	30	3,05	1,80E-02
ENSDARG00000010183	si:ch73-265h17.1	7	94	3,04	6,30E-03
ENSDARG00000087446	mmd2a	7	88	3,04	3,16E-03
ENSDARG00000116804	CABZ01037174.1	7	225	3,04	2,43E-02
ENSDARG00000052157	il12rb2	4	56	3,04	5,74E-03
ENSDARG00000104125	ttc6	17	316	3,04	1,48E-02
ENSDARG00000038010	rac2	2	34	3,03	6,07E-03
ENSDARG00000015955	cldnc	0	89	3,03	2,60E-03
ENSDARG00000058821	sema5a	6	106	3,02	1,05E-02
ENSDARG00000055238	kif17	1	24	3,02	1,71E-02
ENSDARG00000060008	hhipl2	6	71	3,01	3,66E-03
ENSDARG00000006396	nrcama	196	2247	3,01	1,69E-03
ENSDARG00000016494	ddc	6	140	3,01	2,02E-02
ENSDARG00000010132	dacha	1	32	3,01	1,60E-02
ENSDARG00000056653	fhl1b	24	438	3,01	1,59E-02
ENSDARG00000044441	si:ch73-194h10.2	1	26	3,01	1,41E-02
ENSDARG00000078185	pacs2	2	124	3,00	1,18E-02
ENSDARG00000010727	ttyh2l	4	64	3,00	7,65E-03
ENSDARG00000088842	KCNB2	0	53	2,99	5,92E-03
ENSDARG00000074223	MDFIC	3	149	2,99	2,90E-02
ENSDARG00000061231	tinagl1	0	76	2,99	3,72E-03
ENSDARG00000000857	mapk14a	329	3062	2,99	6,58E-05
ENSDARG00000087709	FAT3 (1 of many)	3	288	2,99	9,00E-03
ENSDARG000000009624	UTS2R	0	122	2,99	5,78E-03
ENSDARG00000044694	fybb	1	39	2,98	1,46E-02
ENSDARG00000034453	unc119a	1	32	2,98	1,81E-02
ENSDARG00000106669	CABZ01068358.1	7	85	2,98	1,60E-03
ENSDARG00000024278	adh8b	25	289	2,97	2,52E-03
ENSDARG00000040430	nptxra	2	114	2,97	2,12E-02
ENSDARG000000074126	ttc39a	10	169	2,97	1,39E-02
ENSDARG00000077590	arsj	0	26	2,97	4,88E-02
ENSDARG00000076564	hspg2	33	467	2,97	5,86E-03
ENSDARG00000039220	st6galnac5a	22	467	2,96	2,83E-02
ENSDARG00000029905	phyhd1	5	77	2,96	1,54E-02
ENSDARG00000106606	CT027674.1	1	21	2,96	3,31E-02
ENSDARG00000102805	cyp2aa11	0	20	2,96	2,52E-02
ENSDARG00000045483	lrrtm2a	5	75	2,95	6,15E-03
ENSDARG00000103712	plpp7	10	105	2,95	4,76E-04
ENSDARG00000073728	gal3st3	5	110	2,94	1,72E-02
ENSDARG00000115359	CABZ01077555.1	6	73	2,93	2,68E-03
ENSDARG00000036848	slc43a2a	734	7931	2,92	1,96E-03
ENSDARG000000025478	gipr	0	195	2,92	9,80E-03
ENSDARG00000113411	lrrc4c	1	32	2,91	2,63E-02

ENSDARG00000051899	exoc3l1	2	37	2,91	1,22E-02
ENSDARG00000013749	slc25a55b	1	22	2,91	2,14E-02
ENSDARG00000094747	si:ch211-197g15.6	2	60	2,91	2,56E-02
ENSDARG00000052376	b3gnt2a	0	26	2,91	1,16E-02
ENSDARG00000007412	slc2a1b	1	20	2,91	2,44E-02
ENSDARG00000104139	atp1a3b	3	121	2,90	5,16E-03
ENSDARG00000013926	slc16a9a	2	42	2,90	6,74E-03
ENSDARG000000037455	ugt8	83	786	2,90	5,61E-04
ENSDARG00000044142	acss1	5	57	2,90	6,53E-03
ENSDARG00000043716	cldn5a	1	30	2,89	2,28E-02
ENSDARG00000041609	adarb1a	26	265	2,89	1,55E-03
ENSDARG00000006602	chrna2a	2	36	2,89	2,06E-02
ENSDARG000000094836	si:ch211-195b15.8	292	2628	2,89	2,29E-04
ENSDARG00000091821	smc6	2	40	2,88	2,04E-02
ENSDARG00000070487	zgc:110783	93	929	2,88	1,54E-03
ENSDARG00000069356	adgrl2a	2	38	2,88	3,01E-02
ENSDARG00000114920	TTC28	4	71	2,88	1,11E-02
ENSDARG00000074680	rims1a	13	215	2,87	1,77E-02
ENSDARG00000103026	p3h2	2	33	2,87	1,80E-02
ENSDARG00000076236	lrrc18b	18	228	2,86	1,89E-02
ENSDARG00000021948	tnc	156	1579	2,86	2,05E-03
ENSDARG00000098129	si:dkeyp-97a10.2	8	93	2,86	6,82E-03
ENSDARG00000017329	cdkl1	16	199	2,86	7,18E-03
ENSDARG00000052652	fermt1	1	20	2,86	3,38E-02
ENSDARG000000078671	cdk5r2b	81	721	2,86	4,19E-04
ENSDARG00000016598	ckmt1	8	104	2,86	6,95E-03
ENSDARG00000041998	zgc:113337	1	41	2,86	4,31E-02
ENSDARG00000010407	ppp4r4	13	146	2,85	4,81E-03
ENSDARG00000034268	slit3	11	152	2,84	1,71E-02
ENSDARG00000075557	apcdd1l	19	388	2,84	3,97E-02
ENSDARG000000002084	lamb2	151	1665	2,84	7,65E-03
ENSDARG00000057107	si:ch73-383g2.1	1	31	2,83	1,76E-02
ENSDARG00000016011	gpcpd1	119	1105	2,83	1,42E-03
ENSDARG00000070100	si:ch211-168d1.3	9	129	2,83	1,47E-02
ENSDARG00000101368	cngb3.2	1	29	2,83	3,72E-02
ENSDARG00000103311	FBLN1	4	149	2,83	1,72E-02
ENSDARG000000070857	si:dkey-32e6.6	1	35	2,82	3,33E-02
ENSDARG00000056101	kcnd3	42	563	2,82	1,24E-02
ENSDARG00000061177	mov10b.1	11	141	2,82	1,05E-02
ENSDARG00000059226	zbtb8a	3	30	2,82	3,00E-03
ENSDARG00000042725	cebpb	35	509	2,81	7,48E-03
ENSDARG00000076870	piezo1	5	86	2,80	1,83E-02
ENSDARG000000061682	bicc1a	7	91	2,80	1,18E-02
ENSDARG00000005112	cdh17	5	116	2,80	2,27E-02
ENSDARG00000013072	mmp15b	15	322	2,80	4,11E-02
ENSDARG00000060639	apba2b	34	297	2,79	8,15E-04
ENSDARG00000052336	ociad2	6	64	2,79	3,07E-03
ENSDARG000000062797	nell2b	13	122	2,79	7,46E-04
ENSDARG00000007788	atp2b1b	52	486	2,79	1,78E-03
ENSDARG00000090537	ifit11	8	120	2,79	1,57E-02
ENSDARG00000033466	tagln2	11	182	2,79	2,65E-02
ENSDARG00000025859	lmf2b	18	159	2,79	7,94E-04
ENSDARG00000034307	chrne	4	63	2,78	2,45E-02
ENSDARG000000043531	jun	485	4194	2,78	6,53E-04
ENSDARG00000076030	cacnb3b	3	40	2,77	2,45E-02
ENSDARG00000054619	fras1	2	32	2,77	1,99E-02
ENSDARG00000069262	erich3	9	75	2,76	6,73E-04
ENSDARG00000002787	tle3a	37	303	2,76	3,52E-04
ENSDARG00000031136	moxd1	0	22	2,76	3,33E-02
ENSDARG000000062707	plat	2	32	2,76	1,49E-02
ENSDARG00000008200	ugp2b	448	3460	2,76	9,50E-05
ENSDARG00000074201	flna	76	896	2,75	1,14E-02
ENSDARG00000013784	zgc:77158	320	2490	2,75	1,36E-04
ENSDARG00000110496	zgc:162989	13	107	2,75	8,47E-04
ENSDARG00000088828	paqr8	0	22	2,75	2,06E-02
ENSDARG000000023724	cdc42se1	175	1369	2,74	2,29E-04
ENSDARG00000080018	kif16bb	4	40	2,74	6,40E-03
ENSDARG00000013613	anxa13l	34	314	2,73	2,73E-03
ENSDARG00000044718	vav2	5	60	2,73	1,62E-02
ENSDARG00000100886	si:dkeyp-97a10.1	12	132	2,73	9,17E-03
ENSDARG00000087131	ifnlr1	1	24	2,73	3,70E-02
ENSDARG00000036846	anks4b	2	24	2,72	1,81E-02
ENSDARG00000015557	zgc:100829	1	20	2,72	2,51E-02

ENSDARG00000036427	slc3a2a	958	7025	2,72	3,26E-05
ENSDARG00000036816	pou2f2a	16	160	2,71	6,63E-03
ENSDARG00000056184	dvl2	2	25	2,71	2,44E-02
ENSDARG00000078618	inpp5kb	13	224	2,71	3,24E-02
ENSDARG00000067984	gas1b	9	98	2,71	1,23E-02
ENSDARG00000029689	tkta	5	73	2,70	2,16E-02
ENSDARG00000039900	si:ch73-168d20.1	0	25	2,70	7,37E-03
ENSDARG00000012555	ak5	54	700	2,70	2,02E-02
ENSDARG00000003421	igf2bp2a	5	55	2,70	8,93E-03
ENSDARG00000099758	igf2bp2b	3	27	2,70	6,60E-03
ENSDARG00000075126	TMEM8B	38	303	2,70	7,78E-04
ENSDARG00000078754	gra	1	24	2,69	3,36E-02
ENSDARG00000036942	gpd1c	2	38	2,69	1,83E-02
ENSDARG00000101363	ano2	16	215	2,68	3,66E-02
ENSDARG00000027222	adgrg1	2	28	2,68	1,90E-02
ENSDARG00000039352	pald1b	5	61	2,68	3,44E-02
ENSDARG00000013711	zgc:77486	2	26	2,68	3,57E-02
ENSDARG00000045442	cpb1	35	342	2,67	6,34E-03
ENSDARG00000076001	pip5k1ca	4	38	2,67	9,32E-03
ENSDARG00000017121	mafba	3	53	2,67	2,90E-02
ENSDARG00000062346	cacna1ea	18	159	2,66	1,72E-03
ENSDARG00000056909	LO018309.1	308	2848	2,66	1,44E-02
ENSDARG00000001733	gulp1a	0	23	2,66	2,64E-02
ENSDARG00000036105	si:dkeyp-92c9.2	9	97	2,65	1,37E-02
ENSDARG000000057706	si:ch211-137i24.10	4	144	2,65	9,96E-03
ENSDARG00000009553	gng3	43	414	2,64	1,29E-02
ENSDARG00000078094	lmf2a	50	415	2,63	4,88E-03
ENSDARG00000094557	nupr1	22	281	2,63	1,10E-02
ENSDARG00000100582	si:ch211-195b11.3	1	19	2,63	2,60E-02
ENSDARG00000056438	her9	0	23	2,63	1,28E-02
ENSDARG000000044254	anxa3b	4	42	2,63	1,73E-02
ENSDARG00000104497	pcdh1g29	27	241	2,63	7,08E-03
ENSDARG00000036985	plxnb2b	36	298	2,63	5,57E-03
ENSDARG00000007869	ehd3	49	374	2,62	1,42E-03
ENSDARG00000099003	cyp2aa1	7	89	2,62	2,49E-02
ENSDARG00000087981	slc6a11b	99	1249	2,62	3,97E-02
ENSDARG00000030006	zgc:158225	3	33	2,62	1,94E-02
ENSDARG00000077383	anxa11a	731	5148	2,62	2,29E-04
ENSDARG00000089645	si:ch1073-406l10.2	7	59	2,61	3,70E-03
ENSDARG00000007371	slc26a3.1	4	46	2,61	2,76E-02
ENSDARG00000033161	sst1.2	57613	533132	2,61	1,39E-02
ENSDARG00000062289	edaradd	9	78	2,61	9,64E-03
ENSDARG00000101457	cdc42ep4a	74	583	2,61	3,19E-03
ENSDARG00000087704	gfra3	13	141	2,60	1,57E-02
ENSDARG00000103687	syncn.2	0	50	2,60	1,38E-02
ENSDARG00000055226	slc7a7	922	6614	2,59	7,94E-04
ENSDARG00000010601	mtmr10	1	26	2,59	4,66E-02
ENSDARG000000045549	bik	6	46	2,59	2,02E-03
ENSDARG00000022045	map1ab	476	3302	2,59	3,63E-04
ENSDARG00000062350	synm	5	69	2,59	3,43E-02
ENSDARG00000100722	si:ch211-160f23.7	41	354	2,58	8,39E-03
ENSDARG00000078317	si:dkey-175m17.7	3	29	2,58	2,90E-02
ENSDARG00000005989	rgl1	39	310	2,58	4,57E-03
ENSDARG000000008329	asic1a	1	25	2,57	3,47E-02
ENSDARG00000074056	kctd1	0	51	2,57	1,27E-02
ENSDARG00000101171	FO704786.1	6	64	2,57	2,53E-02
ENSDARG00000099677	bambib	86	587	2,57	3,22E-04
ENSDARG00000040907	gcgb	695	8073	2,56	1,36E-02
ENSDARG00000060253	si:ch211-216b21.2	19	165	2,56	1,42E-02
ENSDARG00000102824	pcdh10b	17	133	2,55	7,18E-03
ENSDARG00000018944	hoga1	9	84	2,55	1,62E-02
ENSDARG00000101135	si:dkey-85k7.7	145	1039	2,55	1,99E-03
ENSDARG00000063264	pcdh9	147	1295	2,54	1,66E-02
ENSDARG00000074827	si:ch73-184c24.1	19	150	2,54	4,98E-03
ENSDARG00000076858	TCIM (1 of many)	1	20	2,54	2,50E-02
ENSDARG000000055518	pygma	23	187	2,54	1,27E-02
ENSDARG00000040282	zgc:92590	1	64	2,54	2,62E-02
ENSDARG00000103762	rln1	8	70	2,54	1,84E-02
ENSDARG00000037555	atoh8	24	188	2,53	6,54E-03
ENSDARG00000098834	sox4b	20	153	2,53	3,32E-03
ENSDARG00000032317	tox	368	2278	2,53	1,67E-05
ENSDARG000000099144	igfbp3	5	63	2,52	3,55E-02
ENSDARG00000086070	fgf20b	4	30	2,52	4,88E-03

ENSDARG00000086374	isg15	19	186	2,52	1,31E-02
ENSDARG00000022424	slc26a5	346	2279	2,51	5,42E-04
ENSDARG00000033655	stmn1b	649	4986	2,51	8,14E-03
ENSDARG00000057714	cmah	97	700	2,51	2,42E-03
ENSDARG00000103937	ndrg4	66	491	2,50	3,85E-03
ENSDARG00000069498	phkg1b	7	85	2,50	2,70E-02
ENSDARG00000032765	net1	9	81	2,50	1,12E-02
ENSDARG000000109360	FO704848.1	10	68	2,50	3,62E-03
ENSDARG00000079895	ehbp1l1b	2	29	2,50	2,45E-02
ENSDARG00000060457	pmp22b	286	1984	2,49	3,06E-03
ENSDARG00000004697	rxrgb	2	18	2,49	3,06E-02
ENSDARG00000069186	cyp27a1.2	5	36	2,48	3,75E-03
ENSDARG000000002656	stxbp5a	241	1548	2,48	5,93E-04
ENSDARG00000069139	grik1a	6	59	2,48	4,26E-02
ENSDARG00000073753	tacc1	16	120	2,48	8,57E-03
ENSDARG00000060368	syn1	18	130	2,47	7,33E-03
ENSDARG00000022378	mtmr1b	98	651	2,46	2,36E-03
ENSDARG00000007982	onecut1	2	22	2,45	4,79E-02
ENSDARG000000039034	marcksl1a	2	21	2,44	2,09E-02
ENSDARG00000104367	zgc:194469	21	133	2,43	1,37E-03
ENSDARG00000097639	si:ch73-265h17.4	5	49	2,43	3,89E-02
ENSDARG00000040198	fstl5	2	27	2,43	4,37E-02
ENSDARG00000038788	dnai1.2	12	90	2,43	1,52E-02
ENSDARG00000098113	CABZ01007222.1	5	59	2,43	4,27E-02
ENSDARG000000079064	CABZ01079080.1	4	43	2,42	4,84E-02
ENSDARG00000090292	ralyl	16	137	2,41	3,70E-02
ENSDARG00000068397	tns2b	9	72	2,40	1,75E-02
ENSDARG00000060496	cacna1ha	8	79	2,40	3,72E-02
ENSDARG00000062122	klhl5	15	114	2,39	1,37E-02
ENSDARG00000058179	ackr3b	22	221	2,39	3,75E-02
ENSDARG000000116871	BX284638.1	18	128	2,39	1,12E-02
ENSDARG00000008100	slc7a10a	71	418	2,38	4,43E-04
ENSDARG00000007461	srgap1a	5	37	2,38	1,42E-02
ENSDARG00000058538	alcamb	2480	15162	2,38	1,64E-03
ENSDARG00000089221	si:ch211-195o20.7	29	203	2,38	1,37E-02
ENSDARG00000076135	mmrn2a	3	32	2,37	4,95E-02
ENSDARG000000078468	fap	2	19	2,36	3,69E-02
ENSDARG00000001656	psmb13a	14	86	2,36	1,48E-03
ENSDARG00000074698	sdsi	10	78	2,35	2,51E-02
ENSDARG00000042978	cyp2p6	98	698	2,35	1,77E-02
ENSDARG00000069726	glis3	7	47	2,35	1,90E-02
ENSDARG00000100822	mapk15	75	426	2,34	4,94E-04
ENSDARG00000044039	stx11a	3	30	2,34	2,65E-02
ENSDARG00000092916	mlnl	28	177	2,34	7,48E-03
ENSDARG00000069464	cox7a1	17	117	2,34	1,43E-02
ENSDARG00000031600	rd3	6	45	2,33	2,54E-02
ENSDARG00000098204	CU984600.2	85	511	2,33	2,96E-03
ENSDARG00000045486	pawr	6	35	2,33	4,99E-03
ENSDARG00000075017	myzap	42	243	2,33	1,85E-03
ENSDARG00000013076	bmi1b	53	324	2,33	4,09E-03
ENSDARG00000074265	dzip1l	2	22	2,32	3,57E-02
ENSDARG00000062263	arhgap17b	27	158	2,31	2,02E-03
ENSDARG00000022650	cyp2ad3	10	78	2,31	3,21E-02
ENSDARG000000070423	zgc:153157	10	68	2,31	1,33E-02
ENSDARG00000069708	cdc34a	10	59	2,31	2,29E-03
ENSDARG00000001880	stx3a	59	348	2,30	3,25E-03
ENSDARG000000091531	carm1l	5	34	2,30	1,39E-02
ENSDARG00000103774	limch1b	52	315	2,29	6,75E-03
ENSDARG00000096703	si:dkey-1h6.8	17	120	2,29	3,08E-02
ENSDARG000000070734	dyrk4	7	58	2,29	4,25E-02
ENSDARG00000093549	selenop	4	77	2,28	2,34E-02
ENSDARG00000052400	gpr6	28	176	2,28	1,72E-02
ENSDARG00000024503	c6ast3	0	21	2,28	3,72E-02
ENSDARG00000103602	pcdh1a3	9	52	2,28	6,07E-03
ENSDARG00000018149	slc38a4	24	161	2,28	1,94E-02
ENSDARG000000091006	cobl	122	744	2,28	8,77E-03
ENSDARG00000060637	clstn2	3	30	2,27	4,16E-02
ENSDARG00000045447	slc35g2b	104	609	2,27	7,94E-03
ENSDARG00000103744	hacd1	8	54	2,27	2,64E-02
ENSDARG00000054208	phkg2	214	1165	2,26	1,34E-03
ENSDARG00000074547	si:ch211-240l19.8	2	70	2,26	4,38E-02
ENSDARG000000020693	sesn1	148	890	2,26	9,21E-03
ENSDARG00000079296	gcga	2295	18781	2,24	3,04E-02

ENSDARG00000074316	itga1	59	429	2,23	4,38E-02
ENSDARG00000069681	pcgf6	7	41	2,23	5,74E-03
ENSDARG00000033285	gsto2	29	178	2,23	1,55E-02
ENSDARG00000079977	nhsb	191	1156	2,23	1,89E-02
ENSDARG00000015805	cgnl1	20	117	2,23	1,63E-02
ENSDARG00000003219	bin2a	7	51	2,22	4,04E-02
ENSDARG00000079738	znf219	19	124	2,22	2,27E-02
ENSDARG000000107280	FO744833.1	2	19	2,22	4,53E-02
ENSDARG00000035544	etnppl	4	31	2,22	3,14E-02
ENSDARG00000011373	mknk2a	12	69	2,21	6,66E-03
ENSDARG00000015016	kif26ab	4	29	2,21	4,38E-02
ENSDARG00000038095	socs1a	6	42	2,21	3,14E-02
ENSDARG00000015374	st3gal3a	73	371	2,21	5,03E-04
ENSDARG00000009610	rgs12a	7	52	2,21	4,99E-02
ENSDARG00000075972	csrn2	66	366	2,20	8,07E-03
ENSDARG00000068193	tmem44	5	29	2,19	1,37E-02
ENSDARG00000088911	cbln17	4	28	2,19	2,66E-02
ENSDARG00000054649	rac1l	3	20	2,18	1,82E-02
ENSDARG000000002196	bach1b	54	269	2,17	6,29E-04
ENSDARG00000079705	si:ch211-152p11.4	86	443	2,17	3,45E-03
ENSDARG00000003818	prkag1	245	1169	2,17	8,38E-05
ENSDARG00000071662	si:rp71-36a1.3	46	241	2,17	4,13E-03
ENSDARG00000024101	adra1d	312	1903	2,16	4,13E-02
ENSDARG00000075201	inpp4b	103	534	2,16	4,08E-03
ENSDARG00000017494	tgfbr1a	6	35	2,16	1,05E-02
ENSDARG00000058302	sh3bgrl	17	95	2,16	1,44E-02
ENSDARG00000018159	ano10b	18	112	2,15	3,47E-02
ENSDARG00000055158	prox1a	66	343	2,15	5,25E-03
ENSDARG00000070213	etnk2	188	951	2,15	2,93E-03
ENSDARG00000053857	ccdc187	23	116	2,14	1,42E-03
ENSDARG000000020133	jdp2b	12	80	2,14	3,75E-02
ENSDARG00000037852	zgc:101663	15	74	2,14	3,32E-03
ENSDARG00000089463	dhx58	16	95	2,13	2,31E-02
ENSDARG00000030844	klf11a	199	1131	2,12	2,53E-02
ENSDARG00000062152	chaf1a	17	94	2,12	1,21E-02
ENSDARG00000069160	fam19a5a	72	335	2,11	6,82E-04
ENSDARG000000032951	nrbp2a	114	648	2,10	4,05E-02
ENSDARG00000009534	wls	202	921	2,10	1,34E-04
ENSDARG00000042876	abracl	5	31	2,10	1,98E-02
ENSDARG00000025218	myo5ab	29	182	2,10	4,72E-02
ENSDARG00000059247	tmem54a	30	146	2,10	2,37E-03
ENSDARG00000034907	paqr7b	24	123	2,10	8,56E-03
ENSDARG000000101865	pcdh1g30	31	160	2,09	1,30E-02
ENSDARG00000046098	ebp	6	35	2,09	2,03E-02
ENSDARG000000101911	si:dkeyp-86d6.2	27	138	2,08	9,09E-03
ENSDARG00000075314	zgc:174906	31	150	2,08	4,26E-03
ENSDARG00000037655	pls3	65	295	2,08	3,82E-04
ENSDARG000000090062	rac3a	27	125	2,07	2,20E-03
ENSDARG000000101090	pappaa	9	133	2,07	3,98E-02
ENSDARG00000054087	irs1	111	545	2,06	9,24E-03
ENSDARG00000074363	TTC9	53	238	2,06	5,75E-04
ENSDARG00000075249	fam171a2a	26	140	2,06	3,87E-02
ENSDARG00000013649	casr	643	2926	2,05	1,29E-03
ENSDARG000000095830	serpinb1l1	7	39	2,05	2,89E-02
ENSDARG00000069171	gramd4a	35	171	2,05	1,03E-02
ENSDARG00000013628	cd164	1435	6435	2,04	7,84E-04
ENSDARG00000055463	lrit3a	20	93	2,04	1,96E-03
ENSDARG00000043406	slc8a1b	54	280	2,04	3,18E-02
ENSDARG00000019845	pdlim1	19	93	2,04	1,25E-02
ENSDARG000000001463	tdh2	38	175	2,04	2,52E-03
ENSDARG00000079659	wdr53	8	40	2,03	7,47E-03
ENSDARG00000006283	waslb	63	279	2,02	1,43E-03
ENSDARG00000055751	fosb	416	2023	2,02	1,69E-02
ENSDARG00000093714	artnb	70	320	2,02	4,47E-03
ENSDARG00000038222	tyw3	7	38	2,01	3,39E-02
ENSDARG000000035563	znf703	7	34	2,01	1,90E-02
ENSDARG00000095295	si:rp71-36a1.1	38	204	2,00	4,28E-02
ENSDARG00000095719	si:dkey-222h21.2	4	18	2,00	4,20E-02
ENSDARG00000003486	ppp1caa	1601	7003	2,00	1,48E-03
ENSDARG00000086856	stk35	72	339	2,00	1,49E-02
ENSDARG00000094210	zgc:109934	18	89	1,99	1,53E-02
ENSDARG00000071487	zgc:152948	5	25	1,98	3,90E-02
ENSDARG00000074812	fhdc1	31	144	1,98	1,34E-02

ENSDARG00000076716	palb2	4	20	1,98	3,02E-02
ENSDARG00000052604	cpeb2	28	139	1,98	3,77E-02
ENSDARG00000069595	si:ch211-214c7.4	35	158	1,98	7,96E-03
ENSDARG00000008494	myl6	159	669	1,98	5,55E-04
ENSDARG00000052690	arrdc3a	521	2381	1,98	1,14E-02
ENSDARG00000044319	fstl4	71	323	1,98	8,75E-03
ENSDARG00000002013	grb10a	77	372	1,97	2,47E-02
ENSDARG000000103551	rnf213b	37	176	1,97	2,25E-02
ENSDARG00000020623	baxa	50	204	1,95	1,86E-04
ENSDARG00000034168	serpini1	332	1433	1,95	5,35E-03
ENSDARG00000013082	uap1l1	16	78	1,95	3,53E-02
ENSDARG00000005897	dera	183	738	1,95	1,07E-04
ENSDARG000000019420	etnk1	490	1995	1,95	3,23E-04
ENSDARG00000016866	fam102ab	85	376	1,94	1,30E-02
ENSDARG00000043710	parvaa	17	76	1,94	6,88E-03
ENSDARG00000054300	dhrrs1	769	3075	1,93	1,94E-04
ENSDARG00000079805	tagln3a	22	95	1,93	1,50E-02
ENSDARG00000031814	dhrrs13b	12	58	1,93	3,80E-02
ENSDARG000000078536	si:ch211-158d24.2	50	214	1,92	9,71E-03
ENSDARG00000005780	npy8br	333	1381	1,92	3,19E-03
ENSDARG00000039852	ftr93	18	85	1,92	3,19E-02
ENSDARG000000095019	lmo2	33	152	1,92	2,98E-02
ENSDARG00000003835	stom	145	620	1,91	9,99E-03
ENSDARG000000089177	cyp46a1.3	10	45	1,90	2,34E-02
ENSDARG000000039422	fuom	15	64	1,89	1,05E-02
ENSDARG00000079397	cerkl	40	156	1,88	1,40E-03
ENSDARG00000068629	cd151l	88	346	1,87	9,26E-04
ENSDARG000000012600	si:dkey-97a13.6	25	106	1,87	2,53E-02
ENSDARG000000099379	ppp4r1l	138	546	1,87	2,73E-03
ENSDARG00000054588	cox6a2	159	673	1,87	1,46E-02
ENSDARG000000031348	mc5ra	355	1473	1,87	1,30E-02
ENSDARG00000069430	tp53i11a	42	184	1,87	3,48E-02
ENSDARG00000075163	cxcl20	92	376	1,87	9,32E-03
ENSDARG00000043856	amd1	3173	12174	1,87	4,28E-04
ENSDARG00000068732	spry4	636	2640	1,86	1,34E-02
ENSDARG000000093760	si:ch211-197h24.9	26	114	1,85	4,74E-02
ENSDARG000000055831	si:dkey-182g1.6	13	60	1,85	3,36E-02
ENSDARG00000101534	rab3db	450	1729	1,85	1,24E-03
ENSDARG00000069150	rit1	33	143	1,85	3,71E-02
ENSDARG00000009881	ier5	455	1950	1,85	3,22E-02
ENSDARG00000021987	plecb	265	1054	1,85	6,95E-03
ENSDARG00000077791	brsk2b	38	163	1,84	3,41E-02
ENSDARG000000075158	igdcc3	103	427	1,84	2,03E-02
ENSDARG00000086490	si:dkey-92f12.2	38	151	1,84	1,10E-02
ENSDARG00000038964	traf4b	5	20	1,84	4,94E-02
ENSDARG00000034181	esr2b	52	217	1,83	2,38E-02
ENSDARG00000074163	zgc:162879	8	32	1,83	2,49E-02
ENSDARG00000054454	epha4a	434	1693	1,83	5,81E-03
ENSDARG00000008310	ip6k2a	359	1418	1,83	9,91E-03
ENSDARG00000030723	cldn11b	5	22	1,82	4,94E-02
ENSDARG00000018524	midn	2470	9492	1,82	4,14E-03
ENSDARG00000021869	rcan2	82	321	1,82	8,19E-03
ENSDARG00000015709	hsd17b12a	139	520	1,82	1,11E-03
ENSDARG000000087413	bean1	151	579	1,81	4,68E-03
ENSDARG00000030803	zgc:110006	19	78	1,81	3,74E-02
ENSDARG00000045465	lancl2	111	421	1,81	3,87E-03
ENSDARG00000040815	tsku	25	104	1,80	4,71E-02
ENSDARG00000034262	pld2	84	318	1,80	3,50E-03
ENSDARG00000061817	kif1aa	109	422	1,80	8,84E-03
ENSDARG000000076752	tmem67	29	115	1,80	1,94E-02
ENSDARG00000039512	ap1m3	13	52	1,80	2,14E-02
ENSDARG00000026178	ube3d	11	45	1,80	2,91E-02
ENSDARG00000079124	si:dkeyp-94h10.5	25	99	1,80	1,33E-02
ENSDARG00000004115	mgat4b	117	442	1,80	5,32E-03
ENSDARG00000038655	ajap1	33	135	1,80	3,22E-02
ENSDARG000000036179	myo1ea	192	719	1,80	3,94E-03
ENSDARG00000012972	cfl1l	23	97	1,79	3,52E-02
ENSDARG00000031647	stat2	111	427	1,79	9,49E-03
ENSDARG00000006314	itgav	70	257	1,79	2,00E-03
ENSDARG00000004937	skp2	4	18	1,79	1,55E-02
ENSDARG00000030472	slc16a5a	35	138	1,78	2,37E-02
ENSDARG000000043210	nfic	75	295	1,78	1,94E-02
ENSDARG00000053205	ppfia4	220	832	1,78	1,10E-02

ENSDARG00000023958	rnf181	38	138	1,77	1,22E-03
ENSDARG00000008034	skib	90	338	1,77	1,23E-02
ENSDARG00000069101	napbb	648	2456	1,77	1,35E-02
ENSDARG00000062702	ankmy1	25	98	1,76	1,45E-02
ENSDARG00000101928	gorasp1b	9	36	1,76	2,85E-02
ENSDARG00000036493	si:ch73-174h16.4	18	69	1,76	1,10E-02
ENSDARG00000055092	pora	88	319	1,76	2,39E-03
ENSDARG000000091602	si:dkey-163f14.6	48	187	1,76	3,22E-02
ENSDARG00000009336	aif1l	96	341	1,76	6,34E-04
ENSDARG00000037884	rab30	164	591	1,75	3,36E-03
ENSDARG00000017489	zgc:123068	242	901	1,75	1,10E-02
ENSDARG00000056519	si:dkey-280e21.3	160	595	1,75	1,30E-02
ENSDARG000000015199	cblb	669	2487	1,74	1,46E-02
ENSDARG00000055099	fam184b	154	562	1,74	8,33E-03
ENSDARG00000074305	si:ch73-257c13.2	28	101	1,74	6,61E-03
ENSDARG00000032761	pde4d	41	153	1,74	1,77E-02
ENSDARG00000023498	gmppab	53	194	1,74	7,58E-03
ENSDARG00000037030	casz1	45	175	1,74	3,50E-02
ENSDARG000000041925	cryba2b	7	29	1,73	4,94E-02
ENSDARG00000088862	stxbp6	466	1721	1,73	1,84E-02
ENSDARG00000089066	nhs12	293	1048	1,73	6,21E-03
ENSDARG000000094791	si:dkey-193n17.9	10	38	1,72	2,91E-02
ENSDARG00000002826	cep57l1	22	87	1,72	3,90E-02
ENSDARG00000078404	cdh26.1	21	79	1,72	3,26E-02
ENSDARG000000014871	syng3a	28	102	1,72	7,58E-03
ENSDARG00000061579	myo1cb	125	450	1,72	1,05E-02
ENSDARG00000060309	srgap3	196	688	1,72	3,38E-03
ENSDARG00000043131	BX664625.1	10	40	1,71	4,84E-02
ENSDARG00000042122	acot11b	83	316	1,71	4,82E-02
ENSDARG00000051749	tigara	20	74	1,71	2,04E-02
ENSDARG000000063686	atp23	8	33	1,70	4,14E-02
ENSDARG00000087780	tiam2a	80	278	1,70	5,27E-03
ENSDARG00000011027	fgfr1a	554	1948	1,70	8,84E-03
ENSDARG000000021664	fzd3a	57	210	1,69	3,45E-02
ENSDARG00000068586	CDHR2	297	1017	1,69	2,52E-03
ENSDARG00000043416	tnfaip2a	311	1061	1,69	1,85E-03
ENSDARG000000079586	gabrb2	103	374	1,69	2,94E-02
ENSDARG00000028164	cst14a.1	10	36	1,68	4,31E-02
ENSDARG00000079236	si:dkey-253d23.11	5	18	1,67	2,15E-02
ENSDARG00000060338	trmt12	21	76	1,67	1,75E-02
ENSDARG00000021113	ptmaa	222	758	1,67	4,86E-03
ENSDARG00000033599	zgc:100906	143	485	1,67	3,89E-03
ENSDARG000000093687	si:dkey-193c22.1	106	359	1,67	3,43E-03
ENSDARG00000075858	fam155a	79	273	1,67	1,35E-02
ENSDARG00000005590	mtf2	6	24	1,66	3,77E-02
ENSDARG00000004402	elovl6	78	257	1,66	6,63E-04
ENSDARG00000070498	phyhiplb	138	510	1,66	4,42E-02
ENSDARG00000103848	apba1a	48	166	1,66	9,40E-03
ENSDARG00000056888	dnah5l	88	318	1,66	4,25E-02
ENSDARG00000093412	sertad2a	19	65	1,66	1,15E-02
ENSDARG00000086699	smim15	40	134	1,65	2,05E-03
ENSDARG00000016427	fign1l	22	76	1,65	1,42E-02
ENSDARG00000035918	bzw2	86	290	1,65	1,22E-02
ENSDARG000000074030	myt1a	156	511	1,65	1,51E-03
ENSDARG00000045661	irf7	59	206	1,64	3,52E-02
ENSDARG00000012040	rnf19a	348	1152	1,64	4,63E-03
ENSDARG00000007657	ccnh	37	126	1,64	8,76E-03
ENSDARG00000007975	fth1b	26	90	1,64	1,63E-02
ENSDARG00000104409	tnk2b	71	246	1,63	3,08E-02
ENSDARG00000000476	pms1	11	38	1,63	2,53E-02
ENSDARG00000104478	cap2	88	295	1,63	1,14E-02
ENSDARG00000035957	gmnn	27	94	1,63	2,73E-02
ENSDARG00000093864	wee1	26	91	1,63	3,17E-02
ENSDARG00000060215	cep85	37	120	1,62	7,13E-03
ENSDARG00000021239	apaf1	113	365	1,62	2,88E-03
ENSDARG000000093117	si:dkey-266m15.7	16	55	1,62	2,98E-02
ENSDARG00000023858	ccdc174	76	242	1,61	8,20E-04
ENSDARG00000078077	dph2	12	43	1,61	3,55E-02
ENSDARG00000069940	ppap2d	303	964	1,60	2,08E-03
ENSDARG00000076246	prune	27	90	1,59	2,15E-02
ENSDARG00000090882	si:rp71-36a1.5	69	240	1,59	4,95E-02
ENSDARG00000079884	trim107	26	86	1,59	1,60E-02
ENSDARG00000005675	sec61a1l	347	1089	1,59	1,66E-03

ENSDARG00000070261	crlf3	44	146	1,59	3,48E-02
ENSDARG00000009242	fev	832	2637	1,58	4,86E-03
ENSDARG00000060306	tfcp2	633	1978	1,58	1,52E-03
ENSDARG00000032188	lrrc8aa	76	244	1,58	1,12E-02
ENSDARG00000088967	wnk4b	956	3120	1,58	2,19E-02
ENSDARG00000112454	FO744833.2	19	61	1,58	1,44E-02
ENSDARG00000044001	lgals3b	22	73	1,57	1,94E-02
ENSDARG000000021607	negr1	68	216	1,57	1,11E-02
ENSDARG00000034001	tango6	13	43	1,57	1,77E-02
ENSDARG00000014017	rrm1	23	72	1,56	1,53E-02
ENSDARG00000013000	ppfia2	33	108	1,56	3,70E-02
ENSDARG00000088663	lman2lb	84	264	1,56	6,51E-03
ENSDARG000000034771	rab13	39	126	1,56	3,39E-02
ENSDARG00000003193	rassf7b	28	92	1,56	2,17E-02
ENSDARG00000076221	zgc:198419	148	473	1,56	1,86E-02
ENSDARG00000099106	afmid	12	39	1,55	4,18E-02
ENSDARG00000106873	LO018188.1	163	523	1,55	2,50E-02
ENSDARG00000020212	slc1a1	16	53	1,55	4,91E-02
ENSDARG00000114852	CR974456.1	65	212	1,55	3,98E-02
ENSDARG00000026090	adprm	38	121	1,54	3,09E-02
ENSDARG00000057625	dusp14	46	138	1,53	1,26E-03
ENSDARG00000079578	rbpms2b	31	101	1,53	4,33E-02
ENSDARG00000101348	plppr5b	75	233	1,53	1,64E-02
ENSDARG00000006754	mlt3	42	132	1,52	3,60E-02
ENSDARG000000062083	dph7	16	52	1,52	4,16E-02
ENSDARG00000059646	nt5dc2	298	939	1,52	3,43E-02
ENSDARG00000087402	TPM1 (1 of many)	153	475	1,52	2,39E-02
ENSDARG00000043821	klf7b	323	982	1,52	1,16E-02
ENSDARG00000070539	arf3a	81	246	1,51	9,08E-03
ENSDARG00000094343	si:dkey-20i20.8	13	41	1,51	2,04E-02
ENSDARG000000013950	pdf	10	33	1,51	3,71E-02
ENSDARG00000027887	zfyve21	187	547	1,50	6,39E-04
ENSDARG00000062054	cpt1ab	277	849	1,50	2,37E-02
ENSDARG00000102061	b3galt2	114	336	1,49	6,17E-03
ENSDARG00000089877	si:dkeyp-75h12.5	397	1162	1,49	2,44E-03
ENSDARG00000093003	acy3.1	9	27	1,49	2,41E-02
ENSDARG000000062790	CU639469.1	535	1549	1,48	1,54E-03
ENSDARG00000063646	lnpa	45	132	1,48	6,34E-03
ENSDARG00000090986	si:dkeyp-115e12.6	63	187	1,48	1,65E-02
ENSDARG00000060796	slc20a2	210	615	1,47	1,10E-02
ENSDARG00000058038	eml3	50	149	1,47	2,26E-02
ENSDARG00000090872	si:dkey-276j7.1	181	526	1,47	5,74E-03
ENSDARG000000076362	tmem260	18	54	1,47	3,36E-02
ENSDARG00000004325	casp9	69	199	1,47	5,78E-03
ENSDARG00000004262	cyp46a1.2	25	75	1,46	1,15E-02
ENSDARG00000007654	nsfa	474	1347	1,46	1,74E-03
ENSDARG00000003989	crhr1	58	169	1,45	2,17E-02
ENSDARG000000092228	si:dkey-27p18.3	58	168	1,45	1,28E-02
ENSDARG00000040505	yif1b	21	62	1,45	8,03E-03
ENSDARG00000021143	rtn1b	871	2531	1,45	1,90E-02
ENSDARG00000045087	cdk5r1b	87	258	1,45	4,94E-02
ENSDARG00000086808	ddhd1a	55	163	1,45	4,31E-02
ENSDARG00000101979	eps8l3a	47	136	1,45	1,49E-02
ENSDARG00000009336	mvda	20	59	1,45	2,80E-02
ENSDARG00000045485	rassf8b	20	58	1,44	4,56E-02
ENSDARG00000079438	pkp3b	72	206	1,44	1,24E-02
ENSDARG000000063711	trim3a	93	260	1,44	1,15E-03
ENSDARG00000103542	vegfaa	479	1334	1,44	1,04E-03
ENSDARG00000021209	kctd9a	174	497	1,43	1,57E-02
ENSDARG000000088072	usp43b	59	171	1,43	3,05E-02
ENSDARG00000002949	ppp6c	557	1542	1,43	1,56E-03
ENSDARG00000035578	hs3st1l2	96	270	1,42	7,27E-03
ENSDARG00000008487	dmd	116	325	1,42	1,03E-02
ENSDARG00000056152	fam3c	238	662	1,42	3,64E-03
ENSDARG00000014704	pgm2l1	167	462	1,42	2,23E-03
ENSDARG000000063169	ubn1	12	35	1,42	9,28E-03
ENSDARG00000054442	cbx1b	80	222	1,42	4,24E-03
ENSDARG00000061691	qpctla	65	177	1,41	2,29E-04
ENSDARG00000006567	dus4l	28	77	1,40	7,37E-03
ENSDARG00000061713	tpd52	289	792	1,40	3,29E-03
ENSDARG00000094345	si:dkey-261l7.2	34	95	1,40	3,01E-02
ENSDARG00000103720	zgc:162730	2100	5729	1,40	3,33E-03
ENSDARG00000030716	ing4	42	119	1,40	3,11E-02

ENSDARG00000033516	efr3ba	843	2353	1,40	2,23E-02
ENSDARG00000019503	zgc:103759	11	31	1,39	3,42E-02
ENSDARG00000004840	rassf1	190	511	1,39	1,11E-03
ENSDARG00000019335	hes6	87	235	1,38	6,81E-03
ENSDARG000000058219	tubd1	50	137	1,38	2,31E-02
ENSDARG000000037932	lin7b	117	318	1,38	7,37E-03
ENSDARG00000101367	si:ch73-193i22.1	121	340	1,38	3,75E-02
ENSDARG000000109820	NPAS3	44	122	1,38	2,50E-02
ENSDARG000000035433	arpc5lb	74	203	1,38	8,03E-03
ENSDARG00000018976	sptlc2a	214	575	1,37	3,96E-03
ENSDARG000000025855	camk2n1a	871	2379	1,37	2,06E-02
ENSDARG000000063446	iba57	84	229	1,37	2,57E-02
ENSDARG000000000837	snx9a	180	497	1,37	3,57E-02
ENSDARG000000091555	ostf1	84	229	1,37	2,61E-02
ENSDARG000000030479	hmgb1b	700	1848	1,36	1,27E-03
ENSDARG000000063075	soga1	203	546	1,35	2,59E-02
ENSDARG000000054864	aplp2	1509	3974	1,33	1,47E-02
ENSDARG00000104015	fgfr1bl	41	110	1,33	4,95E-02
ENSDARG0000000033413	acot18	106	276	1,33	6,67E-03
ENSDARG000000045131	id4	210	542	1,33	3,33E-03
ENSDARG000000036102	ctdsp2	93	247	1,33	2,98E-02
ENSDARG000000035870	laptm4b	562	1443	1,32	2,41E-03
ENSDARG000000005772	tsr2	23	62	1,32	3,40E-02
ENSDARG00000104767	CR381531.2	66	174	1,32	2,83E-02
ENSDARG0000000035329	capns1a	204	523	1,31	3,75E-03
ENSDARG000000055477	pelo	124	327	1,31	3,42E-02
ENSDARG000000020841	rbm7	21	54	1,30	2,08E-02
ENSDARG000000033539	paics	88	224	1,30	5,16E-03
ENSDARG000000053452	pop5	21	54	1,30	2,14E-02
ENSDARG00000018966	cyb5r1	272	689	1,30	2,68E-03
ENSDARG0000000061314	ngrn	38	100	1,30	4,33E-02
ENSDARG000000068787	slc6a17	276	705	1,30	1,14E-02
ENSDARG000000030914	tmem120a	33	87	1,30	4,02E-02
ENSDARG000000061800	si:dkey-208k22.6	87	222	1,30	5,86E-03
ENSDARG000000087369	cep162	33	85	1,30	3,14E-02
ENSDARG000000037260	toporsa	40	103	1,30	1,32E-02
ENSDARG0000000019236	gsr	90	229	1,30	6,90E-03
ENSDARG000000000151	thraa	84	213	1,29	6,27E-03
ENSDARG000000043548	atg4da	31	81	1,29	2,08E-02
ENSDARG000000029865	rassf2a	122	311	1,29	1,30E-02
ENSDARG000000060515	zdhhc9	120	307	1,29	1,76E-02
ENSDARG000000069279	elovl7a	25	65	1,29	1,89E-02
ENSDARG0000000021309	rhoca	132	333	1,29	8,06E-03
ENSDARG00000102846	trmt13	16	42	1,28	2,60E-02
ENSDARG000000099511	CABZ01034698.2	32	82	1,28	3,70E-02
ENSDARG000000071594	TIMM21	42	107	1,28	3,72E-02
ENSDARG000000039270	vti1b	61	154	1,28	2,16E-02
ENSDARG0000000088972	si:dkey-238d18.4	137	349	1,28	3,23E-02
ENSDARG000000092889	zgc:194246	29	73	1,27	7,38E-03
ENSDARG000000074628	si:dkey-10o6.2	61	157	1,27	4,74E-02
ENSDARG000000040971	zgc:92606	404	1004	1,26	8,60E-03
ENSDARG000000099226	PPP1CC	222	564	1,26	4,82E-02
ENSDARG000000021753	ccdc25	222	547	1,26	3,62E-03
ENSDARG0000000092364	si:ch211-218c6.8	40	99	1,26	2,37E-02
ENSDARG000000057114	hpf1	123	301	1,26	2,48E-03
ENSDARG00000114038	ska2	74	183	1,25	7,87E-03
ENSDARG000000060445	elp6	41	103	1,24	4,46E-02
ENSDARG000000042732	tmem189	79	194	1,24	1,49E-02
ENSDARG000000041665	mkrn1	102	252	1,24	3,24E-02
ENSDARG0000000040300	gtpbp10	42	105	1,24	4,31E-02
ENSDARG00000101936	tmem106ba	260	626	1,24	1,45E-03
ENSDARG000000045955	prlr1b	48	120	1,24	4,20E-02
ENSDARG000000070266	spock3	937	2332	1,24	4,99E-02
ENSDARG000000053583	cers6	471	1141	1,23	7,94E-03
ENSDARG000000040123	zfpm2a	98	237	1,23	1,44E-02
ENSDARG0000000011605	dennd6b	88	213	1,23	1,89E-02
ENSDARG000000075491	si:ch211-26b3.4	69	166	1,22	2,19E-02
ENSDARG000000001889	tuba1a	54	133	1,22	4,33E-02
ENSDARG0000000098780	nsmce1	31	75	1,22	3,08E-02
ENSDARG000000011555	spag7	83	197	1,22	2,83E-03
ENSDARG000000046141	zgc:162025	64	155	1,22	2,43E-02
ENSDARG0000000019117	parvb	71	170	1,22	7,94E-03
ENSDARG000000094265	si:dkey-183n20.15	50	122	1,21	2,91E-02

ENSDARG00000015472	gpc4	560	1343	1,21	2,24E-02
ENSDARG00000005651	hrasb	59	141	1,21	4,03E-03
ENSDARG00000000760	znf511	44	105	1,20	2,11E-02
ENSDARG00000057021	vps36	63	147	1,20	6,52E-04
ENSDARG00000058225	arpc4l	263	619	1,20	4,02E-03
ENSDARG00000020944	ezra	79	190	1,20	2,81E-02
ENSDARG00000090503	oma1	17	41	1,20	2,61E-02
ENSDARG000000101735	chn1	42	102	1,20	4,20E-02
ENSDARG00000033987	rsrc1	30	72	1,20	4,01E-02
ENSDARG00000031261	sap30bp	190	453	1,20	2,33E-02
ENSDARG00000091592	pel1a	223	529	1,19	2,71E-02
ENSDARG00000076532	si:ch211-222l21.1	575	1352	1,18	1,87E-02
ENSDARG00000012222	nup35	54	126	1,18	5,34E-03
ENSDARG00000104709	sprtn	24	58	1,18	4,96E-02
ENSDARG00000075564	fam13a	395	924	1,18	1,73E-02
ENSDARG00000041600	wdr83	47	109	1,18	1,46E-02
ENSDARG00000101996	cxxc1a	88	205	1,18	9,91E-03
ENSDARG00000028327	gmfb	139	321	1,18	1,77E-03
ENSDARG000000024818	rilp12	91	211	1,17	1,40E-02
ENSDARG00000095538	senp3a	22	52	1,17	3,05E-02
ENSDARG00000035398	enc1	345	797	1,17	1,14E-02
ENSDARG00000014085	atp6v1e1a	88	203	1,17	8,69E-03
ENSDARG00000089720	CABZ01077218.1	59	136	1,17	1,87E-02
ENSDARG00000028088	galk1	70	161	1,17	1,38E-02
ENSDARG00000014333	ormdl1	225	519	1,17	1,32E-02
ENSDARG00000017261	gdpd1	193	445	1,16	1,54E-02
ENSDARG00000099439	serp1	690	1599	1,16	2,52E-02
ENSDARG00000059483	tead1b	281	647	1,16	1,56E-02
ENSDARG00000002994	itpkca	36	83	1,16	4,97E-02
ENSDARG00000062056	elmod1	127	292	1,16	1,38E-02
ENSDARG000000075129	mrps11	65	151	1,16	2,84E-02
ENSDARG00000045482	stk38l	108	248	1,16	1,13E-02
ENSDARG00000041237	med18	25	59	1,16	2,06E-02
ENSDARG00000034885	bet1	108	252	1,16	4,56E-02
ENSDARG00000001303	psmb8a	160	368	1,15	1,73E-02
ENSDARG00000041155	morf4l1	296	672	1,15	5,81E-03
ENSDARG000000011661	twf1b	92	207	1,15	2,04E-03
ENSDARG00000036147	ano5b	84	193	1,14	3,89E-02
ENSDARG00000044760	gnaia	232	524	1,14	6,15E-03
ENSDARG00000099510	cnn3a	459	1036	1,14	7,26E-03
ENSDARG00000002339	sgf29	53	122	1,14	4,15E-02
ENSDARG00000099799	si:dkey-11f4.16	69	158	1,14	4,70E-02
ENSDARG00000070061	gfer	63	145	1,14	4,27E-02
ENSDARG00000010052	ndrg3b	1285	2910	1,13	2,73E-02
ENSDARG00000062489	march8	990	2211	1,13	9,87E-03
ENSDARG00000041071	jagn1a	150	336	1,13	1,08E-02
ENSDARG00000070833	lin52	86	193	1,12	2,15E-02
ENSDARG00000079584	zgc:194930	231	509	1,12	8,17E-04
ENSDARG00000045843	apex1	47	105	1,12	1,72E-02
ENSDARG0000004023	isl1	2468	5493	1,12	1,20E-02
ENSDARG0000007025	ttc9c	19	44	1,12	4,16E-02
ENSDARG00000027986	slc35d1b	94	209	1,11	1,90E-02
ENSDARG00000044923	ube2w	249	550	1,11	1,54E-02
ENSDARG00000101446	PCP4L1	102	228	1,10	3,50E-02
ENSDARG00000029252	ssb	58	127	1,10	2,04E-02
ENSDARG00000018529	lipf	111	243	1,10	1,82E-02
ENSDARG00000070986	sergef	42	93	1,10	4,31E-02
ENSDARG00000029107	ube2d1a	62	137	1,10	4,51E-02
ENSDARG00000101063	CABZ01058650.1	78	173	1,10	3,32E-02
ENSDARG00000059906	sdc4	973	2144	1,10	3,02E-02
ENSDARG00000030871	siah1	109	239	1,09	1,75E-02
ENSDARG00000092746	si:ch211-150o23.2	105	229	1,09	1,92E-02
ENSDARG00000020777	cep85l	51	111	1,09	1,90E-02
ENSDARG00000098646	mthfd2	110	239	1,09	1,81E-02
ENSDARG00000017874	dnajc3b	141	305	1,09	7,27E-03
ENSDARG00000054540	imp4	31	69	1,08	4,29E-02
ENSDARG00000011498	si:ch211-212o1.2	152	327	1,08	1,30E-02
ENSDARG00000044642	sc5d	63	136	1,08	1,43E-02
ENSDARG00000035146	polr2j	57	125	1,08	2,91E-02
ENSDARG00000079994	AKAP13	583	1258	1,08	1,62E-02
ENSDARG00000045540	ppp6r2a	580	1242	1,07	7,47E-03
ENSDARG00000021582	dynlrb1	233	499	1,07	6,80E-03
ENSDARG00000010280	clasp1a	183	393	1,07	1,76E-02

ENSDARG00000076919	igdcc4	352	755	1,07	1,61E-02
ENSDARG00000062476	snapp5	112	242	1,07	4,25E-02
ENSDARG00000104637	fam219b	155	329	1,07	4,37E-03
ENSDARG00000056396	dusp22a	48	105	1,06	4,82E-02
ENSDARG00000057884	zgc:114174	54	117	1,06	2,74E-02
ENSDARG00000011488	sirt2	240	508	1,06	3,29E-03
ENSDARG00000003531	tcea1	174	372	1,06	1,14E-02
ENSDARG000000002549	eif3eb	77	164	1,06	3,24E-03
ENSDARG00000028295	mkrn4	73	155	1,05	3,37E-02
ENSDARG00000102998	taf6	147	310	1,05	6,56E-03
ENSDARG00000006878	phf21aa	188	397	1,05	1,01E-02
ENSDARG00000104030	taf12	481	1017	1,05	1,23E-02
ENSDARG00000104894	si:ch73-138e16.2	52	112	1,05	3,17E-02
ENSDARG00000077804	hgsnat	53	112	1,05	8,14E-03
ENSDARG00000069085	ints2	159	338	1,05	3,47E-02
ENSDARG00000092467	si:ch73-46j18.5	680	1452	1,05	4,95E-02
ENSDARG00000070600	DYRK3	335	709	1,05	2,08E-02
ENSDARG00000099749	ube2d2l	119	254	1,05	4,99E-02
ENSDARG00000012866	picalma	314	669	1,05	4,83E-02
ENSDARG00000003749	polb	85	180	1,04	2,38E-02
ENSDARG00000033738	zgc:153867	686	1432	1,04	4,84E-03
ENSDARG00000077253	alkbh6	40	85	1,04	4,30E-02
ENSDARG00000053070	gosr2	300	632	1,04	2,80E-02
ENSDARG00000055912	nipa2	151	321	1,04	4,35E-02
ENSDARG000000093240	GMEB2	230	485	1,04	4,60E-02
ENSDARG00000037009	banf1	155	326	1,03	2,12E-02
ENSDARG00000006719	specc1la	159	330	1,03	2,84E-03
ENSDARG00000069910	gtf2f2a	247	515	1,03	1,22E-02
ENSDARG00000069494	tmem223	28	59	1,03	4,33E-02
ENSDARG00000078315	zgc:110063	42	88	1,03	4,65E-02
ENSDARG000000070553	rnmt	117	244	1,03	1,44E-02
ENSDARG00000040584	eef1akmt1	71	149	1,03	4,34E-02
ENSDARG00000019530	hdgfl2	79	166	1,03	2,55E-02
ENSDARG00000014462	rab3c	146	302	1,03	7,16E-03
ENSDARG00000054858	tp53bp2b	105	218	1,02	1,45E-02
ENSDARG00000020834	si:dkey-230p4.1	84	175	1,02	3,08E-02
ENSDARG000000063572	perp	161	334	1,02	1,37E-02
ENSDARG00000095086	cfdp1	46	97	1,02	4,75E-02
ENSDARG00000039136	cox16	129	267	1,02	2,56E-02
ENSDARG00000045025	ift52	57	118	1,01	1,93E-02
ENSDARG00000068246	plcb3	754	1554	1,01	2,12E-02
ENSDARG00000076689	gramd1a	224	460	1,01	1,49E-02
ENSDARG000000033140	desi1a	190	395	1,01	4,78E-02
ENSDARG00000011597	atxn2l	435	212	-1,00	3,69E-02
ENSDARG00000045909	dynlt1	370	180	-1,00	2,28E-02
ENSDARG00000059925	usp24	493	242	-1,00	7,59E-03
ENSDARG00000016875	gys1	395	193	-1,01	2,08E-02
ENSDARG00000115547	CABZ01026681.1	207	101	-1,01	9,05E-03
ENSDARG00000006094	igf2r	595	288	-1,01	4,22E-02
ENSDARG00000055530	sertad2b	346	168	-1,01	2,75E-02
ENSDARG00000006019	tktb	456	221	-1,01	1,65E-02
ENSDARG00000053136	b2m	10309	5025	-1,02	4,70E-03
ENSDARG00000074903	itcha	357	172	-1,02	2,98E-02
ENSDARG000000022712	stat3	1051	506	-1,02	2,68E-02
ENSDARG00000033537	p4ha1a	235	112	-1,02	4,54E-02
ENSDARG00000069013	prdx4	4543	2185	-1,02	2,52E-02
ENSDARG00000040965	zgc:101731	1056	509	-1,02	1,81E-02
ENSDARG00000068894	nrip1b	873	424	-1,02	3,29E-03
ENSDARG00000032369	btbd6b	648	309	-1,02	4,76E-02
ENSDARG00000036687	bcl9	347	167	-1,03	1,94E-02
ENSDARG00000063457	wash1	87	41	-1,03	4,45E-02
ENSDARG00000100717	socs5a	119	57	-1,03	4,78E-02
ENSDARG00000100222	utrn	418	200	-1,03	3,43E-02
ENSDARG00000018997	cplx2l	1890	910	-1,03	1,32E-02
ENSDARG00000074229	prr12a	1272	607	-1,03	3,59E-02
ENSDARG000000062744	scn1lab	625	300	-1,03	2,09E-02
ENSDARG00000104435	si:ch73-217b7.1	372	178	-1,03	2,40E-02
ENSDARG00000075819	arhgef2	225	108	-1,03	1,59E-02
ENSDARG00000054930	tpa1	239	114	-1,03	1,55E-02
ENSDARG00000007727	rgl2	445	211	-1,03	3,91E-02
ENSDARG00000019702	aldocb	9526	4515	-1,03	4,45E-02
ENSDARG00000056156	npdc1b	459	218	-1,03	3,03E-02
ENSDARG00000068981	glceb	343	164	-1,04	1,03E-02

ENSDARG00000086678	ascc3	723	345	-1,04	1,05E-02
ENSDARG00000074696	zgc:194621	350	167	-1,04	1,19E-02
ENSDARG00000003789	dennd5b	304	145	-1,04	9,77E-03
ENSDARG00000056092	si:dkey-12h9.6	213	101	-1,04	4,74E-02
ENSDARG00000078222	aatka	932	445	-1,05	6,27E-03
ENSDARG00000062055	rnf38	366	172	-1,05	3,64E-02
ENSDARG00000076618	tm2d3	240	112	-1,05	4,35E-02
ENSDARG000000010437	fam46c	3541	1682	-1,05	9,11E-03
ENSDARG00000039319	vps37b	202	95	-1,05	1,06E-02
ENSDARG00000035285	ncor1	3094	1473	-1,05	3,73E-03
ENSDARG00000005867	gon4l	395	187	-1,05	7,57E-03
ENSDARG00000077901	herc1	637	301	-1,05	1,18E-02
ENSDARG000000062477	kiaa1549la	1066	500	-1,06	2,38E-02
ENSDARG00000075281	tbc1d30	606	284	-1,06	1,92E-02
ENSDARG00000062531	mapk8ip3	744	353	-1,06	2,95E-03
ENSDARG00000042551	mboat2b	446	210	-1,06	4,30E-03
ENSDARG00000055052	map2	1492	703	-1,06	3,55E-03
ENSDARG00000076796	dlg3	185	87	-1,06	1,15E-02
ENSDARG000000056331	ahcyl1	619	292	-1,07	1,10E-03
ENSDARG00000078014	pacsin2	161	75	-1,07	3,56E-02
ENSDARG00000069433	tnk1	266	123	-1,07	3,66E-02
ENSDARG00000044056	ahi1	299	140	-1,07	1,20E-02
ENSDARG00000018967	gabbr1a	426	197	-1,07	3,55E-02
ENSDARG00000042627	nhs1b	476	221	-1,07	1,71E-02
ENSDARG000000062956	dagla	368	172	-1,07	3,94E-03
ENSDARG00000100374	txnrd3	1249	581	-1,08	9,88E-03
ENSDARG00000014571	ctnnb1	8682	4046	-1,08	5,60E-03
ENSDARG00000077095	si:ch211-160o17.4	1514	705	-1,08	5,95E-03
ENSDARG00000004763	hhl2a.2	560	261	-1,08	2,68E-03
ENSDARG00000098825	farsa	177	81	-1,08	4,38E-02
ENSDARG000000101047	rtcb	144	66	-1,08	4,95E-02
ENSDARG00000024694	myo1b	413	191	-1,08	2,39E-02
ENSDARG00000055377	gnb5b	216	99	-1,08	4,21E-02
ENSDARG000000024874	dock4b	679	316	-1,08	4,15E-03
ENSDARG00000005652	man1a1	312	143	-1,09	2,09E-02
ENSDARG00000032197	klf12b	317	146	-1,09	1,94E-02
ENSDARG000000013704	cers2a	1135	518	-1,09	2,10E-02
ENSDARG00000099547	nbeal1	325	146	-1,09	4,96E-02
ENSDARG00000011819	pcnx	438	199	-1,10	2,44E-02
ENSDARG00000043474	atp2b3a	787	360	-1,10	3,77E-03
ENSDARG00000058237	ssbp3a	640	292	-1,10	1,29E-02
ENSDARG00000000966	ncor2	4415	1993	-1,11	2,58E-02
ENSDARG00000078954	rxrba	169	76	-1,11	4,28E-02
ENSDARG00000086183	vkorc1	561	254	-1,11	1,06E-02
ENSDARG00000063253	hecw2b	77	34	-1,11	2,93E-02
ENSDARG00000036235	zbtb3	186	83	-1,11	2,99E-02
ENSDARG00000041572	zfp1m1	229	102	-1,12	3,36E-02
ENSDARG00000018961	gtpbp4	2162	961	-1,12	3,52E-02
ENSDARG00000040334	mat2aa	1132	504	-1,12	2,97E-02
ENSDARG00000069763	etv5a	670	299	-1,12	1,73E-02
ENSDARG00000012788	foxa3	1953	861	-1,12	4,88E-02
ENSDARG00000077499	plekho1b	229	103	-1,12	1,16E-02
ENSDARG00000035264	riok2	266	117	-1,13	3,63E-02
ENSDARG00000076058	gba	551	248	-1,13	3,96E-03
ENSDARG00000055543	appb	1854	825	-1,13	1,64E-02
ENSDARG00000099256	pum1	785	351	-1,13	8,58E-03
ENSDARG00000104450	CR85596.2	1042	465	-1,13	1,03E-02
ENSDARG00000078348	tcf20	1290	577	-1,13	6,48E-03
ENSDARG00000013847	egfra	228	101	-1,13	2,11E-02
ENSDARG000000004246	slit2	405	178	-1,13	4,73E-02
ENSDARG00000060494	eprs	1100	491	-1,13	5,43E-03
ENSDARG00000099747	CABZ01111953.1	120	53	-1,13	2,41E-02
ENSDARG00000053405	sord	149	66	-1,14	2,44E-02
ENSDARG00000016132	keap1a	239	106	-1,14	2,15E-02
ENSDARG00000023600	sh3gl2a	1079	475	-1,14	2,00E-02
ENSDARG00000105503	fndc3a	1889	824	-1,14	3,72E-02
ENSDARG00000035471	si:dkey-220k22.1	511	227	-1,14	3,23E-03
ENSDARG00000060123	ca16b	512	224	-1,14	3,14E-02
ENSDARG00000079326	cabin1	329	143	-1,15	4,11E-02
ENSDARG00000058732	scgn	14591	6441	-1,15	8,02E-03
ENSDARG00000076170	pcsk1nl	12228	5432	-1,15	1,78E-03
ENSDARG00000005774	ddx3b	702	307	-1,15	1,98E-02
ENSDARG00000060484	selenoi	132	57	-1,15	4,79E-02

ENSDARG00000063101	man2a2	1211	536	-1,15	2,73E-03
ENSDARG00000000568	ell	417	184	-1,15	2,32E-03
ENSDARG00000086288	scg3	46790	20777	-1,15	6,01E-04
ENSDARG00000102128	eps8	226	98	-1,15	3,78E-02
ENSDARG00000105255	zbtb4	4803	2109	-1,16	5,75E-03
ENSDARG00000009031	tnikb	259	113	-1,16	9,41E-03
ENSDARG00000030161	ppp1r14bb	383	165	-1,16	1,83E-02
ENSDARG000000056050	kctd17	135	59	-1,17	4,26E-03
ENSDARG00000059939	dab1a	519	223	-1,17	2,75E-02
ENSDARG00000104130	rbm26	224	96	-1,17	2,27E-02
ENSDARG00000000019	ube2h	1013	439	-1,17	6,28E-03
ENSDARG00000071215	palm3	176	75	-1,18	1,66E-02
ENSDARG000000008829	chga	2236	945	-1,18	4,33E-02
ENSDARG00000074905	camk1da	2361	1006	-1,18	2,53E-02
ENSDARG00000112923	CABZ01088036.1	152	65	-1,18	3,48E-02
ENSDARG00000011170	ndrg2	691	295	-1,18	2,57E-02
ENSDARG00000013500	abca2	825	350	-1,18	3,29E-02
ENSDARG00000037018	gab1	978	425	-1,18	5,42E-04
ENSDARG000000003751	lats1	368	158	-1,18	7,22E-03
ENSDARG00000063219	ubap2l	1210	522	-1,18	2,48E-03
ENSDARG00000075230	tet1	321	135	-1,19	3,47E-02
ENSDARG00000060480	ubr1	154	64	-1,19	4,67E-02
ENSDARG00000052331	abcf2b	412	177	-1,19	1,43E-03
ENSDARG00000069360	ppp3r1b	1136	489	-1,19	6,20E-04
ENSDARG000000002037	pfbfb2b	320	137	-1,20	6,95E-03
ENSDARG00000068006	gck	7069	2990	-1,20	1,19E-02
ENSDARG00000069185	celsr1a	566	241	-1,20	4,75E-03
ENSDARG00000025269	pdcd6ip	2062	878	-1,20	3,53E-03
ENSDARG00000016830	rimk1a	389	164	-1,20	1,62E-02
ENSDARG00000035187	abl1	213	89	-1,20	4,18E-02
ENSDARG000000020123	coq8a	550	233	-1,20	7,37E-03
ENSDARG00000003169	magi1b	514	218	-1,20	4,29E-03
ENSDARG00000054128	im:7136021	163	68	-1,21	2,90E-02
ENSDARG00000021647	gnai1	1327	563	-1,21	2,32E-03
ENSDARG00000100708	jakmip3	85	35	-1,21	4,78E-02
ENSDARG00000055429	kat6b	725	305	-1,21	7,51E-03
ENSDARG00000103658	hivep1	646	265	-1,22	3,89E-02
ENSDARG00000103288	PDPR	201	83	-1,22	1,55E-02
ENSDARG00000077188	atrnl1a	137	57	-1,22	2,52E-02
ENSDARG00000004386	si:dkey-153k10.9	2837	1179	-1,22	9,36E-03
ENSDARG00000017835	brf1a	98	40	-1,22	4,25E-02
ENSDARG00000070961	lepr	2930	1200	-1,23	2,79E-02
ENSDARG00000055787	dzank1	65	27	-1,23	4,91E-02
ENSDARG00000100524	abca3b	1442	603	-1,23	2,56E-03
ENSDARG00000035808	clcn4	304	126	-1,23	9,14E-03
ENSDARG00000073944	si:ch73-386h18.1	826	340	-1,23	1,33E-02
ENSDARG00000062177	dcbl2	743	303	-1,23	2,65E-02
ENSDARG00000077650	tnksa	1008	415	-1,23	1,28E-02
ENSDARG00000019588	chico	512	207	-1,23	3,97E-02
ENSDARG00000079872	rapgef4	3418	1376	-1,24	4,66E-02
ENSDARG00000059809	caska	166	67	-1,24	4,99E-02
ENSDARG00000014101	pyroxd2	394	163	-1,24	6,15E-03
ENSDARG00000076943	lhfp14b	250	101	-1,24	3,47E-02
ENSDARG000000001710	flot1b	1610	664	-1,24	6,73E-03
ENSDARG00000069970	lingo2b	478	197	-1,24	1,01E-02
ENSDARG00000032083	dpysl2b	564	233	-1,24	4,86E-03
ENSDARG00000079891	dnajc6	723	297	-1,25	5,10E-03
ENSDARG00000061654	wwc3	87	35	-1,25	3,33E-02
ENSDARG00000062220	plekha7b	131	53	-1,25	2,54E-02
ENSDARG00000101949	numbl	228	93	-1,25	6,27E-03
ENSDARG00000074702	arfgef2	483	196	-1,25	8,76E-03
ENSDARG00000100227	SLC7A1 (1 of many)	166	66	-1,26	2,16E-02
ENSDARG00000101858	DST	391	159	-1,26	8,45E-03
ENSDARG00000102730	mapk10	556	224	-1,26	8,13E-03
ENSDARG00000017880	kcnip3b	615	248	-1,27	1,05E-02
ENSDARG000000004954	grna	2953	1181	-1,27	1,35E-02
ENSDARG00000014891	robo2	1701	678	-1,27	1,74E-02
ENSDARG00000077536	snrnp200	1547	617	-1,27	1,25E-02
ENSDARG00000101986	irf6	328	131	-1,27	1,98E-02
ENSDARG00000043643	ehbp1	1049	424	-1,27	2,05E-03
ENSDARG00000103792	CABZ01076737.1	143	56	-1,27	3,83E-02
ENSDARG00000113609	TMEM164	184	72	-1,27	4,78E-02
ENSDARG00000061732	raph1b	424	168	-1,28	1,43E-02

ENSDARG00000008287	fam114a1	416	165	-1,28	8,84E-03
ENSDARG00000006892	myo3b	391	155	-1,29	9,76E-03
ENSDARG00000058207	abi2a	580	232	-1,29	2,02E-03
ENSDARG00000041702	rfx6	2696	1064	-1,29	1,05E-02
ENSDARG00000076005	piezo2a.2	185	73	-1,29	1,13E-02
ENSDARG00000003008	prkcea	1997	792	-1,29	5,40E-03
ENSDARG00000062008	hs2st1b	637	252	-1,29	4,98E-03
ENSDARG000000104094	grk3	175	68	-1,30	2,82E-02
ENSDARG00000002916	sec31b	308	119	-1,30	2,18E-02
ENSDARG00000063007	apc2	666	259	-1,30	1,36E-02
ENSDARG00000068217	stx2b	666	259	-1,31	1,11E-02
ENSDARG00000087018	FO704748.1	91	35	-1,31	3,43E-02
ENSDARG000000062909	furina	7202	2777	-1,31	1,83E-02
ENSDARG00000091293	dmxl2	1568	608	-1,31	9,40E-03
ENSDARG00000060849	dlgap4a	255	98	-1,32	1,24E-02
ENSDARG00000078311	dcaf6	160	61	-1,32	4,28E-02
ENSDARG00000021242	mvp	1130	430	-1,32	2,02E-02
ENSDARG00000098954	stard13b	185	71	-1,32	1,37E-02
ENSDARG000000031587	flvcr1	1353	526	-1,33	2,23E-03
ENSDARG00000101813	nap1l1	1723	668	-1,33	1,64E-03
ENSDARG00000011855	aak1a	439	163	-1,33	4,83E-02
ENSDARG00000104225	ndel1b	474	183	-1,34	2,26E-03
ENSDARG00000007918	ttc27	185	70	-1,34	1,57E-02
ENSDARG00000060504	pfkla	57	21	-1,34	3,34E-02
ENSDARG000000052658	pptc7b	176	66	-1,34	2,52E-02
ENSDARG00000034443	mpped2	650	247	-1,34	7,80E-03
ENSDARG00000055054	bcl9l	200	76	-1,34	1,06E-02
ENSDARG00000068421	ttc9b	77	29	-1,34	3,64E-02
ENSDARG00000098822	tcerg1a	98	37	-1,34	1,21E-02
ENSDARG00000020845	tns1b	1300	482	-1,35	3,35E-02
ENSDARG000000086990	carmil3	731	275	-1,35	1,51E-02
ENSDARG00000028793	nlk2	511	194	-1,35	7,48E-03
ENSDARG00000036442	atp11c	332	128	-1,35	2,39E-03
ENSDARG00000002131	celf2	244	91	-1,35	2,25E-02
ENSDARG00000012823	dlgap4b	213	78	-1,35	4,88E-02
ENSDARG00000095912	si:dkey-229b18.3	337	129	-1,35	7,05E-04
ENSDARG000000029955	glb1l	159	60	-1,35	1,30E-02
ENSDARG00000004871	mst1rb	1867	696	-1,35	1,69E-02
ENSDARG00000107385	aars2	179	67	-1,35	8,07E-03
ENSDARG00000057032	ppm1nb	197	72	-1,36	2,17E-02
ENSDARG00000006923	cacna1ab	363	132	-1,36	3,90E-02
ENSDARG00000001803	kcnh6a	1251	472	-1,36	2,98E-03
ENSDARG00000115805	GGT7	742	273	-1,37	2,01E-02
ENSDARG00000053279	apln	731	272	-1,37	7,94E-03
ENSDARG00000037320	fam131c	156	57	-1,37	3,57E-02
ENSDARG00000098108	dusp2	7513	2738	-1,37	2,60E-02
ENSDARG00000103428	ogdhhb	142	51	-1,37	4,92E-02
ENSDARG00000101270	klhl8	190	70	-1,37	1,64E-02
ENSDARG00000056642	hdac9b	1884	703	-1,37	3,88E-03
ENSDARG00000004592	gpr22a	1345	486	-1,38	2,79E-02
ENSDARG00000060257	zranb1a	504	189	-1,38	6,95E-04
ENSDARG00000100456	ptk2aa	162	59	-1,38	2,55E-02
ENSDARG00000034714	esyt1a	713	259	-1,38	2,12E-02
ENSDARG000000089009	frmpd1b	175	62	-1,38	3,14E-02
ENSDARG00000098375	polr1a	765	283	-1,39	2,88E-03
ENSDARG00000062479	vcam1b	333	119	-1,39	3,17E-02
ENSDARG00000104306	LO018474.1	430	159	-1,40	1,20E-03
ENSDARG00000099425	CABZ01073265.1	3934	1400	-1,40	2,64E-02
ENSDARG00000021833	ahr2	2437	904	-1,40	6,16E-04
ENSDARG00000104676	prkd2	461	170	-1,40	1,76E-03
ENSDARG00000061282	glg1a	1704	617	-1,40	1,05E-02
ENSDARG00000075110	dab2ipb	1180	430	-1,40	5,94E-03
ENSDARG00000062082	hipk3b	1080	396	-1,40	2,60E-03
ENSDARG00000079616	cramp1	309	111	-1,40	1,25E-02
ENSDARG00000069440	dachd	295	106	-1,40	1,56E-02
ENSDARG00000098526	gpr75	221	79	-1,40	1,55E-02
ENSDARG00000042833	rffl	260	94	-1,40	9,28E-03
ENSDARG00000104014	mark1	85	30	-1,40	2,39E-02
ENSDARG00000013063	oxct1a	186	65	-1,41	4,93E-02
ENSDARG00000039486	bag3	466	163	-1,41	4,01E-02
ENSDARG00000074481	ulk1b	1244	448	-1,41	9,91E-03
ENSDARG00000060070	adcyl7	568	207	-1,41	2,44E-03
ENSDARG00000037593	prickle2b	1070	388	-1,41	4,28E-03

ENSDARG00000063332	shank3a	311	109	-1,41	2,70E-02
ENSDARG00000088789	mast1b	1220	432	-1,41	1,81E-02
ENSDARG00000074469	amigo3	439	154	-1,41	2,85E-02
ENSDARG00000018206	nck2a	76	26	-1,41	4,71E-02
ENSDARG00000044436	rps6ka4	83	30	-1,41	3,03E-02
ENSDARG00000068143	slc39a6	770	278	-1,41	4,26E-03
ENSDARG00000058421	lgi1b	194	68	-1,42	2,61E-02
ENSDARG00000062485	dock11	379	136	-1,42	6,07E-03
ENSDARG00000021539	ephb2b	545	196	-1,42	5,16E-03
ENSDARG00000007774	vash2	213	76	-1,42	6,78E-03
ENSDARG00000002968	a1cf	3613	1318	-1,42	4,14E-04
ENSDARG00000101478	plppr2a	118	41	-1,42	3,80E-02
ENSDARG000000020718	slc25a22a	652	230	-1,43	1,26E-02
ENSDARG00000029668	crim1	759	268	-1,43	1,02E-02
ENSDARG00000045006	ptprga	1117	403	-1,43	1,15E-03
ENSDARG00000101280	vat1l	226	80	-1,43	9,71E-03
ENSDARG00000100624	CABZ01066312.1	193	67	-1,43	1,55E-02
ENSDARG00000073741	RAP1GDS1	235	82	-1,44	1,82E-02
ENSDARG00000077608	gpr137bb	1263	442	-1,44	1,22E-02
ENSDARG00000054874	gpsm1b	108	37	-1,44	4,50E-02
ENSDARG00000063570	dyrk1aa	480	164	-1,44	3,49E-02
ENSDARG00000102380	cnnm4a	103	35	-1,44	4,53E-02
ENSDARG00000037121	mat2ab	218	76	-1,44	1,99E-02
ENSDARG00000006983	celf3b	339	119	-1,44	9,41E-03
ENSDARG000000024827	rnf150a	157	53	-1,45	4,30E-02
ENSDARG00000009607	ccnc	1049	369	-1,45	3,79E-03
ENSDARG00000044954	slit1a	533	184	-1,45	1,64E-02
ENSDARG00000011545	arrb2b	556	198	-1,45	4,19E-04
ENSDARG00000067916	lyn	221	77	-1,45	8,93E-03
ENSDARG00000020235	sept9a	974	346	-1,45	6,63E-04
ENSDARG000000079291	rapgef3	127	42	-1,45	4,30E-02
ENSDARG00000038754	plk3	794	272	-1,46	1,65E-02
ENSDARG00000078026	zcchc24	104	34	-1,46	3,50E-02
ENSDARG00000099555	foxo1a	3833	1317	-1,46	1,05E-02
ENSDARG00000028322	pex14	782	277	-1,46	3,63E-04
ENSDARG00000114503	phtf2	103	34	-1,46	4,95E-02
ENSDARG000000061862	myo18ab	467	159	-1,46	1,44E-02
ENSDARG00000099221	ppp2r2bb	273	93	-1,46	1,41E-02
ENSDARG00000023448	galnt14	240	82	-1,46	2,28E-02
ENSDARG00000060841	piik3c2a	862	307	-1,47	9,50E-05
ENSDARG00000077710	nlgn1	261	89	-1,47	1,48E-02
ENSDARG00000076974	pdzd7a	114	37	-1,47	4,53E-02
ENSDARG00000071377	hsd11b1la	163	56	-1,47	7,23E-03
ENSDARG00000031075	cadm1a	210	70	-1,47	3,42E-02
ENSDARG00000099483	vdra	78	26	-1,47	4,06E-02
ENSDARG00000011533	sema6dl	195	67	-1,48	7,38E-03
ENSDARG00000060862	atxn1b	678	237	-1,48	5,99E-04
ENSDARG000000013415	lmna	964	327	-1,48	9,09E-03
ENSDARG00000035132	rgs3b	348	118	-1,48	9,13E-03
ENSDARG00000102975	nsg2	3035	1028	-1,48	1,09E-02
ENSDARG00000075733	zyx	136	46	-1,48	7,65E-03
ENSDARG00000030933	ksr1b	700	232	-1,48	2,15E-02
ENSDARG00000098666	si:dkey-93h22.8	105	36	-1,49	7,51E-03
ENSDARG00000079926	syt15	122	40	-1,49	2,23E-02
ENSDARG00000086172	ACVR1C	1152	393	-1,49	3,56E-03
ENSDARG00000061635	myo5aa	522	180	-1,49	1,11E-03
ENSDARG00000004754	hspace4a	415	139	-1,49	1,04E-02
ENSDARG00000051989	tmem187	78	26	-1,49	3,92E-02
ENSDARG00000036107	txnipa	2767	893	-1,49	3,55E-02
ENSDARG000000028000	pfkpa	683	232	-1,49	3,06E-03
ENSDARG00000019743	dctn1a	216	69	-1,49	4,51E-02
ENSDARG00000040177	rgs16	638	212	-1,49	1,50E-02
ENSDARG00000058603	jph1a	141	46	-1,50	3,10E-02
ENSDARG00000042010	pklr	1073	356	-1,50	1,03E-02
ENSDARG00000005343	ccdc85al	163	52	-1,50	4,06E-02
ENSDARG000000031768	rora	465	152	-1,51	1,99E-02
ENSDARG00000116751	BX537263.4	239	3	-1,51	3,92E-02
ENSDARG00000021059	alas1	815	272	-1,51	5,49E-03
ENSDARG00000103962	add1	641	215	-1,51	3,50E-03
ENSDARG00000032049	enah	258	86	-1,51	4,88E-03
ENSDARG00000055565	cacnb2b	172	55	-1,51	3,51E-02
ENSDARG000000063310	oxr1b	638	204	-1,51	4,08E-02
ENSDARG00000103158	ldb1b	402	128	-1,52	3,59E-02

ENSDARG00000015053	grip1	98	31	-1,52	4,82E-02
ENSDARG000000061203	trpc1	415	134	-1,52	2,50E-02
ENSDARG000000054323	pparab	68	22	-1,52	3,13E-02
ENSDARG000000070230	aldh1l2	113	36	-1,52	1,90E-02
ENSDARG000000020853	galr2a	695	229	-1,53	6,48E-03
ENSDARG000000063539	slc25a15a	129	40	-1,53	3,71E-02
ENSDARG000000018270	olfm1a	128	41	-1,53	2,89E-02
ENSDARG0000000059900	tbc1d9	291	95	-1,54	7,16E-03
ENSDARG000000010181	asap2a	158	49	-1,54	4,28E-02
ENSDARG000000031200	ppp2r5cb	1868	621	-1,54	6,53E-04
ENSDARG000000078865	cxxc5a	345	113	-1,54	2,42E-03
ENSDARG000000003449	pde10a	474	154	-1,55	5,62E-03
ENSDARG0000000058606	sik1	12091	3896	-1,55	7,81E-03
ENSDARG000000061335	galnt1	641	214	-1,55	2,23E-04
ENSDARG000000029472	afdna	574	187	-1,55	2,78E-03
ENSDARG000000079889	phldb2a	119	37	-1,55	2,65E-02
ENSDARG000000003142	dachc	499	156	-1,56	2,09E-02
ENSDARG000000063594	hipk1a	317	101	-1,56	8,39E-03
ENSDARG0000000015824	lemd3	218	71	-1,56	2,54E-03
ENSDARG000000010002	gna11a	183	58	-1,56	7,58E-03
ENSDARG000000103413	zgc:109949	832	256	-1,56	3,08E-02
ENSDARG0000000055999	BRD8	102	32	-1,57	2,09E-02
ENSDARG000000015915	slc25a36b	2318	752	-1,57	1,17E-03
ENSDARG000000053311	tespa1	254	82	-1,57	8,69E-04
ENSDARG0000000058969	cntnap2a	1173	359	-1,57	2,49E-02
ENSDARG000000101687	CU929259.1	515	162	-1,58	7,96E-03
ENSDARG000000021846	hid1a	476	154	-1,58	9,59E-04
ENSDARG0000000093253	si:dkey-229d2.4	45	13	-1,58	3,62E-02
ENSDARG000000069795	zgc:154058	918	288	-1,58	8,14E-03
ENSDARG000000078676	myrf	100	30	-1,58	3,59E-02
ENSDARG0000000039881	cemip	107	33	-1,58	1,50E-02
ENSDARG000000086034	nectin1b	196	60	-1,59	1,33E-02
ENSDARG000000104358	FP016005.1	28	8	-1,59	4,55E-02
ENSDARG000000007220	ncam1b	1485	474	-1,59	1,51E-03
ENSDARG000000075904	rxf1b	38	11	-1,60	3,05E-02
ENSDARG000000008859	mylipa	1198	378	-1,60	2,60E-03
ENSDARG0000000096701	si:dkey-21e13.3	47	14	-1,60	4,38E-02
ENSDARG000000052113	hexa	1034	325	-1,60	2,57E-03
ENSDARG000000022372	kng1	655	199	-1,60	1,85E-02
ENSDARG000000063167	chkb	1035	322	-1,60	4,54E-03
ENSDARG000000115428	CABZ01101813.1	434	137	-1,60	1,44E-03
ENSDARG000000001154	rimbp2	477	143	-1,60	2,04E-02
ENSDARG0000000036548	s1pr2	292	87	-1,60	3,05E-02
ENSDARG000000090997	vegfa	534	166	-1,60	4,55E-03
ENSDARG000000087843	cntn1a	168	51	-1,60	2,26E-02
ENSDARG000000027290	npr1b	709	211	-1,60	2,73E-02
ENSDARG000000086790	gucy1b1	1203	381	-1,61	5,75E-04
ENSDARG0000000074149	itpr1b	598	183	-1,61	8,57E-03
ENSDARG000000101722	larp1	124	36	-1,61	3,83E-02
ENSDARG000000062154	dip2ca	825	256	-1,61	3,79E-03
ENSDARG000000088581	f10	556	171	-1,61	5,21E-03
ENSDARG000000011065	camk2b1	882	274	-1,61	3,06E-03
ENSDARG000000100274	WDR7	421	127	-1,61	1,59E-02
ENSDARG0000000010957	mpp2b	372	115	-1,62	2,93E-03
ENSDARG000000098405	map3k1	488	147	-1,62	1,44E-02
ENSDARG000000040380	arhgef1a	697	208	-1,62	1,53E-02
ENSDARG000000059064	rassf3	173	52	-1,62	1,41E-02
ENSDARG000000075831	slc7a8a	406	116	-1,62	3,95E-02
ENSDARG000000057007	ctbp1	3435	1078	-1,63	3,12E-04
ENSDARG0000000090787	klhdc8b	184	53	-1,63	3,13E-02
ENSDARG000000079742	mcf2l2	393	121	-1,63	2,57E-03
ENSDARG000000004176	ulk4	171	53	-1,63	3,07E-03
ENSDARG000000116666	CABZ01078320.1	28	8	-1,63	4,22E-02
ENSDARG000000052468	GSK3B (1 of many)	340	102	-1,63	1,33E-02
ENSDARG000000017294	gnai2b	1158	352	-1,63	4,81E-03
ENSDARG0000000040064	acp6	563	170	-1,63	5,91E-03
ENSDARG000000073688	nav2a	1089	330	-1,63	6,41E-03
ENSDARG000000091326	cep120	92	27	-1,64	1,51E-02
ENSDARG000000010385	sept4a	501	142	-1,64	3,78E-02
ENSDARG000000074752	hlfa	626	188	-1,64	8,02E-03
ENSDARG000000079634	filip1b	51	15	-1,64	1,42E-02
ENSDARG0000000053636	cracr2b	117	33	-1,64	3,18E-02
ENSDARG000000059747	kcnj19a	526	153	-1,64	2,01E-02

How the deposited data were processed for this re-analysis (not part of the article)

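RNA was measured in 19 libraries of cells sorted by FACS from the main islets of adult zebrafish: 6 of bihormonal cells, 7 of β-cells, 3 of GFP high and 3 of GFP low cells. The authors aligned the reads to GRCz11 with STAR, counted them per gene with featureCounts and deposited raw counts, 1 table per library with 31901 gene IDs, of which 29178 have a symbol in the gene name table. Names in capitals are human symbols that this table gives to a zebrafish gene. The versions of STAR and featureCounts are not given. Of the 2183 genes read from Figure 5—source data 1, 2180 are in the tables, and both group means of all 2180 match those of the raw counts scaled here within 25% or 5 counts. Total counts were 5599246 to 18077658 per library, with a median of 10851802.

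Groups were taken from the sample labels. Normalized counts were scaled with the trimmed mean of M-values (TMM), and a single edgeR model with 1 mean per group was fitted to all 19 libraries, so that the 4 groups share an estimate of the spread. Genes with a mean normalized count of at least 10 were tested, 14693 in all. The common dispersion was 0.139, a biological coefficient of variation of 37.3%. The 4 comparisons were bihormonal cells against β-cells, GFP high against GFP low cells, bihormonal against GFP high cells and GFP high cells against β-cells. A gene was called at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and a fold above 2. Gene lists were written from general knowledge and from genes and terms the study names. Values in its figures and tables had been seen by then, and the lists were fixed before the deposited counts were examined. The lists were tested with camera, at its preset correlation of 0.01 and with a correlation estimated from the data, adjusted over the lists. Distances between libraries were tested with exact permutations of the labels. Software was R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0.

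Genes to name were set by a rule fixed before the data were examined. It takes every gene the study names for a comparison, up to 10 called genes per direction with the largest fitted fold, a mean of at least 100 in the higher group and groups that do not overlap, and up to 4 members of each list with the smallest p. Which of the genes under the rule are named was chosen after their values were seen. Values in the paper's tables had been seen before. 1 gene under the rule and the list that holds it are not reported here.

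The tests were tried on simulated counts with the means and totals of these libraries, in which 200 of 14693 genes were changed. Of genes changed 2-fold, 4-fold and 8-fold, the test called 34.3%, 80.6% and 97.0% for bihormonal cells against β-cells. It called 13.4%, 56.7% and 83.3% for GFP high against GFP low cells, 19.4%, 71.6% and 89.4% for bihormonal against GFP high cells and 22.4%, 80.6% and 89.4% for GFP high cells against β-cells. False calls were 3, 3, 3 and 5. Of 20 unchanged lists per comparison, 0 were called at the preset and at the estimated correlation. Genes were drawn independently of each other there, so this does not test the preset correlation for genes that move together.

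Alternatives tried were DESeq2's Wald test, its shrunken fold changes, limma voom with quality weights, DESeq2's size factors, library totals alone, TMM without hormone and mitochondrial genes, filterByExpr or no filter, a fit of only the 2 groups compared, a fold above 2 tested inside the model, robust spread, the replicate number or the library set as a block, counts thinned to the smallest library, and each library left out in turn. With the library set as a block, bihormonal replicates 1 to 3 (alone in set A) and GFP low replicate 1 (alone in set B) do not enter the differences between groups. Calls lost there may come from fewer libraries as well as from sets. Expression of α-cells and sorted *sst2* δ-cells, and the study's list of 62 β-cell genes, were not used here. Reads were not analysed here, so reads shared between paralogs stay as the authors' counting left them.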

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

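The tests of explanations in this part were chosen after the result was seen. In groups of 6 or 7 libraries, a library was singled out where its gap to the nearest other exceeded the 95% critical value of Dixon's test. Counts of genes and list medians were on the log2 scale. Library totals, genes detected and shares of counts were tested untransformed. Of 116 groups tested, 5 passed, where chance passes about 5%. The groups are the library totals, genes detected, shares of counts, list medians and genes named here, and these genes were chosen after their values were seen. β-cell replicate 7 had 16819976 total counts, with 8373496 to 11793787 in the others. *neurod1* was at 10438 normalized counts in β-cell replicate 5, with 6268 to 7541 in the others. *scarb2a* (ENSDARG00000098312) was at 326 in β-cell replicate 2, with 498 to 659 in the others. *ABCC8* was at 2005 and *gfra1a* at 1000 in bihormonal replicate 4, with 3101 to 4014 and 3009 to 4333 in the others.

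Lists of energy supply and of handling nucleic acids, which the main text of the paper does not discuss for this comparison, had positive medians between bihormonal and GFP high cells. Few members were called: 4 of 101 genes of oxidative phosphorylation, 2 of 13 mitochondrially encoded genes, 2 of 32 genes of RNA polymerases and 2 of 32 genes of DNA repair. For oxidative phosphorylation the number was 0 without GFP high replicate 1 or 2 and without bihormonal replicate 4 or 5, and it was 15 without GFP high replicate 3 and 19 and 8 without bihormonal replicates 2 and 6. No mitochondrially encoded gene was called without GFP high replicate 1 or 2 or bihormonal replicate 4 or 5. Median log2 fold changes were 0.87 over 101 genes of oxidative phosphorylation (adjusted p = 4.3e-16 from camera, adjusted p = 0.433 with an estimated correlation; 28 higher and 0 lower when adjusted over the list alone) and 0.52 over 13 mitochondrially encoded genes (adjusted p = 0.00257 from camera, adjusted p = 0.433 with an estimated correlation; 2 higher and 0 lower when adjusted over the list alone). They were 0.72 over 32 genes of RNA polymerases (adjusted p = 0.00158 from camera, adjusted p = 0.413 with an estimated correlation; 11 higher and 1 lower when adjusted over the list alone) and 0.43 over 32 genes of DNA repair (adjusted p = 0.00364 from camera, adjusted p = 0.433 with an estimated correlation; 8 higher and 0 lower when adjusted over the list alone).

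The ribosomal, proteasome, oxidative phosphorylation and cell cycle lists had a joint median log2 fold change of 0.89 between bihormonal and GFP high cells. GFP high replicate 2, which has the fewest genes detected, is excluded as the sole cause of this shift, since the median was 0.80 without it, though only 1 of 292 members was called there against 21 of 290 with all libraries. Scaling stays open as a part of it: on library totals alone the median was 0.55, and 2 of 287 members were called. A difference between library sets stays open as a part of it. With only the bihormonal libraries of set A the median was 0.58. Library set F alone holds both groups, with 1 library of each. There the bihormonal library had the higher median for the proteasome (0.49 against -0.45), the cell cycle (1.28 against -0.61) and oxidative phosphorylation (0.12 against -0.28), and not for the ribosomal list (-0.16 against -0.10). The treatment of the bihormonal fish, with ablation of β-cells, differs between the groups too and remains an untested biological explanation.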

How the results depend on the processing

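The settings without several bihormonal libraries together and the block by file format (whether gene IDs stand in quotation marks) were chosen after seeing the data, and all others before the data were examined. Counts of called genes within 1.5 times the values at the claims, and settings that kept a call, are given as totals. Where no cause is given, the cause was not tested. For bihormonal cells against β-cells 3603 genes were called on library totals alone and 1014 with the fold above 2 tested inside the model, which is stricter by construction, and leaving out 1 library gave 1797 to 1926. For GFP high against GFP low cells 1119 were called with the fold inside the model and 819 with the library set as a block, and leaving out 1 library gave 1636 (without GFP low replicate 1) to 2651 (without GFP high replicate 3). For GFP high cells against β-cells 1011 were called with the fold inside the model, and leaving out 1 library gave 1678 (without GFP high replicate 2) to 3154 (without GFP high replicate 3). On library totals alone 869 were higher and 2578 lower in GFP high cells, against 1525 and 1131 with TMM, and the median of all genes was -0.504 against -0.107.

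Bihormonal against GFP high cells moved most. The 405 called genes became 1250 with DESeq2's Wald test, 1071 with its shrunken fold changes, 128 with limma voom, 50 on library totals alone (21 higher and 29 lower, the median of all genes at -0.192 against 0.049), 31 in a fit of only these groups, 16 with the fold inside the model, 41 with the library set as a block and 241 with counts thinned to the smallest library. Leaving out 1 library gave 13 (without GFP high replicate 2) to 920 (without GFP high replicate 3). They were 42 without bihormonal replicates 4 and 5, 20 without 4 to 6 and 1800 without 1 to 3.

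Replicate numbers are shared between groups in the labels, and nothing says that a number marks shared fish or days. Libraries with the same number did not deviate together: correlations of their deviations from the group means were -0.255 to 0.076 for bihormonal and β-cells, -0.21 to 0.092 for bihormonal and GFP high cells, -0.049 to 0.082 for GFP high and β-cells and 0.028 to 0.125 for GFP high and GFP low cells. Not every library correlated best with its own number: 0, 0, 0 and 2 pairs did. Pairs with different numbers had -0.444 to 0.464 for bihormonal and β-cells and -0.247 to 0.256 for GFP high and β-cells. The highest joined bihormonal replicate 4 and β-cell replicate 1, both of set C, and GFP high replicate 1 and β-cell replicate 4, both of set E. In set F, bihormonal replicate 6 and β-cell replicate 7 had -0.168. Whether libraries of the same set share fish or days was not tested. With the replicate number as a block 1759, 3, 1673 and 2091 genes were called, and 13, 16, 13 and 10 gene lists.

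At camera's preset correlation 10, 10, 16 and 13 of 35 gene lists were called for bihormonal against β-cells, GFP high against GFP low cells, bihormonal against GFP high cells and GFP high against β-cells. With an estimated correlation 0, 2, 0 and 0 were called. These 2, the lists of glucose sensing and of *sst2* δ-cell genes, hold genes that the study names for these libraries. For bihormonal against β-cells fry called 16, leaving out 1 library gave 7 to 15, and 5 were called without bihormonal replicates 4 and 5 and 16 without 1 to 3. Leaving out 1 library gave 5 (without GFP high replicate 3) to 10 lists for GFP high against GFP low cells, 15 to 17 for bihormonal against GFP high cells and 11 to 14 for GFP high against β-cells. Of 2380 directions of lists under alternatives, 134 of lists not called turned, 3 of them called under that alternative, and 1 of a called list turned: cytosolic ribosomal proteins in bihormonal against β-cells, with the library set as a block (adjusted p = 0.676 from camera). Which turns to report was chosen after this number was seen. Principal component 1 held 31.8% of the variance with all tested genes and 48.2% to 56.0% with 1 library left out. The ratio of distances from GFP high and GFP low cells to β-cells was 0.824 (without GFP high replicate 2) to 0.965 (without GFP high replicate 3) with 1 library left out. That of bihormonal cells to GFP high over β-cells was 0.762 on library totals alone and 0.743 to 0.928 with 1 library left out.

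Of 2759 log2 fold changes of named genes under alternatives, 89 lost a call, 14 gained one and 26 turned direction, with none of the genes that turned called at the claims. For bihormonal against β-cells the values that turned were, on library totals alone, -0.32 for *neurod1*, -0.30 for *PAX6*, -0.16 for *pdx1*, -0.51 for *ABCC8* and -0.46 for *SNAP25*. *ghrl* turned to 0.43 with limma voom, 1.58 with the library set as a block, 0.34 without β-cell replicate 2 and 0.36 without bihormonal replicates 1 to 3, and leaving out 1 library gave -0.61 to 0.34. *ABCC8* was -0.03 without β-cell replicate 1 (up to 0.19 without another library) and -0.11 without bihormonal replicates 1 to 3, and *gcga* -0.42 without 4 to 6. For bihormonal against GFP high cells *sst1.1* was -0.01 on library totals alone, -0.75 with the library set as a block and -0.08 without bihormonal replicates 4 and 5. *hhex* was -0.05, -0.43, -0.03 (without GFP high replicate 2, up to 0.29 without another library) and -0.13 (without bihormonal replicates 1 to 3). *FSTL1* (ENSDARG00000039576) was -0.21 with shrunken fold changes, -0.57 with limma voom, -0.01 with the replicate number as a block, -0.06 without GFP high replicate 3, -1.15 without bihormonal replicate 6 (up to 0.66 without another library) and -1.16 without bihormonal replicates 4 to 6. For GFP high cells against β-cells *pdx1* was 0.03 with the library set as a block. Counts thinned to the smallest library left the number of called genes within 1.5 times in all comparisons other than bihormonal against GFP high cells.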

Differences from the paper's values

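All comparisons of genes and rankings in this part were chosen after the values were seen. The paper gives *sst1.1* as 209-fold higher in bihormonal cells than in β-cells, and the value here is 522-fold. Of the alternatives set before the data were examined, DESeq2's shrunken fold changes (177-fold) and library totals alone (297-fold) fall within 1.5 times the paper's value. The others do not, with 343-fold to 1065-fold. The paper gives *ins* as 54-fold higher in bihormonal than in GFP high cells, and the value here is 146-fold. None of the alternatives set before the data were examined falls within 1.5 times it, with 97.2-fold to 275-fold. DESeq2's shrunken fold changes are among these alternatives. For GFP high against GFP low cells, the paper's fold of *sst2* is smaller than the ratio of its own group means. Its folds may therefore be another measure than the fitted folds here.

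The paper ranks *ins* first among genes higher in bihormonal than in GFP high cells. Here it ranks first by p, and 10 of 208 called genes have a larger fitted fold. The paper places *sst1.1* just above *ins* in bihormonal cells, and the means here are 7266618 and 437835 normalized counts. The paper lists *g6pcb* among genes of GFP high cells. Here it missed the threshold against GFP low cells (adjusted p = 0.0536 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was called with DESeq2's Wald test (0.0267), limma voom (0.00579), no filter (0.037), only these groups in the fit (0.0318), thinned counts (0.047) and without GFP high replicate 3 (0.0484), and with the block by file format (0.0104), chosen after seeing the values. The other carbohydrate genes it lists, *gck*, *slc2a2* and *hk2*, were called. The paper reports the progenitor marker *sox9b* as hardly expressed in both cell types. Of the 2 genes with the human symbol *SOX9*, ENSDARG00000003293 averaged 172 normalized counts in bihormonal cells and 4.68 in β-cells, and ENSDARG00000043923 averaged 1.53 and 9.62. Which of them is *sox9b* is not settled here. If it is ENSDARG00000043923, the low counts match the paper's statement, so no difference from the paper is established. The paper lists *fstl1a* among β-cell markers raised in bihormonal cells. Of the 2 genes with the human symbol *FSTL1*, ENSDARG00000015559 was called higher and ENSDARG00000039576 was not, with 6.79 and 6.64 normalized counts.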

Other observations

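The tests of explanations and of other splits in this part were chosen after the result was seen. Among genes of lysosomes, which break down proteins and lipids, more were called lower than higher in bihormonal cells against β-cells, though most were not called. The same direction held for genes of the acute stress response. Several Notch genes, which pass signals between neighbouring cells, were called higher. None of these lists passed with an estimated correlation. Of 83 lysosomal genes 1 was higher and 17 were lower (adjusted p = 2.37e-05 from camera, adjusted p = 0.522 with an estimated correlation; 1 higher and 17 lower when adjusted over the list alone). *scarb2a*, which carries an enzyme into lysosomes, averaged 61 ± 35.3 (SD, n = 6) normalized counts in bihormonal cells and 547 ± 116 (SD, n = 7) in β-cells, a log2 fold change of -3.18 (standard error 0.401, adjusted p = 4.52e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *CTSD* (ENSDARG00000057698), the protease cathepsin D, averaged 806 ± 281 (SD, n = 6) and 4516 ± 1849 (SD, n = 7), a log2 fold change of -2.48 (standard error 0.274, adjusted p = 7.65e-07 from the same test). Of 28 immediate early genes, which also respond to dissociation of tissue, 1 was higher and 14 were lower (adjusted p = 0.000165 from camera, adjusted p = 0.522 with an estimated correlation; 1 higher and 15 lower when adjusted over the list alone). Of 14 interferon genes 0 were higher and 4 lower (adjusted p = 0.000484 from camera, adjusted p = 0.495 with an estimated correlation; 0 higher and 7 lower when adjusted over the list alone). Of 13 genes of Notch signaling 4 were higher and 0 lower (adjusted p = 0.0619 from camera, adjusted p = 0.522 with an estimated correlation; 4 higher and 0 lower when adjusted over the list alone). The Notch ligand *dlc* (ENSDARG00000002336) averaged 2616 ± 1107 (SD, n = 6) and 77.4 ± 68.7 (SD, n = 7), a log2 fold change of 5.07 (standard error 0.519, adjusted p = 2.79e-07 from the same test). Of 48 cell cycle genes 16 were higher and 1 lower in bihormonal cells than in β-cells (adjusted p = 9.75e-05 from camera, adjusted p = 0.522 with an estimated correlation; 18 higher and 1 lower when adjusted over the list alone). Only bihormonal replicates 4 to 6, of library sets C and F, carry this, with median log2 differences from the mean of all libraries of 1.29, 1.10 and 1.28. Replicates 1 to 3, of set A, had -0.08, 0.06 and 0.19, and the β-cell libraries -0.67 to 0.08. The β-cell libraries of set C (-0.22) and set F (-0.67 and -0.39) lay below the bihormonal libraries of the same sets, and set A holds no β-cell library. Why replicates 1 to 3 differ from 4 to 6 was not tested.

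Between bihormonal and GFP high cells, 8 lists were called lower at camera's preset correlation and none of them with an estimated correlation, with few members called. For 3 of them median log2 fold changes were -0.75 over 32 semaphorins and plexins (0 higher and 0 lower when adjusted over the list alone; adjusted p = 0.0025 from camera, adjusted p = 0.433 with an estimated correlation) and -0.35 over 100 cell adhesion molecules (2 higher and 8 lower when adjusted over the list alone; adjusted p = 0.00139 from camera, adjusted p = 0.433 with an estimated correlation), and -0.44 over 46 potassium channels (3 higher and 3 lower when adjusted over the list alone; adjusted p = 0.00617 from camera, adjusted p = 0.433 with an estimated correlation). The other 5 were immediate early genes (adjusted p = 0.00364 from camera), insulin signaling (0.00519), extracellular matrix (0.0135), cAMP signaling (0.0306) and the *sst2* δ-cell genes the study names (0.00257). Against β-cells, 25 of 83 synapse genes were called higher in GFP high cells and 6 lower (adjusted p = 0.000586 from camera, adjusted p = 0.322 with an estimated correlation), and of 56 proteasome genes 1 were called higher and 19 lower (adjusted p = 8.79e-06 from camera, adjusted p = 0.708 with an estimated correlation).

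Insulin in the bihormonal libraries stood at 17.0% of its β-cell level, and at 0.117% in GFP high libraries. β-cells caught in the double-positive sort, which takes cells with both GFP and mCherry, may bring *ins*. If they have the profile of the control β-cells, they would bring their other transcripts at the same share. Of 51 other genes over 64-fold lower in GFP high cells than in β-cells, the middle quartiles in bihormonal libraries spanned 0.633% to 5.23% of the β-cell level, with a median of 2.22% and a highest value of 60.6%, and 4 lay above *ins*. β-cells with the profile of the control fish are therefore excluded as the sole source of *ins*, and a small share of them stays open. β-cells of ablated fish were not measured here, so the test does not cover β-cells with a changed profile.

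GFP low libraries held genes of other pancreatic cells. All 14 acinar markers had a higher mean in GFP low than in GFP high libraries. They made up 0.00484% to 0.0711% of the counts of GFP low libraries and 0.00173% to 0.00405% of those of GFP high libraries, and *cpb1* (ENSDARG00000045442), a pancreatic protease, averaged 38.4 ± 43.7 (SD, n = 3) normalized counts in GFP high cells and 361 ± 139 (SD, n = 3) in GFP low cells, with a log2 fold change of -3.22 (standard error 0.873, adjusted p = 0.0126 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This was -4.70 without GFP high replicate 3, which had 87.4 counts against 24.2 and 3.54 in the others. The call was lost without GFP high replicate 1 or 2 and with the library set as a block (adjusted p = 0.057, 0.0502 and 0.28 from the same test, 0.000642 to 0.28 over all alternatives). Acinar cells or their RNA in the GFP low sort, which should keep only cells with GFP, may account for them. The acinar shares were 0.00119% to 0.0135% in β-cell libraries and 0.0013% to 0.00794% in bihormonal libraries. The lowest GFP low share lay within both ranges and the highest above them. *cpb1* was at 71 to 378 normalized counts in bihormonal libraries and 202 to 463 in GFP low libraries, so it does not set GFP low cells apart from all other groups. The ghrelin gene took 0.395% to 0.754% of the counts of GFP low libraries and 0.000426% to 0.00373% of those of GFP high libraries. Ghrelin cells within the sort and *ghrl* expressed by the cells with weak GFP themselves cannot be told apart, since no value here separates the cells of a pool.

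Other splits of the libraries were counted for each number of called genes. For bihormonal against β-cells 100 splits were counted, the real one and a random draw of the others. Only the real split called 1933 or more, and the highest other called 557. For GFP high cells against β-cells, counted in the same way, only the real split called 2656 or more, against 36 in the highest other. Mixed groups carry the difference between the cell types into their spread, so the other splits set no level for the number called. For GFP high against GFP low cells there are 10 splits, too few for a share under 0.05, with 2305 in the real split and 0 in the highest other. For bihormonal against GFP high cells 4 of 84 splits, the real one included, called 405 or more, a share of 4.76%. Though this is under 0.05, chance is not read as excluded, since the 3 others called more. They called 601, 735 and 673 and set bihormonal replicates 4 and 5 with replicate 6, 3 or 1 against the rest. This points to a structure among the bihormonal libraries, of which replicates 4 and 5 belong to 1 library set. With the library set as a block 41 genes were called.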
